# Aspartate deficiency amplifies cGAS-STING signaling in antitumor immunity

**DOI:** 10.1172/JCI199716

**Published:** 2026-06-01

**Authors:** Yuheng Liao, Hanze Wang, Hengxin Liu, Xi Chen, Renqiang Sun, Xie Li, Zhen Yang, Chenying Liu, Wei Wu, Ziqian He, Yuzheng Zhao, Ying Mao, Dan Ye, Hui Yang

**Keywords:** Metabolism, Oncology, Cellular immune response

## Abstract

Metabolic signals critically shape innate immune responses. Through pharmacological screening of metabolic pathways, we identified aspartate metabolism as a key regulator of cyclic GMP-AMP synthase (cGAS)–stimulator of interferon genes (STING) signaling. Genetically or aminooxyacetic acid–mediated (AOA-mediated) pharmacologically reducing aspartate levels markedly potentiated the cGAS-STING pathway, leading to stronger upregulation of type I interferons and interferon-stimulated genes. Mechanistically, disruption of de novo pyrimidine synthesis, a major downstream pathway of aspartate, induced mtDNA replication stress and increased mtDNA double-strand breaks, promoting mtDNA release into the cytosol. Cytosolic mtDNA synergized with cGAS-STING agonists to upregulate Z-DNA binding protein 1 (ZBP1), which recruits RIPK1/3 to sustain IRF3 phosphorylation, forming a positive feedback loop that amplifies innate immune signaling. In immunocompetent mouse models, AOA enhanced the antitumor efficacy of STING agonists, chemotherapy, or radiotherapy, whereas aspartate supplementation abrogated these effects. Consistently, aspartate levels negatively correlated with antitumor immunity in colorectal cancer patient samples. Together, our study identifies aspartate–pyrimidine metabolism as a critical metabolic checkpoint that licenses STING signaling by enabling mtDNA stress to cooperate with agonist stimulation, driving type I interferon–dependent ZBP1 induction and feed-forward amplification of STING signaling, thus offering a promising strategy to enhance antitumor immunity.

## Abstract 2

Aspartate deficiency enhances cGAS–STING signaling and antitumor immunity, revealing a metabolic mechanism that links cellular metabolism to innate immune activation.

## Introduction

The cyclic GMP-AMP synthase (cGAS)–stimulator of interferon genes (STING) innate immune pathway is activated in response to abnormal cytosolic DNA exposure in many medical conditions (1). The cGAS enzyme specifically recognizes double-stranded DNA (dsDNA) in the cytosol, leading to the synthesis of cyclic GMP-AMP (cGAMP), a second messenger that activates STING. Upon activation, STING recruits TANK binding kinase 1 (TBK1) and interferon regulatory transcription factor 3 (IRF3), the latter of which undergoes phosphorylation, homodimerization, and nuclear translocation, culminating in the transcriptional upregulation of type I interferons (IFN-Is) and interferon-stimulated genes (ISGs) (1–3). The cGAS-STING pathway has essential roles in cancer immunity, activation of which in either tumor or immune cells can initiate T cell–dependent antitumor immunity (4).

Recent studies have shed light on the interplay between metabolic signals and the innate immune response, particularly in the context of the cGAS-STING pathway (5, 6). Aspartate, a nonessential amino acid, is crucial for intracellular protein manufacture, purine and pyrimidine biosynthesis, and cell proliferation (7–9). Recent studies have uncovered a novel role of aspartate beyond its classical function as a metabolic intermediate (10, 11). Intriguingly, the concentration of aspartate in the tumor interstitial fluid is several-fold higher than in plasma, suggesting an active role in shaping the tumor microenvironment (11, 12). These observations underscore the need to elucidate the mechanisms responsible for aspartate accumulation in tumors and to explore whether interfering with its intracellular biosynthesis could reshape antitumor immune responses via innate immune signaling.

In this study, we screened the impact of several metabolic pathways on the regulation of cGAS-STING signaling using small molecule metabolic inhibitors. This unbiased screen identified aminooxyacetic acid (AOA), an aminotransferase inhibitor, as the most dramatic amplifier of the cGAS-STING pathway. Mechanistically, AOA treatment leads to a profound reduction in intracellular aspartate levels by inhibiting a series of aminotransferases, such as glutamate oxaloacetate transaminase 2 (GOT2) and glutamate pyruvate transaminase 2 (GPT2), which are involved in key metabolic processes during aspartate synthesis. This in turn disrupts the carbamoyl-phosphate synthetase 2, aspartate transcarbamoylase, and dihydroorotase–mediated (CAD-mediated) de novo pyrimidine synthesis pathway, causing the release of mtDNA, a crucial event that amplifies the responsiveness of the cGAS-STING pathway to agonists, chemotherapy drugs, or radiotherapy via the Z-DNA binding protein 1–receptor interacting serine/threonine kinase 1/3 (ZBP1–RIPK1/3) axis. Moreover, a negative correlation between aspartate levels and T cell infiltration is identified in clinical samples of colorectal carcinoma. Together, our study unveils an essential connection between aspartate metabolism, the cGAS-STING pathway, and cancer immunity.

## Results

### The aminotransferase inhibitor AOA amplifies cGAS-STING signaling.

To explore the impact of metabolic changes on the cGAS-STING pathway, we screened the effects of small molecule inhibitors targeting various metabolic enzymes and pathways, encompassing glycolysis, the tricarboxylic acid (TCA) cycle, the electron transport chain, glutaminolysis, and energy sensing (Figure 1A). Three cell lines were used, including human hTERT-immortalized foreskin fibroblast cells (BJ-5ta), murine fibroblast cells (L929), and colon cancer cells (MC38). Cells were pretreated with each of the metabolic inhibitors and then transfected with herring testis DNA (HT-DNA), a commonly used dsDNA ligand for cGAS, following which the mRNA levels of *Ifnb* and *Cxcl10* were examined. In addition to the previously reported 2-deoxyglucose (13), we identified that aminotransferase inhibitor AOA exhibited the most profound effect on the upregulation of *Ifnb* and *Cxcl10* in distinct cell lines, particularly after HT-DNA transfection (Figure 1B and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI199716DS1). Although AOA alone was able to induce limited upregulation of *IFNB*/*ISG*s, such priming drastically increased responses to additional stimuli, such as the natural STING agonist 2′,3′-cGAMP or mouse STING-specific agonist DMXAA in murine macrophages (RAW264.7), murine melanoma cells (B16-F10), and human fibrosarcoma cells (HT1080) (Supplemental Figure 1, A–D). Such boosting effects exhibited a time-dependent manner upon stimulation with HT-DNA or DMXAA (Figure 1, C–E). Consistently, the transcriptional induction of *IFNB* was accompanied by a corresponding increase in its protein production and secretion (Supplemental Figure 1, E–G). Thus, the aminobutyrate transaminase inhibitor AOA robustly enhances the activation of the cGAS-STING pathway across multiple cell lines.

In light of IRF3 phosphorylation and IFN-I signaling (STAT1 phosphorylation) as a key downstream event in the cGAS-STING signaling cascade governing *ISG* production (2, 3, 14), we evaluated the impact of AOA on IRF3 and STAT1 phosphorylation. AOA dramatically prolonged the phosphorylation of IRF3 and STAT1 following agonist treatment in BJ-5ta, L929, and MC38 cells (Figure 1, F–H), a pattern also observed in RAW264.7, HT-1080, and B16-F10 (Supplemental Figure 1, H–J). However, no obvious IRF3 and STAT1 activation/phosphorylation was detected after AOA treatment alone (Figure 1, F–H, and Supplemental Figure 1, H–J). It is likely that the levels of phosphorylated IRF3 and STAT1 might be below detection, given the rather weak ISG upregulation by AOA alone (Figure 1, B–E). IRF3 phosphorylation by TBK1 is a major mechanism driving the dimerization and nuclear translocation of IRF3 (15, 16). Consistently, in unstimulated cells, we observed that IRF3 was primarily located in the cytoplasm (Figure 1I). AOA treatment alone was insufficient to trigger significant nuclear accumulation of IRF3. In contrast, compared with HT-DNA treatment alone, AOA cotreatment prolonged IRF3 nuclear localization, maintaining strong nuclear translocation even at 6 hours (Figure 1I). Furthermore, we observed that loss of cGAS, STING, or IRF3 not only eliminated ISG expression induced by AOA treatment alone but also completely abolished the enhancing effect of AOA in response to HT-DNA in L929 cells (Supplemental Figure 1, K and L), confirming the necessity of cGAS-STING signaling in the upregulation of *ISG* expression by AOA. In contrast, deficiency of RIG-I or MDA5 did not impair the AOA-mediated enhancement of ISG expression (Supplemental Figure 1, M–O), indicating a predominant role for DNA sensing rather than RNA sensing.

AOA is a pan-transaminase inhibitor against multiple metabolic enzymes, such as GOT1 and GOT2 (17–19). To identify the primary AOA target(s) responsible for the observed effect on amplifying cGAS-STING activation, we generated BJ-5ta cells depleted of *GOT1* or *GOT2*. Unexpectedly, individual deletion of either enzyme did not affect the transcriptional response of the DNA-sensing pathway (Supplemental Figure 2, A and B). Due to potential compensatory effects between metabolic pathways, it might be difficult to mimic the rapid remodeling of cell metabolism by AOA through single gene deletion (18, 20). Indeed, the mRNA expression of *GPT2*, another important transaminase targeted by AOA (18, 19), was upregulated in BJ cells with *GOT2* knockdown (Supplemental Figure 2C). As expected, when we constructed a cell line with *GPT2* knockdown alone, we were still unable to replicate the enhancement of ISG expression induced by AOA (Supplemental Figure 2, D and E). We hypothesized that GPT2 might partially compensate for the function of GOT2 in cells when *GOT2* was knocked down. This prompted us to generate cells with codepletion of GOT2 and GPT2 in BJ-5ta and MC38 cells (Figure 1, J–L, and Supplemental Figure 2, F and G). Strikingly, these double-knockdown cells exhibited slightly increased ISG expression in resting conditions but showed profound amplification of DNA-stimulated ISG expression, accompanied by increased phosphorylation of IRF3 and STAT1 (Figure 1, J–L, and Supplemental Figure 2, F and G). Consistently, AOA treatment failed to further augment ISG expression or downstream effector activation in *GOT2*/*GPT2* double-knockdown cells (Supplemental Figure 2, H and I), suggesting that inhibition of GOT2/GPT2 is a principal mechanism by which AOA enhances cGAS-STING–mediated innate immune signaling. Thus, AOA treatment or codepletion of GOT2 and GPT2 triggers a low level of ISG expression on their own, but each of them boosts the cGAS-STING pathway in response to agonists.

### Cellular aspartate deficiency augments cGAS-STING–mediated IFN response.

Next, we explored the specific cellular metabolites AOA influences for amplifying the cGAS-STING pathway. A targeted metabolomics approach utilizing liquid chromatography–mass spectrometry (LC-MS) characterized the metabolome of L929 cells pretreated with AOA and transfected with HT-DNA or not (Figure 2A). Importantly, aspartate and asparagine were identified as 2 of the most significantly downregulated metabolites, both reduced by approximately 80%, respectively, in L929 cells 6 hours after AOA treatment (Figure 2A and Supplemental Figure 3A). Consistently, a sharp decrease in aspartate was also found in *GOT2* and *GPT2* double-knockdown cells (Supplemental Figure 3B). To assess the functional significance of aspartate and asparagine in the cGAS-STING pathway, these 2 metabolites were individually added along with AOA to the culture medium, followed by DMXAA stimulation for 6 hours. Interestingly, aspartate, but not asparagine, fully reversed the amplification effect of AOA on STING-mediated immune response (Figure 2B and Supplemental Figure 3, C–G).

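RNA from L929 cells, a line of mouse fibroblasts, was sequenced in 6 groups of 3 independent cultures. The groups were Mock, AOA, AOA with aspartate, HT-DNA, HT-DNA with AOA, and HT-DNA with AOA and aspartate, and no group received aspartate alone. AOA (aminooxyacetic acid, an inhibitor of aminotransferases) was added at 0.5 mM 1 h before HT-DNA, and aspartate was used at 20 mM. HT-DNA (herring testis DNA, which activates cGAS once it is transfected) was used at 0.5 μg/ml for 6 h. The authors deposited an estimated number of reads for each of 57180 genes in each library, without normalization, and 11.6% of these values were not whole numbers. The paper's text does not name the aligner, the counting program or the genome build, so genes are given by symbol and Ensembl identifier without positions. The estimated counts were rounded to whole numbers and scaled by edgeR's TMM method. Genes with low counts were removed with edgeR's filterByExpr (minimum count 10, minimum total 15, groups of 3), which left 14263 genes. All 18 libraries were fitted in 1 model with edgeR's quasi-likelihood test, and differentially expressed genes had a Benjamini-Hochberg adjusted p-value under 0.05.

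Between 17901605 and 24057343 counts per library fell on genes. The median total was 20990365 in Mock, 19937928 with AOA, 20945747 with AOA and aspartate, 21445952 with HT-DNA, 19423579 with HT-DNA and AOA, and 20440404 with HT-DNA, AOA and aspartate. The chi-square per degree of freedom between replicate libraries, which is 1 where counting is the only source of error, ran from 2.74 to 63.6, so the errors given here come from the replicates and not from counting alone. Relative to Mock, 6516 genes were differentially expressed with AOA (3199 higher and 3317 lower), 923 with AOA and aspartate (360 higher and 563 lower) and 6879 with HT-DNA (3454 higher and 3425 lower). Adding aspartate to AOA changed 6600 genes (3345 higher and 3255 lower). In HT-DNA–stimulated cells, AOA changed 6477 genes (3246 higher and 3231 lower). HT-DNA with AOA differed from HT-DNA with AOA and aspartate in 6797 genes (3411 higher and 3386 lower). HT-DNA with AOA and aspartate still differed from HT-DNA alone in 6649 genes (3303 higher and 3346 lower). Across these 7 comparisons, the replicates of the compared groups did not overlap in 32.7% to 61.3% of the genes tested, against 10% by chance for 3 replicates against 3. A minimum absolute log2 fold change of 1 lowered these counts, to 1067 genes for AOA relative to Mock, 72 for AOA with aspartate relative to Mock and 1461 for AOA in HT-DNA–stimulated cells. When only the libraries of both groups were fitted, HT-DNA with AOA differed from HT-DNA in 4167 genes and from HT-DNA with AOA and aspartate in 4278. The other counts rose, to 2462 for AOA with aspartate relative to Mock and to between 7188 and 7732 for the rest. The model of all libraries shares 1 spread per gene over the groups, and the HT-DNA with AOA replicates varied most. Errors for that group may therefore be too small.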

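Fig. 2C shows 36 ISGs in these samples. The paper does not state how they were chosen, so a count adjusted over the list alone is not taken as independent evidence. All 36 were among the genes tested. With AOA alone, 12 differed from Mock (7 higher and 5 lower, and the same number when adjusted over the list alone), with a median log2 fold change of 0.20, which was 0.073 with library totals in place of TMM and 0.14 after a correction for GC content and length, both chosen after seeing the data. Interferon-inducible Ifi203 (ENSMUSG00000039997) rose with AOA alone by a log2 fold change of 1.14 (standard error 0.125, adjusted p = 7.72e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 21.9% of its 31-base sequences occur in other genes. Irgm1 (ENSMUSG00000046879) had a log2 fold change of -0.96 with AOA alone (standard error 0.177, adjusted p = 0.000231 from edgeR's test) and Irf1 (ENSMUSG00000018899) one of -0.71 (standard error 0.0988, adjusted p = 1.13e-05 from edgeR's test). Isg15 (ENSMUSG00000035692) rose from 1.25 ± 0.22 CPM (TMM-scaled counts as edgeR gives them relative to library size; SD, n = 3) to 1.90 ± 0.382 CPM (SD, n = 3), a log2 fold change of 0.62 that was not past the threshold (adjusted p = 0.0819 from edgeR's test). It was past the threshold with DESeq2's Wald test (log2 fold change 0.62) and with no filter on low counts (0.62).

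HT-DNA alone raised 28 of the 36 ISGs and lowered 0 (29 were higher when adjusted over the list alone). The median log2 fold change was 1.50, or 1.05 with genes at or under 3 counts in Mock set to their lower bounds. Ifit1 (ENSMUSG00000034459) rose from 0.273 ± 0.134 CPM (SD, n = 3) in Mock to 65.9 ± 6.52 CPM (SD, n = 3) with HT-DNA, a log2 fold change of 7.90 (standard error 0.18, adjusted p = 1.82e-16 from edgeR's test).

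In HT-DNA–stimulated cells, AOA raised all 36 ISGs, also when adjusted over the list alone, with log2 fold changes from 0.43 to 4.03 and a median of 1.84. The replicates of both groups did not overlap for any of the 36 (chance gives 10%, and the share over all genes tested was 44.8%). Cxcl10 (ENSMUSG00000034855) rose from 30.9 ± 0.332 CPM (SD, n = 3) to 266.5 ± 28.2 CPM (SD, n = 3), a log2 fold change of 3.11 (standard error 0.116, adjusted p = 2.72e-13 from edgeR's test). Ifit1 rose to 190.9 ± 20.2 CPM (SD, n = 3), a log2 fold change of 1.53 (standard error 0.0958, adjusted p = 3.36e-10 from edgeR's test). Isg15 rose from 48.2 ± 4.79 CPM to 123.7 ± 27.9 CPM (SD, n = 3), a log2 fold change of 1.36 (standard error 0.134, adjusted p = 1.32e-07 from edgeR's test). Isg15 shares 13.1% of its 31-base sequences with other genes, Ifit1 10.8% and Cxcl10 4.47%. Requiring at least 10 counts in every library moved the number of ISGs most, from 36 to 21, because fewer ISGs were tested.

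The effect of AOA with HT-DNA was also compared with the effect of AOA without it, as an interaction term in the same model. The AOA effect was larger with HT-DNA for 23 of the 36 ISGs and smaller for 0 (27 were larger when adjusted over the list alone), with a median difference of 1.67 in log2 fold change. Across the 12 fits that each left out 1 library, the number was 20 to 25.

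**Figure D1:**
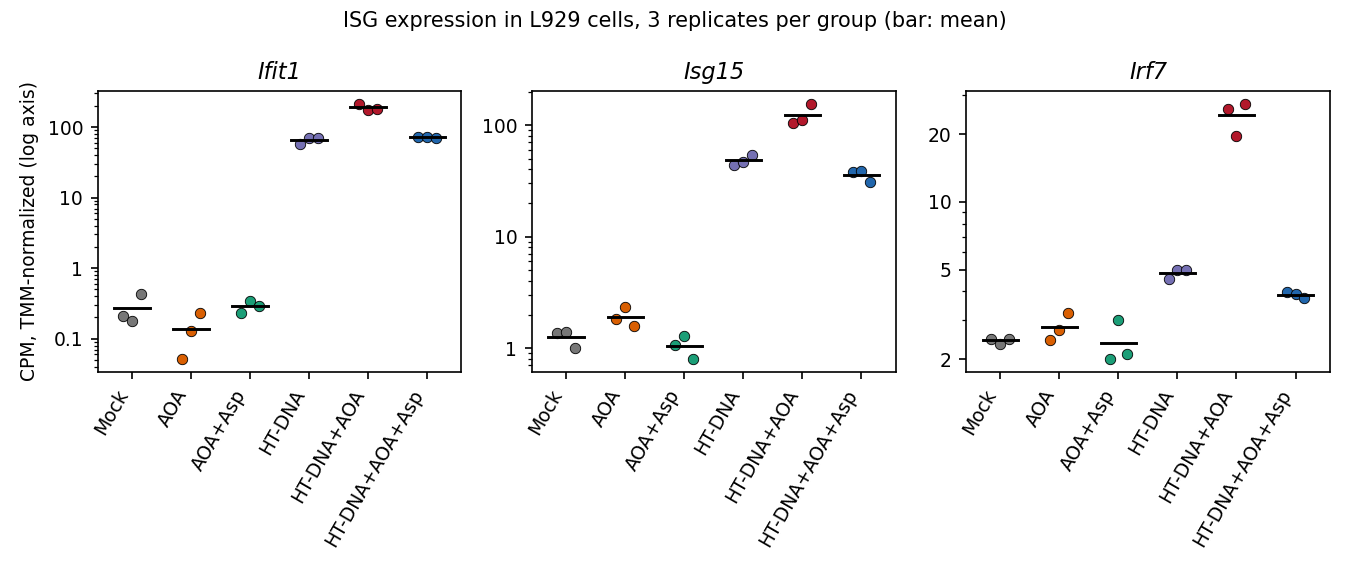
CPM after TMM scaling (log axis) of Ifit1, Isg15 and Irf7 in each of the 6 groups; points are the 3 replicates and bars their means. All replicates of HT-DNA with AOA lie above those of the other 5 groups, with a mean of 24.3 CPM for Irf7 against 4.83 CPM with HT-DNA.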

RNA-seq analysis further corroborated that although aspartate deficiency caused by AOA alone only induced weak ISG expression, it acts as a fuel to sensitize the cGAS-STING signaling in response to agonists in L929 cells (Figure 2C). Gene set enrichment analysis (GSEA) revealed that genes involved in IFN-I response were substantially enriched in aspartate-deficient cells following HT-DNA stimulation compared with aspartate-sufficient groups (Figure 2D). 

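The genes that the deposited table assigns to the Gene Ontology terms for the response and the cellular response to interferon-beta were tested against all genes ranked by log2 fold change. The ranking held 14263 genes, and 41 of the 72 genes of the set were among them. The enrichment score was 0.801 for HT-DNA with AOA relative to HT-DNA (normalized score 2.41, permutation p = 0.00015) and 0.825 relative to HT-DNA with AOA and aspartate (normalized score 2.68, permutation p = 0.000174). Both p-values are from 10000 permutations of the genes and are the smallest that the permutations with a positive score can give. The leading edges held 22 and 26 genes, of which 21 were shared. Of the 41 genes, 33 were differentially expressed between HT-DNA with AOA and HT-DNA (30 higher and 3 lower, median log2 fold change 0.93). Relative to HT-DNA with AOA and aspartate, 35 were differentially expressed (33 higher and 2 lower, median 0.94). Over both comparisons, the enrichment score was lowest, at 0.658, with the genes that had at least 10 counts in every library, and highest, at 0.907, with the genes of Fig. 2C as the set. Of the 41 genes, 10 are also in Fig. 2C. A permutation of genes treats them as independent, which coregulated genes are not, and 3 libraries against 3 are too few to permute libraries below a p of 0.1. Other splits of the same 6 libraries also scored high, with medians of 0.7185 and 0.7928 and maxima of 0.760 and 0.8246. Those splits mix libraries of both treatments and can keep part of the difference between them, so they are no null. The comparison with them does not decide how far the size of the score separates the treatment from another grouping.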

Functional pathway enrichment analysis highlighted the alteration of cytosolic DNA–sensing pathway as one of the top enriched pathways in aspartate-deficient cells compared with those with aspartate supplementation (Supplemental Figure 3H). 

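Pathway enrichment was computed on the genes that were higher in HT-DNA with AOA, with a log2 fold change of at least 1. The background was the 5129 tested genes that the deposited table assigns to a KEGG pathway, and 320 pathways of 10 to 500 such genes were tested with a one-sided hypergeometric test and Benjamini-Hochberg adjustment. Relative to HT-DNA with AOA and aspartate, 10 of the 54 genes of the cytosolic DNA-sensing pathway were among 210 higher genes, a ratio of 0.0476 and a 4.52-fold enrichment (hypergeometric exact test, adjusted p = 0.0012). The pathway was 14th by p-value, and 24 pathways had an adjusted p-value under 0.05. Relative to HT-DNA alone, 10 genes of the pathway were among 251 higher genes, a ratio of 0.0398 and a 3.78-fold enrichment (hypergeometric exact test, adjusted p = 0.0058). It was 12th of the 320, and 19 were past the threshold. Both comparisons gave the same 10 genes, namely Il6, Cxcl10, Nlrp3, Irf7, Il33, Ccl5, Rigi, Zbp1, Ccl4 and Trex1, of which 5 are also in Fig. 2C. Il6 (ENSMUSG00000025746) rose from 0.685 ± 0.0919 CPM (SD, n = 3) with HT-DNA to 6.62 ± 0.558 CPM (SD, n = 3) with HT-DNA and AOA, a log2 fold change of 3.25 (standard error 0.287, adjusted p = 3.07e-08 from edgeR's quasi-likelihood test). The enrichment relative to HT-DNA alone depended on the settings. It was 1.80-fold with at least 10 counts in every library (adjusted p = 0.88), 1.69-fold with no fold-change minimum (adjusted p = 0.0892) and 2.95-fold with all tested genes as the background (adjusted p = 0.0657), and over the 10 alternatives the adjusted p ran from 0.000605 to 0.88. Relative to HT-DNA with AOA and aspartate it was 2.39-fold with at least 10 counts in every library (hypergeometric exact test, adjusted p = 0.555, over the 10 alternatives from 0.000329 to 0.555). That filter removes genes with few counts in Mock, as induced genes can have. It left 3 pathway genes among 167 and 126 higher genes, so its loss of enrichment may follow from the filter itself.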

Consistent with these findings, aspartate could also reverse the effect of AOA on prolonging IRF3 and STAT1 phosphorylation and IRF3 nuclear translocation in response to agonists in L929 cells (Figure 2, E and F). Similar results were also observed in other human or murine cell lines, such as BJ-5ta, HT-1080, RAW264.7, B16-F10, and MC38 cells (Supplemental Figure 3, I–M). Collectively, these results indicate that AOA enhances the immune response by substantially reducing cellular aspartate levels, suggesting that aspartate deficiency can augment cGAS-STING–mediated IFN-I responses.

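In the RNA-seq data, adding aspartate to AOA in HT-DNA–stimulated cells lowered the ISGs of Fig. 2C. HT-DNA with AOA was higher than HT-DNA with AOA and aspartate for 35 of the 36 ISGs (36 when adjusted over the list alone), with log2 fold changes from 0.55 to 4.31 and a median of 1.77. Replicates did not overlap for 35 of them, against 10% by chance and 48.8% of all genes tested. Cxcl10 fell to 26.7 ± 1.31 CPM (SD, n = 3) with aspartate, and the log2 fold change between the groups without and with aspartate was 3.32 (standard error 0.118, adjusted p = 1.93e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between HT-DNA with AOA and aspartate and HT-DNA alone, 9 ISGs differed (3 higher and 6 lower, or 2 and 5 when adjusted over the list alone). Their replicates did not overlap for 19 of the 36, against 10% by chance. Over all genes tested in this comparison the share was 61.1%, so this does not set the ISGs apart from other genes. The 36 went both ways, with 15 above 0, fitted log2 fold changes from -1.61 to 0.96 and a median of -0.074, or -0.049 at the lower bounds. The number that differed was 16 when only the libraries of both groups were fitted and 5 without HT-DNA replicate 3. Without HT-DNA, AOA with aspartate was lower than AOA for 15 ISGs and higher for 2 (17 also when adjusted over the list alone), with a median of -0.39, or -0.30 at the lower bounds. AOA with aspartate differed from Mock in 0 ISGs (0 when adjusted over the list alone, and 10 at an unadjusted p under 0.05).

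Of the 3246 genes that AOA raised in HT-DNA–stimulated cells, 1745 (53.8%) were also higher than with aspartate, and 1886 genes were lower in both comparisons. Both comparisons share the HT-DNA with AOA libraries, which alone makes their results similar. In 20 simulations of that shared group without any effect, 0 genes on average were higher in both. At an unadjusted p under 0.05, 2045 genes were higher in both, against a mean of 66 and a maximum of 80 in the simulations. The excess was smaller for the correlation across genes of the log2 fold changes of both comparisons. It was 0.684, against a mean of 0.516 and a maximum of 0.588 in the simulations. The simulations drew genes independently and gave every group the same spread. The real HT-DNA with AOA libraries varied more (median SD 0.213 on the log2 scale, against at most 0.108 elsewhere), so the simulated overlap may be too low. In 100 drawn splits of the HT-DNA–stimulated libraries, the highest other than the real one gave 936 genes at the adjusted p, with a median of 0. The 1745 genes became 1374 with library totals in place of TMM and 2418 after the correction for GC content and length, both chosen after seeing the data. From the higher ISG expression with AOA and its reversal by aspartate, together with its other assays, the paper concludes that AOA acts by lowering cellular aspartate. It proposes that a lack of aspartate can increase IFN-I responses through cGAS-STING.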

### AOA amplifies IFN response via disrupting aspartate-dependent pyrimidine synthesis.

Intracellular aspartate is known to play a significant role in metabolic switching (7, 9) (Figure 3A). To investigate the regulatory roles of aspartate metabolism in the cGAS-STING pathway, we employed stable isotope–tracing technology with [U-13C]-aspartate to determine if aspartate is converted into other downstream metabolites to achieve its reversal effect (Figure 3B). Compared with the control group, cells treated with AOA exhibited increased uptake of [U-13C]-aspartate (Figure 3C). However, aspartate did not undergo further metabolism into adjacent amino acids or intermediates of the TCA cycle and urea cycle (Figure 3, C and D, and Supplemental Figure 4A). Moreover, supplementing metabolites in the urea cycle and TCA cycle, such as malate, α-ketoglutarate, succinate, fumarate, arginine, citrulline, and argininosuccinate, failed to reverse AOA-mediated enhancement of ISG expression (Supplemental Figure 4, B–J). These findings indicate that the augmentation of the cGAS-STING pathway mediated by aspartate deficiency is not due to its impact on metabolites in the TCA cycle or urea cycle. Previous studies reported that AOA can also change cellular NAD^+^/NADH ratio and increase ROS production (Supplemental Figure 4K) (21, 22). We confirmed that AOA indeed reduced the intracellular NAD to NADH ratios, but supplementation of aspartate did not reverse such change (Supplemental Figure 4L). Supplementation of N-acetyl-cysteine, which suppresses ROS production, failed to change the expression of ISGs in L929 cells (Supplemental Figure 4M). Thus, changes in redox homeostasis do not appear to contribute to the effect of AOA on the cGAS-STING pathway.

Besides its role in metabolic pathways like amino acid and protein synthesis, aspartate serves as a key precursor of purines and pyrimidines (23–25). Accordingly, metabolomic analysis revealed that N-carbamoyl-aspartate, an intermediate in de novo pyrimidine synthesis pathway, was reduced by AOA treatment, which was reversed by aspartate supplementation (Figure 3E). Furthermore, nucleotides containing pyrimidines were remarkably downregulated in AOA-treated cells, and this effect was completely rescued through aspartate supplementation (Figure 3F). It is known that aspartate contributes 3 carbon atoms and 1 nitrogen atom of the rings in uracil, cytosine, and thymine (26) (Figure 3G). [U-13C]-aspartate tracing experiment demonstrated that exogenous aspartate carbon could serve as a source for pyrimidine synthesis in L929 cells during cellular aspartate deficiency (Figure 3H). Collectively, our data suggest that in the examined cells experiencing aspartate deficiency, supplemented aspartate was primarily used to facilitate the synthesis of pyrimidine nucleotides. We next examined whether pyrimidine supplementation modulates the AOA-enhanced activation of the cGAS-STING pathway. Supplementing AOA-treated L929 and MC38 cells with a combination of thymidine, cytidine, and uridine nucleosides was sufficient to reverse the enhancement of *ISG* expression (Supplemental Figure 5, A and B), confirming that the reversal effect of aspartate on *ISG* expression is through its participation in pyrimidine nucleotide synthesis. Furthermore, depletion of carbamoyl-phosphate synthetase 2, aspartate transcarbamoylase, and dihydroorotase (CAD; Supplemental Figure 5C), a key enzyme in pyrimidine synthesis from aspartate (27), abolished the capability of aspartate supplementation to rescue cellular pyrimidine nucleotide levels (Figure 3I) and to reverse the potentiating effects of AOA on the cGAS-STING pathway (Figure 3J). These findings indicate the crucial role of de novo pyrimidine synthesis in aspartate-mediated regulation of ISG expression.

### Aspartate deficiency induces mtDNA double-strand breaks, leading to its release into the cytoplasm.

The pyrimidine nucleotide pool serves as an essential precursor for intracellular DNA synthesis (9). Since DNA is primarily stored in the nucleus and mitochondria, we sought to determine whether aspartate deficiency could induce DNA damage in these compartments (Figure 4A). Upon AOA treatment, we observed a moderate upregulation of genes known or potentially involved in mtDNA damage repair (28), which can be reversed by aspartate supplementation. In contrast, the expression of genes associated with nuclear DNA (nDNA) damage repair showed no significant change (Figure 4B). 

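Fig. 4B shows 9 genes of mtDNA repair and 7 of nDNA repair. The paper describes the first as known or potential genes of mtDNA repair, with a reference, and gives no rule for which genes its figure of these samples shows, so neither counts adjusted over a list alone nor tests of a list as a set are taken as independent evidence. Of the 9 mtDNA repair genes, 8 were higher with AOA than in Mock and 0 were lower (8 also when adjusted over the list alone), with a median log2 fold change of 0.51. For 8 of the 9, the replicates did not overlap, against 10% by chance and 59.4% of all genes tested. Neil1 (ENSMUSG00000032298), a DNA glycosylase, rose from 6.49 ± 0.436 CPM (SD, n = 3) to 12.2 ± 2.50 CPM (SD, n = 3), a log2 fold change of 0.92 (standard error 0.159, adjusted p = 0.000122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tfam (ENSMUSG00000003923), which packages mtDNA, rose from 47.3 ± 2.02 CPM to 64.1 ± 2.57 CPM (SD, n = 3), a log2 fold change of 0.44 (standard error 0.0672, adjusted p = 3.57e-05 from edgeR's test). Ybx1 (ENSMUSG00000028639) rose from 1079 ± 17.8 CPM to 1443 ± 61.3 CPM (SD, n = 3), a log2 fold change of 0.42 (standard error 0.0545, adjusted p = 5.33e-06 from edgeR's test), and 25.9% of its 31-base sequences occur in other genes. Exog had a log2 fold change of 0.51 (standard error 0.133, adjusted p = 0.00423 from edgeR's test). Polg (ENSMUSG00000039176), the mtDNA polymerase, was not past the threshold, with 127.2 ± 5.61 CPM in Mock and 119.8 ± 3.05 CPM with AOA (SD, n = 3) and a log2 fold change of -0.087 (standard error 0.0674, adjusted p = 0.309 from edgeR's test). With library totals in place of TMM, chosen after seeing the data, Polg was lower by a log2 fold change of -0.22 and past the threshold, and after the correction for GC content and length, also chosen after seeing the data, it was 0.071.

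Adding aspartate to AOA lowered 7 of the 9 mtDNA repair genes and raised 0 (7 also when adjusted over the list alone), with a median log2 fold change of -0.34. Neil1 fell to 7.01 ± 0.928 CPM, Tfam to 50.7 ± 2.14 CPM and Ybx1 to 1209 ± 35.1 CPM (SD, n = 3). Their log2 fold changes from AOA were -0.80 (standard error 0.158), -0.34 (standard error 0.0671) and -0.26 (standard error 0.0544), all past the threshold, but that of Ybx1 was -0.072 and not past it after the correction for GC content and length. Exog fell by 0.29 on the log2 scale (standard error 0.132, adjusted p = 0.0803 from edgeR's test), a change past the threshold with no filter on low counts, when only the libraries compared were fitted, after the correction for GC content and length, and without AOA replicate 3 or AOA with aspartate replicate 3. Between AOA with aspartate and Mock, 1 of the 9 genes differed (1 also when adjusted over the list alone), with a median over the list of 0.053. This number was 0 with RLE normalization and in 4 of the 6 fits that each left out 1 library, and 2 when only the libraries of both groups were fitted.

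**Figure D2:**
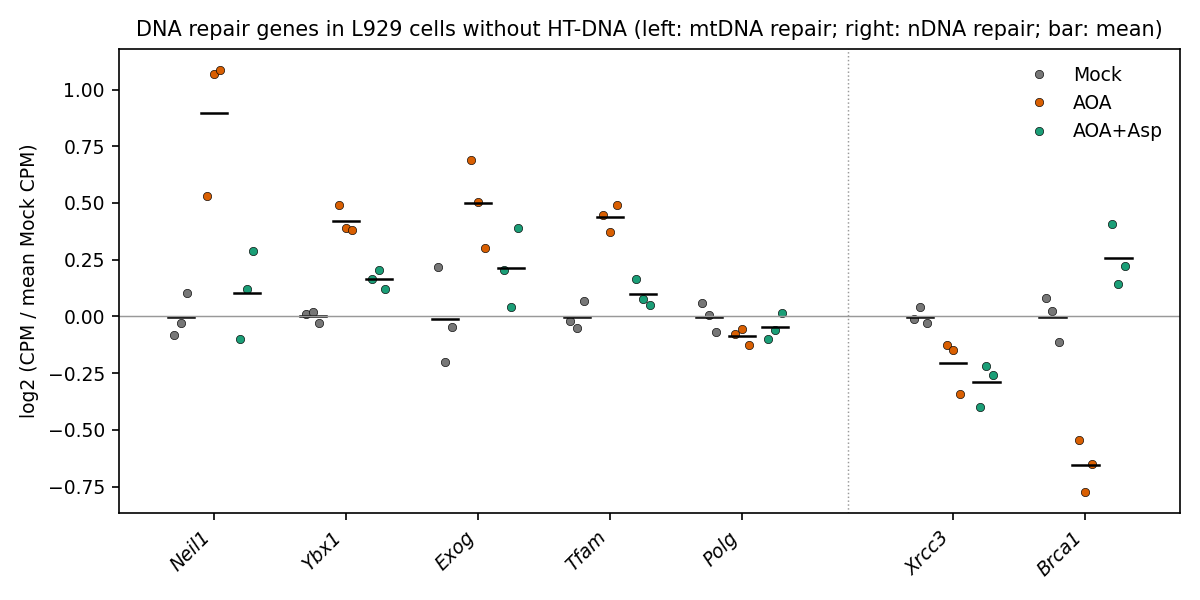
Log2 of CPM relative to the Mock mean for 5 genes of mtDNA repair (left) and 2 of nDNA repair (right) in Mock, AOA and AOA with aspartate; points are the 3 replicates and bars their means. With AOA, all replicates of Neil1, Ybx1, Exog and Tfam lie above those of Mock, and those of Xrcc3 and Brca1 lie below them.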

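Of the 7 nDNA repair genes of Fig. 4B, 2 differed between AOA and Mock (1 higher and 1 lower, or 2 and 1 when adjusted over the list alone), and the median log2 fold change was 0.10, which became -0.031 with library totals in place of TMM, an alternative chosen after seeing the data. Brca1 (ENSMUSG00000017146) fell from 49.6 ± 3.38 CPM (SD, n = 3) in Mock to 31.5 ± 2.53 CPM (SD, n = 3) with AOA, a log2 fold change of -0.65 (standard error 0.152, adjusted p = 0.00179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With aspartate it was 59.4 ± 5.63 CPM (SD, n = 3), a log2 fold change of 0.92 from AOA (standard error 0.152, adjusted p = 8.96e-05 from edgeR's test). Xrcc3 was not past the threshold, with a log2 fold change of -0.20 relative to Mock (standard error 0.139, adjusted p = 0.256 from edgeR's test). Adding aspartate to AOA changed 2 of the 7 genes (1 higher and 1 lower, or 1 and 2 when adjusted over the list alone), with a median of -0.10. Over the alternatives, 1 to 3 of the 7 differed in each of these 2 comparisons, with 1 in both with no filter on low counts or with library totals, 3 for AOA relative to Mock with DESeq2 or when only the libraries of both groups were fitted, and 3 when aspartate was added after the correction for GC content and length. AOA with aspartate differed from Mock in 0 of them (0 when adjusted over the list alone, and 0 at an unadjusted p under 0.05), with a median of -0.016.

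As sets, which were taken from a figure of these samples and are therefore no independent evidence, the mtDNA repair genes rose with AOA relative to the other genes tested (limma's camera with a preset correlation of 0.01, adjusted p = 0.00471 over 72 such tests), and fry and camera with an estimated correlation gave adjusted p-values of 1.66e-09 and 0.0279. They fell when aspartate was added (limma's camera, adjusted p = 0.00858). The nDNA repair genes did not move as a set with AOA (limma's camera, adjusted p = 0.991) or when aspartate was added (adjusted p = 0.908). Whether both sets differ from each other was not tested. The paper states that AOA moderately raised the mtDNA repair genes, that aspartate can reverse this, and that nDNA repair genes did not change significantly.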

Consistently, no significant elevation of the nuclear DNA damage marker γH2AX was detected following AOA treatment (Supplemental Figure 6, A and B), suggesting that nDNA integrity remains largely preserved under aspartate-deficient conditions. To further explore the location of DNA damage, we performed END-seq to map the distribution of DNA DSBs. Remarkably, AOA treatment led to a marked increase in DSB frequency in mtDNA but not in nDNA (Figure 4, C and D). This increase was reversed upon aspartate supplementation (Figure 4, C and D), indicating that aspartate deficiency specifically compromises mtDNA integrity. Consistent with this notion, AOA treatment caused a more pronounced reduction of aspartate levels in mitochondria, whereas nuclear aspartate levels were relatively preserved (Supplemental Figure 6, C–F), suggesting that under conditions of limited nucleotide availability, cells prioritize the maintenance of nuclear genome integrity, rendering mtDNA more susceptible to replication stress and fragmentation. These findings raise the intriguing question of whether the damaged mtDNA is subsequently released into the cytosol. We performed antibody-based immunofluorescence staining of dsDNA. AOA-treated BJ cells exhibited a markedly increased amount of cytosolic dsDNA outside of the mitochondria, a phenomenon reversed by aspartate supplementation (Figure 4E). Furthermore, depletion of cellular mtDNA by 2′,3′-dideoxycytidine (ddC) in treated BJ-5ta cells substantially reduced the release of cytosolic dsDNA outside of the mitochondria (Figure 4F). We further found that the release of mtDNA induced by aspartate deficiency is mechanistically distinct from the classical apoptosis-mediated mtDNA release. Notably, it occurs without overt disruption of mitochondrial ultrastructure (Figure 4G and Supplemental Videos 1–3). Additionally, Bcl-2-associated X protein/Bcl-2 homologous antagonist/killer (BAK/BAX) macropores, known to facilitate mitochondrial herniation and the efflux of mtDNA during apoptosis (29–31), were not involved in aspartate deficiency–induced mtDNA release, since *ISG* expression was still enhanced by AOA treatment when BAX/BAK were codepleted (Supplemental Figure 6, G and H). Consistently, we measured cell death by FVS780 and annexin V staining and found that low-dose AOA treatment did not induce substantial apoptosis (Supplemental Figure 6, I and J). These findings suggest that the mtDNA release induced by AOA-mediated metabolic stress is limited and reversible, leading to a comparatively weak ISG response relative to apoptosis-induced mtDNA release. To verify this observation, L929 and MC38 cells were treated with AOA in the presence or absence of aspartate, followed with HT-DNA transfection or without, and subsequently fractionated to examine cytosolic mtDNA content (Supplemental Figure 7A). The successful isolation of a pure cytosolic fraction was confirmed by immunoblot analysis (Figure 4H and Supplemental Figure 7B). qPCR analysis revealed that AOA-treated cells displayed a significant enrichment of mtDNA in the cytosolic fraction, which contains mitochondrial genes (e.g., *Dloop1*, *Dloop2*, *Dloop3*, *Nd1*, *Nd4*, *CytB*) (Figure 4I and Supplemental Figure 7, C–E). More importantly, this increase could be reversed by aspartate supplementation, reaffirming that cellular aspartate deficiency can trigger the release of mtDNA fragments (Figure 4I and Supplemental Figure 7, C–E). Consistently, codepletion of *GOT2* and *GPT2* in L929 and MC38 cells led to increased mtDNA release to the cytosol (Supplemental Figure 7, F and G). To further examine whether the enhanced innate immune response observed in AOA-pretreated cells depends on mtDNA release, we depleted mtDNA from wild-type and AOA-treated cells using ddC. Treatment with ddC efficiently depleted mtDNA from cells over time and resulted in strong suppression of ISG expression in AOA-treated cells upon stimulation (Supplemental Figure 7, H and I), suggesting a synergistic response of mtDNA release and agonists of cGAS-STING pathway. Notably, no detectable leakage of mitochondrial RNA (mtRNA) was observed under these conditions (Supplemental Figure 7J), indicating that the potentiation of innate immune signaling by AOA is specifically associated with mtDNA, rather than mtRNA release.

Mitochondrial voltage-dependent anion channel (VDAC) oligomers are known to form mitochondrial pores for the release of mtDNA fragments (32). Strikingly, in the presence of VBIT-4, a VDAC inhibitor, or upon *VDAC1/3* knockdown, AOA treatment no longer induced mtDNA release or enhanced agonist-induced *ISG* expression or IRF3 and STAT1 phosphorylation in cells (Supplemental Figure 8, A–G). Collectively, our data strongly suggest that a deficiency in aspartate or pyrimidine nucleotides leads to an increased incidence of mtDNA DSBs rather than nDNA DSBs. Given that mtDNA lacks the robust DSB repair mechanisms present in the nucleus, this deficiency results in the release of fragmented mtDNA into the cytoplasm via mitochondrial VDAC oligomerization, thereby activating the innate immune response.

### AOA prolongs IRF3 phosphorylation via the ZBP1–RIPK1/3 axis.

Synergistic response to mtDNA and pathogen-associated molecular patterns has been well elucidated, but the mechanism is unclear. Notably, we observed a significant increase in the expression of another nucleic acid sensor, ZBP1, upon agonist stimulation in AOA-pretreated cells, which was abolished when aspartate was supplemented (Figure 5A). To test whether ZBP1 promotes agonist-mediated ISG production during AOA-induced aspartate deficiency, we deleted ZBP1 in L929 cells. Remarkably, loss of ZBP1 abolished ISG amplification by AOA (Supplemental Figure 9A). ZBP1 deletion also completely abrogated the amplification effect of AOA on the phosphorylation of IRF3^S396^ and STAT1^Y701^ (Supplemental Figure 9B), without affecting the normal activation of the cGAS-STING pathway by agonists (Supplemental Figure 9, A and B), consistent with previous reports (33).

Although TBK1 and IRF3 are the common downstream effectors in the cGAS-STING pathway for IFN-I production, we noticed that AOA-induced aspartate deficiency specifically affected the phosphorylation of IRF3 but not TBK1, implying that other kinases may be involved in prolonging IRF3 phosphorylation (Supplemental Figure 1, H–J). Two serine/threonine kinases, RIPK1 and RIPK3, are established downstream targets of ZBP1 (33, 34). Remarkably, knockdown of either RIPK1 or RIPK3 abolished AOA-mediated amplification of agonist-stimulated ISG production (Figure 5B). Similarly, pretreatment with a selective RIPK1 inhibitor (Necrostatin-1) or RIPK3 inhibitor (GSK′872) also prevented the impact of AOA (Supplemental Figure 9C). Moreover, we observed that knockdown of RIPK1 or RIPK3 was sufficient to block AOA-mediated amplification of IRF3^S396^ phosphorylation (Figure 5C). We therefore focused on how RIPK1/3 regulated IRF3 activation for ISG production in response to multiple stimuli. Interestingly, endogenous immunoprecipitation (IP) revealed an interaction between IRF3 and RIPK1/3 upon the combination of AOA and HT-DNA treatment (Figure 5D and Supplemental Figure 9D). In vitro kinase assays revealed that RIPK1 and RIPK3 can directly phosphorylate IRF3 at Ser396, with TBK1 serving as a positive control (Figure 5E). We further conducted comprehensive domain-mapping experiments on both RIPK1/3 and IRF3 (Figure 5, F–H). Our results demonstrated that the signal response domain of IRF3 and the kinase domain of RIPK1/3 are essential for their interaction (Figure 5, F–H). These data indicate that along with agonists, mtDNA upregulates ZBP1, which recruits RIPK1/3 to phosphorylate IRF3 at Ser396, prolonging its activation and creating a positive feedback loop to amplify the cGAS-STING response via the ZBP1–RIPK1/3 axis (Figure 5I).

ZBP1 is an established initiator of necroptosis driven by RIPK3 and mixed lineage kinase domain-like pseudokinase (MLKL), an inflammatory form of cell death that can be triggered by IFN, subsequently amplifying IFN-I and pro-inflammatory reactions through positive feedback loops (35). However, MLKL knockdown did not affect the impact of AOA treatment (Supplemental Figure 9, E and F), ruling out the role of MLKL-mediated necroptosis in cGAS-STING amplification. This indicates that in the absence of aspartate, the ZBP1–RIPK1/3 axis, which prolongs IRF3^S396^ phosphorylation, amplifies ISG expression independently of MLKL-mediated necroptosis. Taken together, the mtDNA–ZBP1–RIPK1/3–IRF3 axis is critical for the amplification of agonist-stimulated IFN production during AOA-induced aspartate deficiency.

### AOA augments low-dose cGAMP–mediated antitumor immunity.

The cGAS-STING pathway offers significant therapeutic advantages, through the innate immune system and an antitumor immune response (36, 37). However, the transient nature of STING-mediated IFN signaling often requires high-dose administration of STING agonists to achieve an optimal response (36, 38, 39). In addition, tumor cells with low expression of STING, such as MC38 cells, have poor response to immunotherapy targeting the cGAS-STING pathway (40, 41). Since AOA can amplify and prolong STING signaling, we hypothesized that treatment with AOA could enhance the antitumor effects of cGAMP, a STING agonist that sensitizes immunotherapy by targeting the cGAS-STING pathway. To test this hypothesis, we established B16-F10, LLC, and MC38 tumor models and found that the combination of a low dose of cGAMP, which exhibits only a weak antitumor effect at this concentration, and AOA had a substantial inhibitory effect on tumor growth and significantly extended the survival of tumor-bearing mice (Figure 6, A–F). As AOA alone only slightly induced ISG expression in vitro with undetectable phosphorylation of IRF3 or STAT1 (Figure 1), we did not observe a significant inhibitory effect of AOA alone on tumor growth in the 3 subcutaneous tumor models (Figure 6, A, C, and E). Importantly, we observed no significant changes in the body weight of the treated mice, indicating that AOA treatment was well tolerated (Supplemental Figure 10, A–C).

To gain insights into the immune response involved in the suppression of tumor growth, we examined the proportion of CD8^+^ cytotoxic T cells in the tumor microenvironment (TME) (Supplemental Figure 10D). The combination of AOA and cGAMP significantly increased the percentage of CD8^+^ T cells among tumor-infiltrating lymphocytes in both MC38 and B16-F10 tumor models (Figure 6G and Supplemental Figure 10E). Moreover, intracellular cytokine staining of CD8^+^ T cells stimulated with PMA and ionomycin indicated that a higher proportion of tumor-infiltrating CD8^+^ T cells in the combination treatment group expressed IFN-γ and TNF-α, 2 key T cell effector molecules, compared with the cGAMP alone group (Figure 6, H and I, and Supplemental Figure 10F). Consistently, AOA administration alone did not induce significant changes in the infiltration of activated CD8^+^ T cells (Figure 6, G–I, and Supplemental Figure 10, E and F). Thus, AOA augments cGAMP-mediated antitumor immunity in vivo. Consistent with aspartate deficiency as the mechanism of action for AOA-enhanced antitumor activity of cGAMP, AOA-increased, cGAMP-induced secretion of IFNB and CXCL10 was reversed by aspartate administration in vivo (Figure 6J). Most importantly, the administration of aspartate dramatically attenuated the tumor suppression effect of the combination treatment in MC38 tumor model (Figure 6K) and reversed downregulated aspartate production induced by AOA in the tumors (Figure 6L). These findings collectively suggest that AOA can enhance the antitumor immunity of low-dose cGAMP, which is counteracted by aspartate supplementation.

To determine whether AOA directly affects CD8^+^ T cells, we employed complementary in vitro and in vivo approaches. CD8^+^ T cells isolated from AOA-treated mice exhibited intracellular aspartate levels comparable to those from control mice (Supplemental Figure 11, A–C). Consistently, AOA treatment of cultured CD8^+^ T cells failed to affect intracellular aspartate abundance, CD69 expression, or IFN-γ and TNF-α production (Supplemental Figure 11, D–I), indicating that CD8^+^ T cells are intrinsically resistant to AOA-mediated aspartate depletion. In contrast, tumor cells display elevated anabolic and nucleotide demands and are therefore more sensitive to perturbations in aspartate metabolism, whereas CD8^+^ T cells retain greater metabolic flexibility, as previously reported (42). Supporting this model, CD8^+^ T cells exposed to conditioned medium from AOA- and cGAMP-cotreated tumor cells showed enhanced activation and IFN-γ production (Supplemental Figure 12, A–D). Importantly, the enhanced antitumor effects of AOA were largely abolished in CD8^+^ T cell–depleted mice (Supplemental Figure 12, E and F), indicating that CD8^+^ T cell–mediated immunity is required for its therapeutic efficacy. In parallel, we evaluated the antitumor efficacy of cGAMP+AOA in interferon alpha and beta receptor subunit 1–deficient (*Ifnar1*-deficient) mice, as well as in mice treated with a blocking antibody against IFNAR1 (Supplemental Figure 12, G–J). In both settings, the antitumor effects of cGAMP+AOA were significantly impaired, as reflected by increased tumor growth and reduced survival (Supplemental Figure 12, G–J), demonstrating a critical requirement for IFN-I signaling. Collectively, these data clearly support a model in which AOA primarily targets tumor cells, leading to aspartate depletion and induction of IFN-I responses, which in turn indirectly enhance CD8^+^ T cell activation and function.

### cGAS–ZBP1–RIPK1/3 axis and GOT2/GPT2 are essential for cGAMP+AOA–induced antitumor immune response.

In vitro experiments have demonstrated that AOA-induced mtDNA release to activate cGAS serves as a priming event for augmenting agonist-mediated innate immune responses. We sought to investigate whether AOA similarly enhances low-dose cGAMP–mediated antitumor immune responses in a cGAS-dependent manner. To test this, we established engrafted mouse models using MC38 cells with deletion of cGAS (Figure 7A), and we observed that loss of cGAS in tumor cells significantly diminished the ability of AOA to enhance tumor growth suppression of low-dose cGAMP (Figure 7, B and C). To gain insight into this observation, we performed immune phenotyping to detect the presence of tumor-infiltrating immune cells. Consistently, the combined administration of AOA and cGAMP enhanced CD8^+^ T cell infiltration and activation within tumors (Figure 7, D and E). However, this enhancement was abolished upon cGAS knockout (Figure 7, D and E), indicating that cGAS is essential for AOA-mediated augmentation of low-dose cGAMP–induced antitumor immune responses. To further investigate the involvement of the ZBP1–RIPK1/3 axis in vivo, we generated ZBP1-knockout and RIPK1/3 double-knockdown MC38 cells, respectively (Figure 7, F and K). Similar to the cGAS-knockout data above, loss of either ZBP1 or RIPK1/3 in tumor cells could attenuate the inhibitory effect of AOA combined with cGAMP on tumor growth, accompanied by a decrease in CD8^+^ T cell activity (Figure 7, G–J and L–O). These results further support our conclusion that the ZBP1–RIPK1/3 axis mediates the role of AOA in potentiating the antitumor effect of low-dose cGAMP.

Since we observed that AOA promoted ISG expression mainly by targeting GOT2 and GPT2, we hypothesized that the double knockdown of *Got2* and *Gpt2* might recapitulate the augmentation of the antitumor efficacy of low-dose cGAMP observed with AOA treatment. We generated stable MC38 cells with double knockdown of *Got2* and *Gpt2* and found that depletion of these 2 metabolic enzymes mimicked the effect of AOA, enhancing the antitumor effect of low-dose cGAMP in vivo (Figure 7, P–R). This effect was associated with increased infiltration and activation of CD8^+^ T cells (Figure 7, S and T). Notably, treatment of AOA and low-dose cGAMP did not further suppress tumor cell growth in the presence of GOT2 and GPT2 depletion (Figure 7Q), suggesting that AOA potentiates the antitumor effect of low-dose cGAMP primarily by inhibiting GOT2 and GPT2 in tumor cells. Taken together, our study reveals that tumor cell–intrinsic cGAS, ZBP1–RIPK1/3 signaling axis, and GOT2/GPT2 are essential for the antitumor immune response by the combined treatment of cGAMP and AOA.

### AOA synergizes with chemotherapy-mediated antitumor immunity.

Several chemotherapy drugs have been reported to induce the damage and leakage of nuclear DNA in tumor cells, which are sensed by cGAS, thereby triggering low-level cGAMP production (43, 44). However, the resulting immune activation is often modest. Given our finding that AOA significantly enhances the antitumor effect of low-dose cGAMP, we propose that coadministration of AOA with chemotherapy may represent an effective strategy to amplify antitumor immune responses while minimizing chemotherapeutic toxicity. Gemcitabine (Gem) and Oxaliplatin (Oxa) are FDA-approved clinical first-line chemotherapy drugs and have been reported to activate the cGAS-STING pathway (43, 44). Consistent with previous studies, we found that treating MC38 cells with Gem or Oxa produced cGAMP in a dose-dependent manner (Figure 8, A and B). Next, we tested whether combination treatment could further enhance the activation of the cGAS-STING pathway induced by Gem or Oxa. Fresh tumor tissues were cut into pieces (4–6 mm) in a sterile plate and were subjected to the combination treatment with gemcitabine or oxaliplatin and AOA. As expected, the phosphorylation levels of IRF3 and STAT1 were upregulated in the combination group (Figure 8, C and D). As a consequence, the mRNA expression of *Ifnb*, *Ifit1*, *Ifi44*, *Isg15*, and *Ccl5* was also increased markedly, indicating the superior immunostimulatory activity of the combination group (Figure 8, E and F). To determine whether AOA synergized with chemotherapy drugs in vivo, we gave MC38 tumor–bearing mice combined treatment. Intraperitoneal injection of the chemotherapy drugs markedly retarded the growth rate of MC38-formed tumors (Figure 8, G–J). Intriguingly, the combination treatment with Gem or Oxa and AOA further impaired the growth of MC38-formed tumors and significantly prolonged the survival of mice (Figure 8, G–J). In agreement, after combined treatment, both CD8^+^ T cell infiltration and functional state were further improved (Figure 8, K–N). We next employed the azoxymethane (AOM)/dextran sodium sulfate (DSS) colorectal cancer model to evaluate whether AOA enhances chemotherapy-induced antitumor responses in an orthotopic and immunocompetent setting (Supplemental Figure 13, A and B). Oxa treatment showed a trend toward reduced colon tumor burden, as evidenced by decreased macroscopic tumor numbers and sizes (Supplemental Figure 13, C and D). Notably, combined treatment with Oxa and AOA significantly suppressed tumor growth compared with the control group and appeared more effective than either monotherapy (Supplemental Figure 13, C and D). Tumors from mice receiving the combination therapy exhibited significantly increased frequencies of IFN-γ– and TNF-α–producing CD8^+^ T cells, indicating enhanced cytotoxic T cell functionality within the TME (Supplemental Figure 13, E and F). Together, these results demonstrate that AOA synergizes with chemotherapy to potentiate antitumor immune responses.

To extend these findings beyond chemotherapy, we next assessed whether AOA also synergized with ionizing radiation (IR), a STING-dependent cancer treatment modality (41). First, AOA markedly enhanced IR-induced expression of IFN-I and ISGs, including *Ifnb*, *Ifit1*, *Ccl5*, and *Cxcl10*, at both 24 and 48 hours (Supplemental Figure 14A). Consistent with these molecular changes, combined AOA and local IR treatment significantly suppressed tumor growth and prolonged survival compared with either treatment alone, without additional body weight loss (Supplemental Figure 14, B–D). Collectively, these in vitro and in vivo data indicate that AOA broadly potentiates cGAS-STING pathway activation and antitumor immune responses in the context of cancer treatment, including chemotherapy and radiotherapy.

Given the promising results of cotargeting the aspartate/pyrimidine synthesis pathway and cGAS-STING signaling in mouse tumor models, we investigated whether a similar regulatory mechanism operated in human cancers using data from The Cancer Genome Atlas (TCGA) database. To this end, we assessed the average mRNA expression level of key metabolic genes encoding enzymes in the aspartate-related pyrimidine synthesis pathway, including *GOT2*, *GPT2*, *CAD*, *DHODH*, and *UMPS*, an indication of pathway activity. Our analysis revealed a negative correlation between the activity of aspartate-related pyrimidine synthesis pathway and the expression of ISGs (e.g., *cGAS*, *STING1*, *IRF3*, and *ISG15*) in kidney renal clear cell carcinoma (*n* = 524), kidney renal papillary cell carcinoma (*n* = 284), and liver hepatocellular carcinoma (*n* = 363) (Supplemental Figure 15A). Furthermore, we observed a negative association between the CD8^+^ T cell fraction and aspartate-related pyrimidine synthesis activity across various types of cancers from TCGA datasets (Supplemental Figure 15B). This suggests that the de novo pyrimidine synthesis pathway may exert an inhibitory effect on cytosolic DNA sensing in human tumors, consequently hindering CD8^+^ T cell infiltration.

To further examine the clinical relevance of this pathway using patient samples, we analyzed a cohort of human colorectal adenocarcinoma (CRC) samples, which revealed variable concentrations of aspartate (Supplemental Figure 15C). IHC analysis of these samples indicated that CRC cases with low aspartate levels exhibited higher levels of T cell infiltration and CD8^+^ T cell infiltration compared with those with high aspartate levels (Supplemental Figure 15, D and E). Moreover, a significant negative correlation was observed between aspartate levels and the presence of T cells, CD8^+^ T cell infiltration, and the activation of CD8^+^ T cells, as indicated by granzyme B expression (Supplemental Figure 15, D and E). These findings underscore the potential therapeutic benefit of targeting aspartate metabolism or pyrimidine synthesis for patients with CRC.

## Discussion

Aspartate is intricately involved in the metabolic adaptations of cancer cells, including nucleotide and protein synthesis, energy production, and redox regulation (45–47). Recent studies have unveiled additional functions of aspartate, expanding our understanding beyond its traditional role in metabolism (10, 48–50). Nevertheless, the relationship between aspartate metabolism and innate immune pathways has remained elusive. In this study, we have provided compelling in vitro and in vivo evidence demonstrating that manipulating the availability of aspartate can markedly amplify the cGAS-STING pathway, leading to sustained upregulation of *ISG* expression. Our results demonstrate that aspartate deficiency disrupts CAD-mediated pyrimidine synthesis, resulting in an increase in mtDNA DSBs. This, in turn, facilitates fragmented mtDNA release into the cytoplasm via VDAC oligomerization, thereby triggering the activation of the innate immune response. mtDNA cooperating with agonist upregulates ZBP1, which recruits RIPK1/3 to phosphorylate IRF3 at Ser396, prolonging its activation and creating a positive feedback loop to amplify the cGAS-STING response via the ZBP1–RIPK1/3 axis. This model highlights how metabolic dysregulation and mitochondrial dynamics influence cGAS-STING pathway activation and immune signaling (Supplemental Figure 15F). Given that the mechanism we identified acts on IRF3, a common downstream effector in various innate immune pathways, further investigation is warranted to confirm and extend the direct phosphorylation of IRF3 by RIPK1/3 across other innate immune pathways.

We propose that the innate immune response triggered by metabolic interventions leading to mtDNA release is mild and reversible. In our model, AOA treatment induces a modest upregulation of ISGs, which is reversible upon aspartate replenishment but insufficient to observe detectable downstream proteins of cGAS-STING pathway, such as phosphorylated IRF3 and phosphorylated STAT1. Furthermore, AOA alone does not elicit significant antitumor immune effects in vivo. This contrasts with studies using more extreme methods to induce mtDNA release, such as DNA repair enzyme knockouts (51, 52) or radiation (53), which cause severe and irreversible DNA damage, resulting in substantial dsDNA accumulation in the cytoplasm and stronger cGAS-STING activation. In contrast, AOA treatment did not induce detectable nDNA damage or apoptosis, thus failing to trigger a strong innate immune response. In summary, aspartate deficiency–induced mtDNA release promotes moderate ISG upregulation, with a weak immune effect, but sensitizes cells to agonists. Similar findings have been reported where ATR kinase inhibition enhanced the IFN response to IR but did not directly induce significant ISG production (54). These results suggest that the innate immune response to mtDNA release is context dependent, with varying immune responses based on the intensity of the external stimulus or stressor. Strong, irreversible stress may elicit a potent innate immune response, but it also causes significant cellular or organismal damage. In contrast, milder, reversible environmental changes, while inducing a weaker innate immune response, can prevent irreversible damage to cells or tissues. Moreover, the generation of this weaker immune response can function akin to an “accelerator” greatly amplifying the effects of immune agonists and the immune responses induced by radiotherapy or chemotherapy, thus providing a dual benefit.

Recent studies have demonstrated that cGAS can physically and functionally associate with ZBP1 to cooperatively sense mtDNA and initiate downstream innate immune signaling (33). Building on this emerging concept, our study further reveals that cGAS and ZBP1 function cooperatively to establish a positive feedback circuit that sustains IRF3 phosphorylation and amplifies IFN-I production. Although cGAMP is downstream of cGAS, cGAS itself plays an essential priming and scaffolding role that enables efficient ZBP1–RIPK1/3–IRF3 signaling. In this model, mtDNA release engages a cooperative cGAS/ZBP1 signaling axis that primes and amplifies STING agonist–driven IRF3 activation, forming a sustained positive feedback loop.

Furthermore, we explored the potential involvement of mitochondrial permeability transition pore (mPTP) opening in our experimental settings. Pharmacological inhibition of mPTP with cyclosporin A attenuated the AOA-mediated enhancement of ISG expression, suggesting that mPTP activity may at least in part contribute to this process (data not shown). However, we did not detect a measurable increase in global mPTP opening upon AOA treatment. This discrepancy raises the possibility that AOA induces low-level or transient (“flickering”) mPTP activity that falls below the detection limit of current assays (55). Our study does have certain limitations. While our study supported that RIPK1/3 can directly phosphorylate IRF3 in the context of agonist and mtDNA synergy, we have yet to clarify the temporal sequence and predominant roles of TBK1 and RIPK1/3 in modulating IRF3. Additionally, while double knockdown of GOT2 and GPT2 further reduces aspartate, the compensatory mechanisms underlying this metabolic alteration are yet to be elucidated. Although the negative correlation between the aspartate levels and infiltration of CD8^+^ T cells is observed in human CRC samples with treatment naivety, whether the correlation implies that all those tumors should have a better response to chemotherapy needs to be further investigated. Furthermore, whether cancer patients with impaired de novo synthesis pathways of aspartate and pyrimidine will benefit from anti–programmed cell death ligand 1 immunotherapy remains an important and unresolved question.

## Methods

### Sex as a biological variable.

In this study, sex was not considered as a biological variable in the animal experiments. In human tumor tissue samples studies, sex was not considered as a biological variable.

### In vivo animal experiments.

Six- to 8-week-old C57BL/6J mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd, and age-matched *Ifnar1*-KO C57BL/6J mice were obtained from Cyagen Biosciences (Suzhou) Inc. BJ-5ta and L929 cells were obtained from ATCC, while B16-F10 and MC38 cells were purchased from the National Collection of Authenticated Cell Cultures. A total of 2 × 10^5^ B16-F10 or 8 × 10^5^ MC38 cells resuspended in PBS were injected into the shaved flanks subcutaneously to establish tumors. At 6 or 7 days after tumor inoculation, mice were treated with 2′3′-cGAMP/Gem/Oxa and/or AOA as previously described. For CD8^+^ T cell depletion experiments, mice received intraperitoneal injections of anti-CD8–depleting antibody (Bio X Cell, BE0223; 10 mg/kg) or isotype control on days 0, 3, 6, 9, and 12. For IFNAR1 blockade, mice were treated with an anti-IFNAR1 antibody (Bio X Cell, BE0241) intraperitoneally according to the indicated schedule. For in vivo irradiation, mice were anesthetized and shielded with lead plates, with only the subcutaneous tumor area exposed to receive 6 Gy irradiation using a Cs-137 γ-irradiator (Gammacell 40 Exactor). Tumor volumes were measured every 2–3 days with a digital caliper and were calculated using the following formula: length × width × width/2. Body weight was weighed every 2–3 days. Mice were sacrificed when the tumor size reached 2,000 mm^3^. For the AOM/DSS-induced colorectal tumor model, mice received an intraperitoneal injection of 8 mg/kg AOM followed by 3 cycles of DSS in drinking water for 7 days and regular water for 14 days. Mice were treated with Oxa or/and AOA according to the indicated schedule.

### RNA-seq.

L929 cells were treated as mentioned above, and total RNA from each sample was extracted using TRIzol Reagent (Invitrogen). Both quality and concentration of RNA samples were detected with a NanoDrop 2000 (Thermo Fisher Scientific) and Agilent 2100 Nano. Qualified RNA samples were used for RNA-seq (Majorbio). R software (R Foundation for Statistical Computing) was used for data analysis. RNA-seq data generated in this paper were deposited at the NCBI Gene Expression Omnibus (accession number GSE276917).

### Metabolite extraction and targeted metabolomics analysis.

The L929 cells were plated in 6 cm dishes at equal densities and grown to 60%–70% confluence in log-phase in the cell culture plates. Then, L929 cells were treated with [U-13C]-aspartate/aspartate (Cambridge Isotope Laboratories/Sigma) and/or AOA for 1 hour followed by HT-DNA transfection for 6 hours. Cells were washed twice with 1 mL of cold PBS (Meilunbio), and intracellular metabolites were extracted by adding 80% methanol (MeOH: H_2_O = 4/1, v/v, 500 μL).

The extraction was centrifuged for 20 minutes at 12,000*g* and 4°C to precipitate the insoluble materials. The supernatant was transferred to a new 1.5 mL Eppendorf tube and evaporated to dryness with a vacuum concentrator at 4°C. The dried extracts were resuspended in acetonitrile/water (1:1, v/v), sonicated for 5 minutes, and centrifuged for 20 minutes at 12,000*g*, and we subjected the supernatant to LC–MS/MS on a QTRAP 6500+ mass spectrometer coupled to an ExionLC system (AB SCIEX). Chromatographic separation was performed on a Waters Corporation XBridge Amide column (particle size, 3.5 μm; 150 mm × 4.6 mm). The injected volume was 5 μL. The mobile phase consisted of water (A) and acetonitrile/water (95:5; B), and the gradient elution was set as follows: 0.0–3.0 minutes, 85% B; 3.0–12.0 minutes, 85%–30% B; 12.0–15.0 minutes, 30%–2% B; 15.0–16.0 minutes, 2% B; 16.0–23 minutes, 85% B. The flow rate was 0.45 mL/min and column temperature 40°C. Metabolites were detected by electrospray ionization using multiple reaction monitoring in positive and negative ion mode. The MS parameters were as follows: 5,500 V of capillary voltage, 80 V of declustering potential. Analyst 1.6.3 (AB SCIEX) software was used for data acquisition and analysis.

### Flow cytometry.

Tumors were harvested 6 hours after 2′3′-cGAMP injection and cut into small pieces with ophthalmic scissors in 1 mL DMEM containing 10% FBS, digested with DNase I (0.2 mg/mL; Sigma-Aldrich, catalog DN25) and collagenase I (1 mg/mL; Worthington Biochemical, catalog LS004196) in cell culture incubator for 20 minutes, and filtered with 70 μm cell strainers (BD Biosciences, now Waters Biosciences, 352340) to prepare single-cell suspensions followed by incubating PMA/ionomycin (Invitrogen 4975) for 3 hours. Briefly, cells were blocked with anti-FcR (CD32/16 blocker) (BioLegend, catalog 101320) at 4°C for 30 minutes and washed once with FACS buffer (PBS containing 2% FBS). Cell surface markers were stained with antibody cocktail against anti–CD45-PB (BioLegend, catalog 103126), anti–CD3-APC (BioLegend, catalog 100236), anti–CD8a-V500 (BD Biosciences, catalog 560776), anti–CD69-PE-Cy5 (BioLegend, catalog 104510), and live/dead (Fixable Viability Stain 780, BD Biosciences, catalog 565388) at 4°C for 30 minutes. Cells were then fixed with fixation/permeabilization buffer (BD Biosciences, catalog 554714) at 4°C for 20 minutes and washed twice with permeabilization wash buffer (BD Biosciences, catalog 554714) followed by intracellular staining with anti–IFNγ-BV650 (BioLegend, catalog 505832) and anti–TNFα-PE-D594 (BioLegend, catalog 506346) at 4°C for 1 hour. The stained cells were analyzed using a BD FACSCelesta and further analyzed with FlowJo software.

### Statistics.

Experiments were repeated 2 to 3 times. No statistical method was used to predetermine sample size. The figure legends contain the statistical details for each experiment. Statistical analyses were performed using GraphPad Prism (8.0). Data were presented as mean values ± SEM. Statistical significance was determined by considering a significance level of *P* < 0.05. For all mouse studies, the assignment of mice to treatment groups was done randomly. No data were excluded from the analyses. The RNA-seq was performed using 3 biological replicates. The metabolite quantification and isotope tracing by LC–MS/MS were performed using 3 biological replicates.

### Study approval.

A statement of informed consent was obtained from the patients with CRC. No compensation was provided. The study protocol was approved by Ethics Committee of Xinhua Hospital Affiliated to Shanghai Jiao Tong University School of Medicine, Shanghai, China. The animal experiments were performed at the Fudan Animal Center in accordance with animal welfare guidelines, and the procedures were approved by the Ethics Committee of the Institutes of Biomedical Sciences, Fudan University.

### Data availability.

The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus under accession number GSE276917. Numerical values for all data points shown in the figures are provided in the Supporting Data Values file.

## Author contributions

YHL and HY designed the study. YHL conducted most experiments and drafted the manuscript. HZW and HXL conducted some key experiments and revised the manuscript. RQS, XL, XC, YZZ, and ZQH provided technical assistance. HY, DY, and YM wrote, reviewed, and edited the manuscript. CYL collected the clinical CRC samples. WW assisted in conducting END-seq experiments. ZY performed bioinformatics analysis. YHL, HZW and HXL analyzed data. HY, DY and YM acquired funding and supervised the study. YHL, HZW, and HXL are co–first authors. Author order among the co–first authors was determined by the extent of their contributions.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

- National Key Research and Development Program of China (2023YFC3404800 and 2025YFA1805600, HY).
- National Natural Science Foundation of China (82273203 and 82472821, HY).
- The Central Guidance Funds for Local Science and Technology Development (YDZX20233100001003, HY).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supporting data values

## Figures and Tables

**Figure 1:**
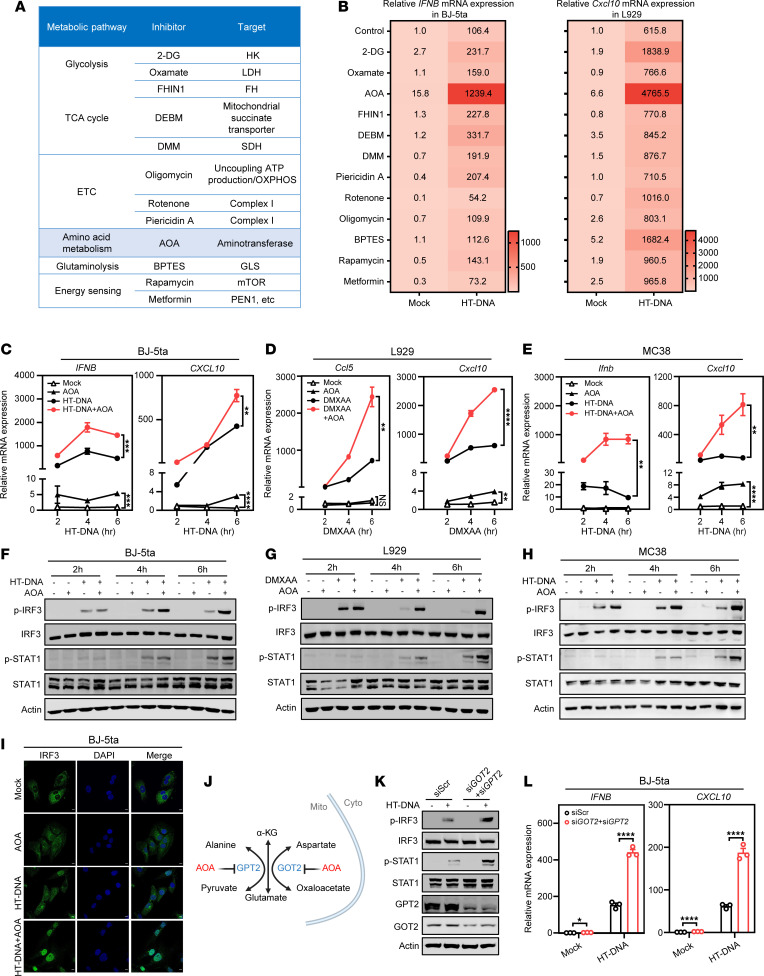
The aminotransferase inhibitor AOA amplifies cGAS-STING signaling. (**A**) Outline of metabolic inhibitors for screening. (**B**) Human hTERT-immortalized foreskin fibroblast (BJ-5ta, left) and mouse fibroblast (L929, right) cells were treated with inhibitors from **A** followed by 0.5 μg/mL HT-DNA transfection for 5 hours. Cells were harvested for qPCR analysis of human *IFNB* or mouse *Cxcl10*. (**C**) BJ-5ta cells were treated with 1 mM AOA for 1 hour followed by HT-DNA (0.5 μg/mL) transfection for the indicated time. Cells were harvested for qPCR analysis of IFN response gene expression. (**D** and **E**) L929 (**D**) and MC38 (**E**) were treated with 0.5 mM AOA for 1 hour followed by DMXAA (50 μM) or HT-DNA (0.5 μg/mL) stimulation for the indicated time. Cells were harvested for qPCR analysis of IFN response gene expression. (**F**–**H**) Western blot detected phosphorylated (p-) p-IRF3 and p-STAT1 levels in BJ-5ta, L929, and MC38 cells treated as in **C**–**E**. (**I**) Representative immunofluorescence images of IRF3 in BJ-5ta cells treated with AOA 1 hour followed by HT-DNA (0.5 μg/mL) transfection or not. Scale bars, 5 μm. (**J**) Schematic of the main targets of AOA. (**K**) Western blot detected p-IRF3, p-STAT1, GOT2, and GPT2 levels in BJ-5ta cells treated as indicated. (**L**) The relative *IFNB* and *CXCL10* mRNA expression in the control BJ-5ta cells versus GOT2 and GPT2 siRNA-silenced BJ-5ta cells after indicated treatment. Data are represented as means ± SEM. Representative data are shown from 2 or 3 independent experiments. Statistical analysis was performed by unpaired *t* test (**C**–**E**, **I**, and **L**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
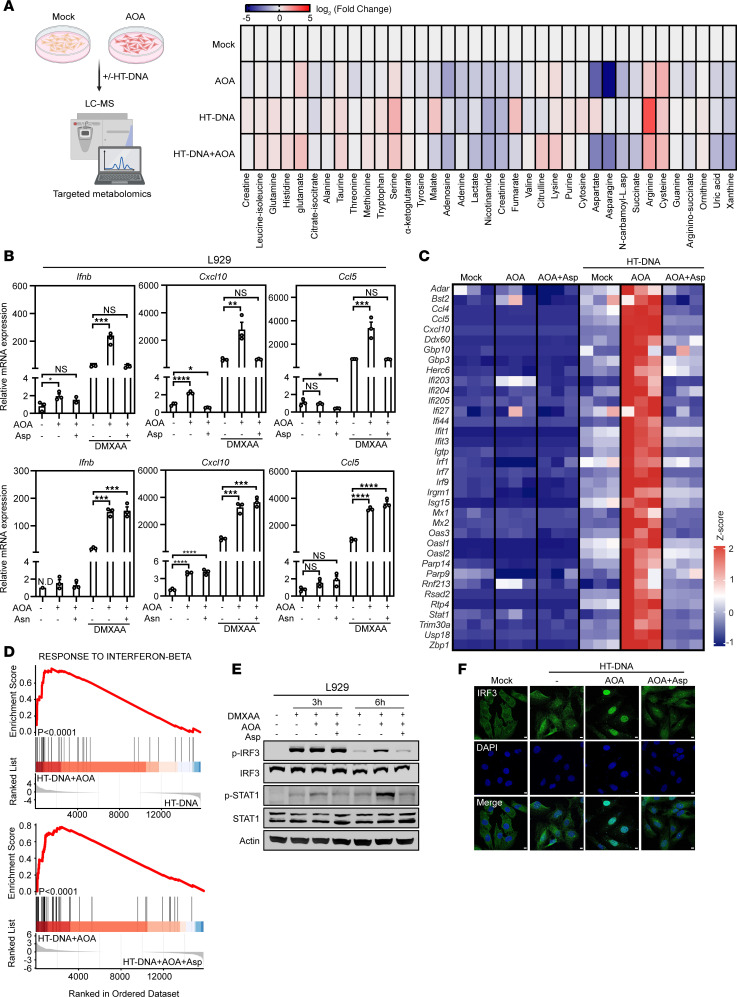
AOA augments cGAS-STING–mediated IFN response by inducing aspartate deficiency. (**A**) Heatmap of metabolite changes in mock- and AOA-treated L929 cells followed with HT-DNA transfection or without HT-DNA transfection. The fold-change of metabolites abundances was normalized to the mock group. Each square represents the mean of 3 replicates (*n* = 3 independent cultures). (**B**) L929 cells were treated with 0.5 mM AOA for 1 hour followed by DMXAA (50 μM) stimulation for 6 hours in the absence or presence of 20 mM aspartate or asparagine, and then cells were harvested for qPCR analysis of IFN response gene expression. (**C**) Heatmap from RNA-seq revealing the expression of ISGs in L929 cells with indicated treatment compared with mock group [*z*-score–normalized log_2_(fold per million reads) values, *n* = 3 independent cultures]. (**D**) GSEA of interferon-beta response gene. (**E**) Western blot detected p-IRF3 and p-STAT1 levels in L929 cells treated as indicated. (**F**) Representative immunofluorescence images of IRF3 in BJ-5ta cells treated with AOA 1 hour followed by HT-DNA (0.5 μg/mL) transfection in the absence or presence of 20 mM aspartate. Scale bars, 5 μm. Data are represented as means ± SEM. Representative data are shown from 2 or 3 independent experiments. Statistical analysis was performed by 1-way ANOVA followed by Tukey’s test (**B**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
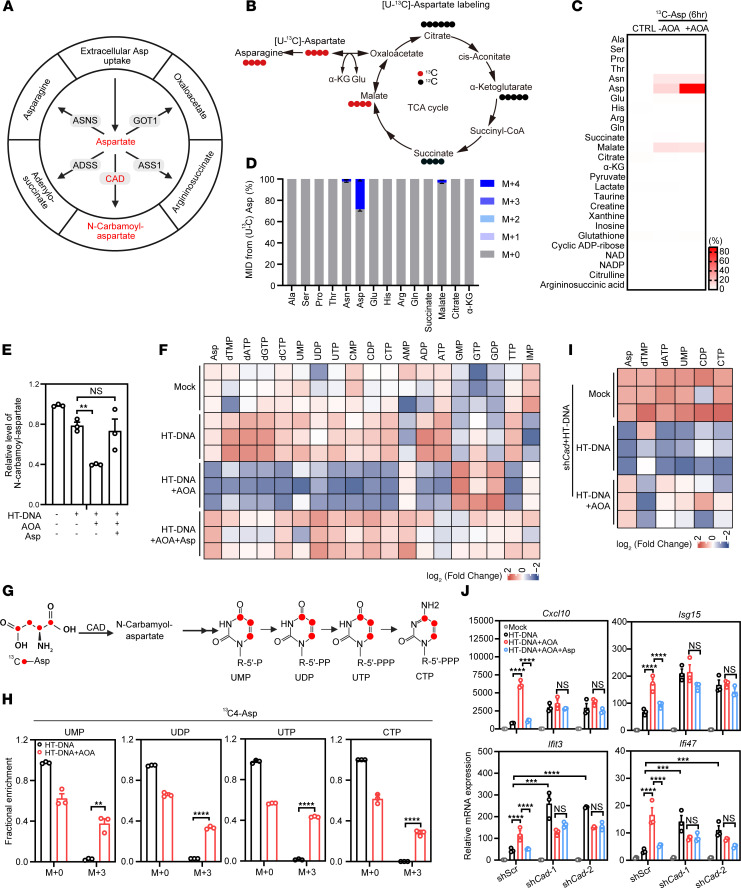
AOA amplifies IFN response via disrupting aspartate-dependent pyrimidine synthesis. (**A**) Schematic illustration of cellular aspartate uptake and catabolism. (**B**) Schematic showing ^13^C_4_-aspartate flux in TCA cycle and asparagine synthesis. (**C**) L929 cells were treated with or without AOA in medium containing 20 mM ^13^C_4_-aspartate. The abundances of metabolites labeled with the stable isotope ^13^C in cells were analyzed by liquid chromatography–tandem mass spectrometry (LC–MS/MS). The heatmap shows the percentage of isotope-labeled metabolite relative to the total content of each metabolite. (**D**) Mass isotopologue distribution (MID) of cellular metabolites in TCA and amino acids after AOA+^13^C_4_-aspartate treatment. (**E**) Relative abundance of N-carbamoyl-aspartate (*n* = 3 independent cultures). L929 cells were treated with AOA in the absence or presence of 20 mM aspartate followed by HT-DNA transfection and then collected for LC–MS/MS analysis. (**F**) Heatmap of log_2_ (fold-change) indicates nucleotide levels of L929 cells treated as **E** performed by LC–MS/MS. Heatmap of log_2_ (fold-change) in the indicated nucleotide levels in treatment groups compared with mock. Each square represents an individual replicate (*n* = 3 independent cultures). (**G**) Schematic diagram shows ^13^C_4_-aspartate as a tracer to pyrimidines. (**H**) Pyrimidines from ^13^C_4_-aspartate in L929 cells treated with or without AOA followed by HT-DNA transfection (*n* = 3 independent cultures). (**I**) Heatmap of log_2_ (fold-change) of the indicated nucleotide levels in AOA- and AOA+Asp–treated groups compared with the mock group after HT-DNA stimulation in *Cad*-knockdown L929 cells (*n* = 3 independent cultures). (**J**) ISGs expression in Scr and *Cad*-knockdown L929 cells treated as **E**. Data are represented as means ± SEM. Representative data are shown from 2 or 3 independent experiments. Statistical analysis was performed by unpaired *t* test (**H**) and 1-way ANOVA (**E**) or 2-way ANOVA followed by Tukey’s test (**J**). **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
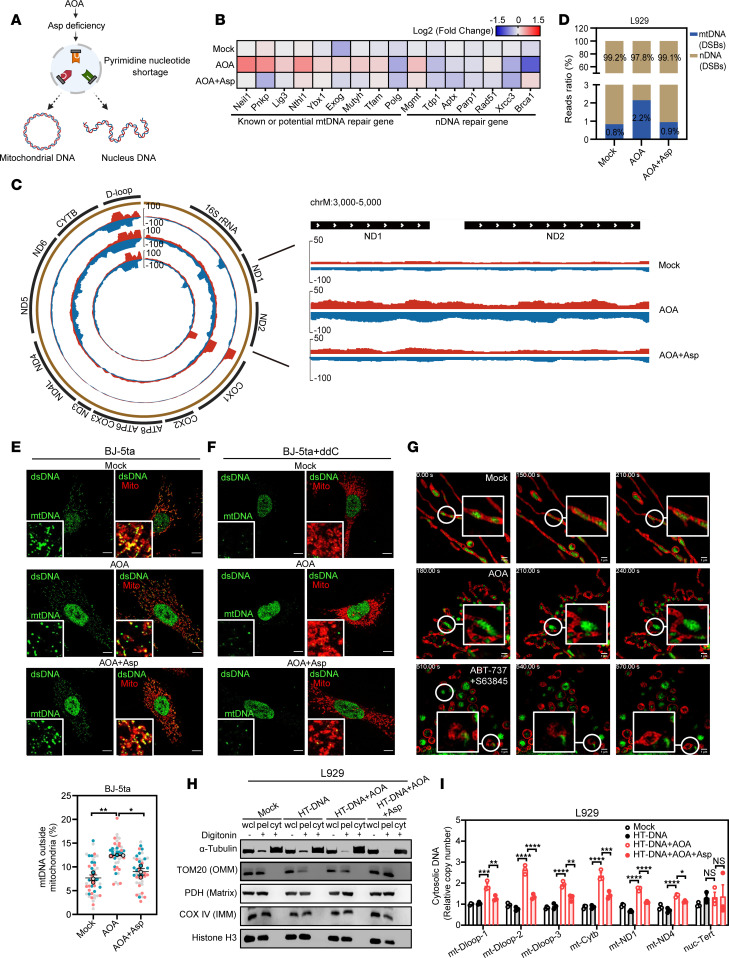
Aspartate deficiency induces mtDNA DSBs, leading to its release into the cytoplasm. (**A**) Schematic showing that aspartate-mediated pyrimidine nucleotide synthesis is essential for intracellular DNA homeostasis. (**B**) Heatmap from RNA-seq revealing the expression of DNA repair enzymes in L929 cells with indicated treatment. The fold-change of expression was normalized to the mock group (*n* = 3 independent cultures). (**C**) Genome browser screenshots of END-seq on mitochondria from L929 cells with indicated treatment. The expanded view of the indicated region shows more detailed genomic features. (**D**) The proportion of END-seq reads in mitochondrial and nuclear chromosomal regions. (**E**) Representative immunofluorescence images of mitochondrial (TOM20, red) or dsDNA (green) in BJ-5ta cells treated with AOA in the absence or presence of 20 mM aspartate for 6 hours. Scale bars, 10 μm. Lower panel: quantification of cytosolic dsDNA in BJ-5ta cells with indicated treatment (*n* = 39–51 fields per group from 3 biological replicates). (**F**) Representative immunofluorescence images of BJ-5ta cells treated with ddC (100 μM) for 72 hours, followed by 6 hours of AOA treatment in the absence or presence of 20 mM aspartate. (**G**) 2D–structured illumination microscopy imaging of mtDNA externalization under the indicated conditions. (**H**) Western blot detected α-tubulin (cytosol), TOM20 (OMM), PDH (Matrix), COX IV (IMM), and histone H3 (nuclei) to validate protocol from Supplemental Figure 7A in L929 cells treated as indicated. wcl, whole cell lysate; pel, pellet; cyt, cytosolic fraction. (**I**) L929 cells were treated with AOA in the absence or presence of 20 mM aspartate followed by HT-DNA transfection, and then cells were harvested for qPCR analysis of mtDNA or nDNA levels in cytosolic fractions. Data are represented as means ± SEM. Representative data are shown from 2 or 3 independent experiments. Statistical analysis was performed by 1-way ANOVA followed by Tukey’s test (**E** and **I**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. DSBs, double-strand breaks.

**Figure 5:**
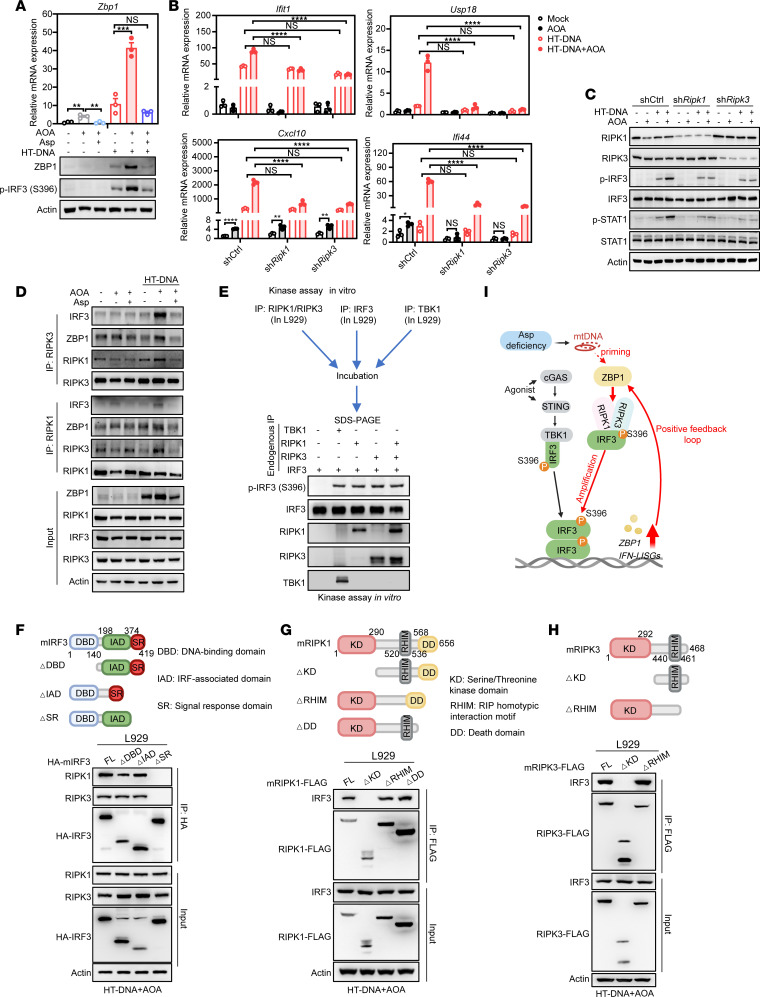
AOA prolongs IRF3 phosphorylation via the ZBP1–RIPK1/3 axis. (**A**) L929 cells were treated with 0.5 mM AOA for 1 hour followed by HT-DNA stimulation in the absence or presence of aspartate, and then cells were harvested for qPCR analysis of *Zbp1* gene expression (top) or Western blot for detecting p-IRF3 levels. (**B**) qPCR analysis of Scr and *Ripk1*- or *Ripk3*-knockdown L929 cells with indicated treatment. (**C**) Western blot of Scr and *Ripk1*- or *Ripk3*-knockdown L929 cells with indicated treatment. (**D**) Endogenous co-IP in L929 cells with indicated treatment. (**E**) An in vitro kinase assay was performed by purified indicated proteins from L929 cells, revealing that RIPK1/3 directly phosphorylated S396 residues of IRF3. (**F**–**H**) Schematic representation of mouse IRF3 (**F**), mouse RIPK1 (**G**), mouse RIPK3 (**H**) full-length and truncations (top). Co-IP showing interactions between mouse IRF3 (**F**) and mouse RIPK1 (**G**) or mouse RIPK3 (**H**) full-length and truncations in L929 cells upon HT-DNA+AOA stimulation (bottom). (**I**) The proposed model: aspartate deficiency–induced mtDNA release initiates the ZBP1–RIPK1/RIPK3 module to prolong IRF3 phosphorylation at Ser396. Statistical analysis was performed by 1-way ANOVA (**A**) or 2-way ANOVA followed by Tukey’s test (**B**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 6:**
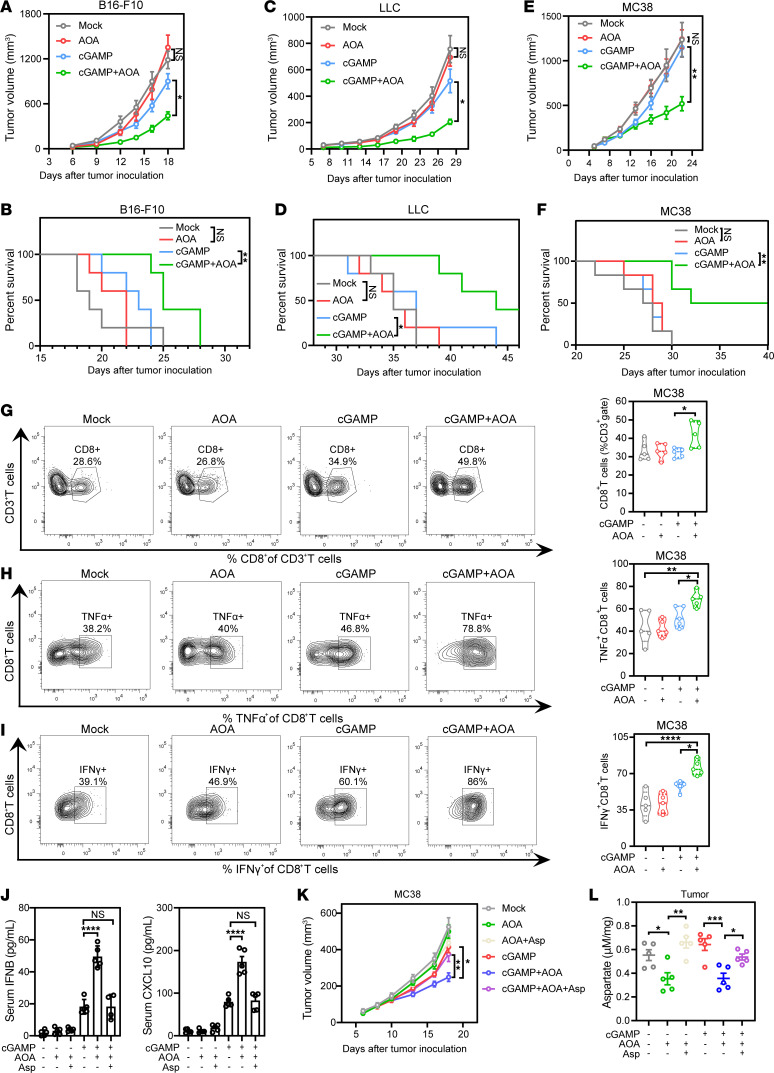
AOA augments low-dose cGAMP–mediated antitumor immunity. (**A**–**F**) Tumor volume (**A**, **C**, **E**) and Kaplan-Meier survival curves (**B**, **D**, and **F**) for C57BL/6 mice inoculated with approximately 2 × 10^5^ B16-F10 cells (**A**, *n* = 5), 2 × 10^5^ LLC cells (**C**, *n* = 5), or 8 × 10^5^ MC38 cells (**E**, *n* = 6). Mice were treated with 3 μg/mouse cGAMP combined with daily injections of AOA (5 mg/kg, i.p.) or PBS on days 7, 10, and 13. (**G**) AOA enhances cGAMP-mediated antitumor response. Quantification analysis of the percentage of CD8^+^ T cells in gated CD3^+^ T cells. (**H** and **I**) TNF-α (**H**) and IFN-γ (**I**) production on CD8^+^ T cells isolated from tumors of MC38 tumor–bearing mice. FACS analysis was performed 6 hours after the last cGAMP injection (*n* = 5). (**J**) MC38 tumor–bearing mice were administered Asp (100 mg/kg) on days 7–13 by intraperitoneal injection, with cGAMP and AOA treatment as mentioned before. Serum IFNB and CXCL10 levels were measured 6 hours after the last cGAMP injection (*n* = 4–5). (**K** and **L**) MC38 cells were subcutaneously transplanted into C57BL/6J mice (*n* = 5). AOA (5 mg/kg) and aspartate (100 mg/kg) were administered intraperitoneally daily along with 3 doses of cGAMP as mentioned above. Tumor volumes (**K**) were measured every 2–3 days, and intratumoral aspartate levels (**L**) were quantified. Data are represented as means ± SEM. Representative data are shown from 2 or 3 independent experiments. Statistical analysis was performed by 1-way ANOVA followed by Tukey’s or Bonferroni’s test (**A**, **C**, **E**, and **G**–**L**) or log-rank test (**B**, **D** and **F**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 7:**
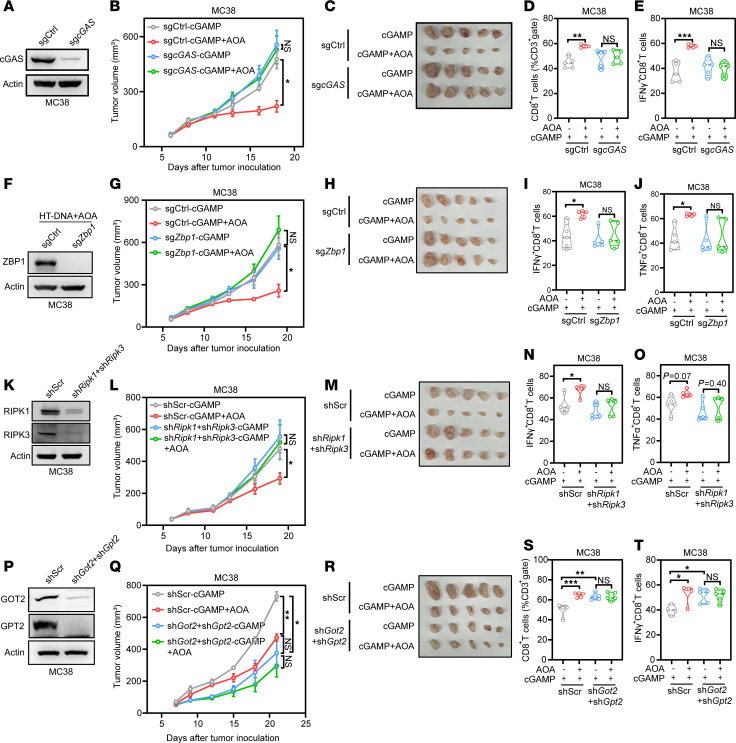
cGAS–ZBP1–RIPK1/3 axis and GOT2/GPT2 are essential for cGAMP+AOA–induced antitumor immune response. (**A**) MC38 cells were transduced with control sgRNA or sgRNA targeting *cGAS*. Whole cell lysates (WCLs) were analyzed by immunoblotting with the indicated antibodies. (**B** and **C**) MC38 cells as described in **A** were subcutaneously transplanted into C57BL/6J mice and administered according to the protocol mentioned above. Tumor volume (**B**) and tumor photos (**C**) were recorded. (**D** and **E**) MC38 cells described in **A** were subcutaneously transplanted into C57BL/6J mice and administered according to the protocol mentioned above. The percentage of CD8^+^ T cells in gated CD3^+^ T cells (**D**) and IFN-γ production (**E**) on CD8^+^ T cells. (**F**) MC38 cells were transduced with control sgRNA or sgRNA targeting *Zbp1*. WCLs were analyzed by immunoblotting with the indicated antibodies. (**G** and **H**) MC38 cells as described in **F** were subcutaneously transplanted into C57BL/6J mice and administered according to the protocol mentioned above. Tumor volume (**G**) and tumor photos (**H**). (**I** and **J**) MC38 cells described in **G** were subcutaneously transplanted into C57BL/6J mice and administered according to the protocol mentioned above. The production of IFN-γ (**I**) and TNF-α (**J**) on isolated CD8^+^ T cells. (**K**) MC38 cells were transduced with control shRNA or shRNA targeting *Ripk1*, and the stable cells were further transduced with control shRNA or sh*Ripk3* to generate double-knockdown (double-KD) cells. WCLs were analyzed by immunoblotting with the indicated antibodies. (**L** and **M**) MC38 cells described in **K** were subcutaneously transplanted into C57BL/6J mice and administered according to the protocol mentioned above. Tumor volume (**L**) and tumor photos (**M**). (**N** and **O**) The production of IFN-γ (**N**) and TNF-α (**O**) on isolated CD8^+^ T cells. (**P**) MC38 cells were transduced with control shRNA or shRNA targeting *Got2*, and the stable cells were further transduced with control shRNA or sh*Gpt2* to generate double-KD cells. WCLs were analyzed by immunoblotting with the indicated antibodies. (**Q** and **R**) MC38 cells described in **P** were subcutaneously transplanted into C57BL/6J mice and administered according to the protocol above. Tumor volume (**Q**) and tumor photos (**R**). (**S** and **T**) The percentage of CD8^+^ T cells in gated CD3^+^ T cells (**S**) and IFN-γ production (**T**) on CD8^+^ T cells. Statistical analysis was performed by 2-way ANOVA and Tukey’s or Bonferroni’s test (**B**–**T**). *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 8:**
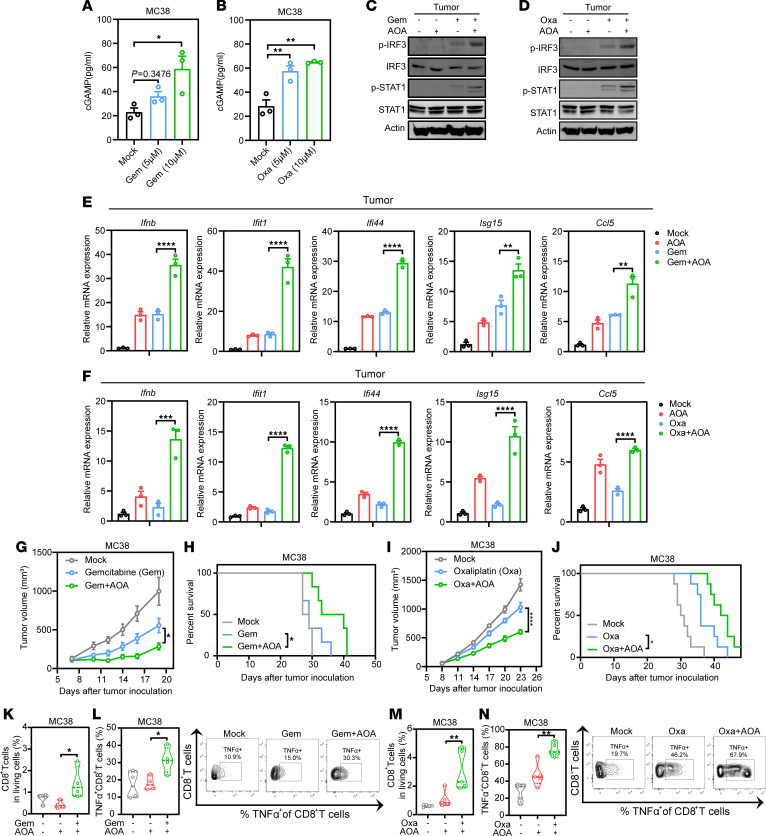
AOA synergizes with chemotherapy-mediated antitumor immunity. (**A** and **B**) Quantitative analysis of intracellular cGAMP in MC38 cells with or without gemcitabine or oxaliplatin treatment by ELISA. (**C** and **D**) MC38 tumor tissues were treated with gemcitabine (**C**) or oxaliplatin (**D**) combined with or without AOA for 24 hours, and the tissular protein expression of p-IRF3 and p-STAT1 was then detected by immunoblotting. (**E** and **F**) MC38 tumor tissues were treated as in **C** and **D** and the tissular mRNA expression of *Ifnb*, *Ifit1*, *Ifi44*, *Isg15*, and *Ccl5* was detected. (**G** and **H**) Tumor volume (**G**) and Kaplan-Meier survival curves (**H**) for C57BL/6 mice inoculated with approximately 8 × 10^5^ MC38 cells. Mice were treated with gemcitabine (50 mg/kg, i.p.) combined with daily injections of AOA (5 mg/kg, i.p.) or PBS on days 7, 10, 13, and 16 (*n* = 6). (**I** and **J**) Tumor volume (**I**) and Kaplan-Meier survival curves (**J**) for C57BL/6 mice inoculated with approximately 8 × 10^5^ MC38 cells. Mice were treated with oxaliplatin (5 mg/kg, i.p.) combined with daily injections of AOA (5 mg/kg, i.p.) or PBS on day 8 and 12. Tumor volume and mouse survival were measured 2–3 times a week (*n* = 8). (**K**–**N**) MC38-bearing mice were treated as in **G** and **I**; lymphocyte infiltration was measured by FACS. Quantification analysis of the percentage of CD8^+^ T cells in living cells from MC38 tumors after indicated treatment (**K** and **M**) (*n* = 4–5). Representative data and quantification analysis of the percentage of TNF-α^+^CD8^+^ T cells from MC38 tumors after indicated treatment (**L** and **N**) (*n* = 4–5). Statistical analysis was performed by 1-way ANOVA followed by Tukey’s test (**A**, **B**, **E**–**G**, **I**, and **K**–**N**) or log-rank test (**H** and **J**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## References

[1] Sun L (2013). Cyclic GMP-AMP synthase is a cytosolic DNA sensor that activates the type I interferon pathway. Science.

[2] Liu S (2015). Phosphorylation of innate immune adaptor proteins MAVS, STING, and TRIF induces IRF3 activation. Science.

[3] Wu J (2013). Cyclic GMP-AMP is an endogenous second messenger in innate immune signaling by cytosolic DNA. Science.

[4] Demaria O (2019). Harnessing innate immunity in cancer therapy. Nature.

[5] Fang L (2023). Methionine restriction promotes cGAS activation and chromatin untethering through demethylation to enhance antitumor immunity. Cancer Cell.

[6] Shen L (2021). Serine metabolism antagonizes antiviral innate immunity by preventing ATP6V0d2-mediated YAP lysosomal degradation. Cell Metab.

[7] Birsoy K (2015). An essential role of the mitochondrial electron transport chain in cell proliferation is to enable aspartate synthesis. Cell.

[8] Gui DY (2016). Environment dictates dependence on mitochondrial complex I for NAD+ and aspartate production and determines cancer cell sensitivity to metformin. Cell Metab.

[9] Sullivan LB (2015). Supporting aspartate biosynthesis is an essential function of respiration in proliferating cells. Cell.

[10] Wu B (2021). Mitochondrial aspartate regulates TNF biogenesis and autoimmune tissue inflammation. Nat Immunol.

[11] Doglioni G (2025). Aspartate signalling drives lung metastasis via alternative translation. Nature.

[12] Guo C (2023). SLC38A2 and glutamine signalling in cDC1s dictate anti-tumour immunity. Nature.

[13] Zhang Q (2022). AMPK directly phosphorylates TBK1 to integrate glucose sensing into innate immunity. Mol Cell.

[14] Tanaka Y, Chen ZJ (2012). STING specifies IRF3 phosphorylation by TBK1 in the cytosolic DNA signaling pathway. Sci Signal.

[15] Fitzgerald KA (2003). IKKepsilon and TBK1 are essential components of the IRF3 signaling pathway. Nat Immunol.

[16] McWhirter SM (2004). IFN-regulatory factor 3-dependent gene expression is defective in Tbk1-deficient mouse embryonic fibroblasts. Proc Natl Acad Sci U S A.

[17] Korangath P (2015). Targeting glutamine metabolism in breast cancer with aminooxyacetate. Clin Cancer Res.

[18] Xu T (2023). Reply to: GOT1 constrains T_H_17 cell differentiation, while promoting iT_reg_ cell differentiation. Nature.

[19] Hao Y (2016). Oncogenic PIK3CA mutations reprogram glutamine metabolism in colorectal cancer. Nat Commun.

[20] Xu W (2023). GOT1 constrains T_H_17 cell differentiation, while promoting iT_reg_ cell differentiation. Nature.

[21] Hu Q (2021). Genetically encoded biosensors for evaluating NAD^+^/NADH ratio in cytosolic and mitochondrial compartments. Cell Rep Methods.

[22] Stottrup NB (2010). Inhibition of the malate-aspartate shuttle by pre-ischaemic aminooxyacetate loading of the heart induces cardioprotection. Cardiovasc Res.

[23] Okazaki A (2017). Glutaminase and poly(ADP-ribose) polymerase inhibitors suppress pyrimidine synthesis and VHL-deficient renal cancers. J Clin Invest.

[24] Madala HR (2020). Nitrogen trapping as a therapeutic strategy in tumors with mitochondrial dysfunction. Cancer Res.

[25] Elliott IA (2019). Lysosome inhibition sensitizes pancreatic cancer to replication stress by aspartate depletion. Proc Natl Acad Sci U S A.

[26] Lane AN, Fan TW (2015). Regulation of mammalian nucleotide metabolism and biosynthesis. Nucleic Acids Res.

[27] Ruiz-Ramos A (2016). Structure and functional characterization of human aspartate transcarbamoylase, the target of the anti-tumoral drug PALA. Structure.

[28] Vodicka P (2025). Mitochondrial DNA damage, repair, and replacement in cancer. Trends Cancer.

[29] Riley JS (2018). Mitochondrial inner membrane permeabilisation enables mtDNA release during apoptosis. EMBO J.

[30] McArthur K (2018). BAK/BAX macropores facilitate mitochondrial herniation and mtDNA efflux during apoptosis. Science.

[31] White MJ (2014). Apoptotic caspases suppress mtDNA-induced STING-mediated type I IFN production. Cell.

[32] Kim J (2019). VDAC oligomers form mitochondrial pores to release mtDNA fragments and promote lupus-like disease. Science.

[33] Lei Y (2023). Cooperative sensing of mitochondrial DNA by ZBP1 and cGAS promotes cardiotoxicity. Cell.

[34] Muendlein HI (2022). ZBP1 promotes inflammatory responses downstream of TLR3/TLR4 via timely delivery of RIPK1 to TRIF. Proc Natl Acad Sci U S A.

[35] Jiao H (2020). Z-nucleic-acid sensing triggers ZBP1-dependent necroptosis and inflammation. Nature.

[36] Wang H (2017). cGAS is essential for the antitumor effect of immune checkpoint blockade. Proc Natl Acad Sci U S A.

[37] Yum S (2021). TBK1 recruitment to STING activates both IRF3 and NF-κB that mediate immune defense against tumors and viral infections. Proc Natl Acad Sci U S A.

[38] Corrales L (2015). Direct activation of STING in the tumor microenvironment leads to potent and systemic tumor regression and immunity. Cell Rep.

[39] Gonugunta VK (2017). Trafficking-mediated STING degradation requires sorting to acidified endolysosomes and can be targeted to enhance anti-tumor response. Cell Rep.

[40] Zhang L (2023). STING is a cell-intrinsic metabolic checkpoint restricting aerobic glycolysis by targeting HK2. Nat Cell Biol.

[41] Deng L (2014). STING-Dependent cytosolic DNA sensing promotes radiation-induced type I interferon-dependent antitumor immunity in immunogenic tumors. Immunity.

[42] Leone RD (2019). Glutamine blockade induces divergent metabolic programs to overcome tumor immune evasion. Science.

[43] Ma Z (2023). AhR diminishes the efficacy of chemotherapy via suppressing STING dependent type-I interferon in bladder cancer. Nat Commun.

[44] Wan Z (2023). Overcoming pancreatic cancer immune resistance by codelivery of CCR2 antagonist using a STING-activating gemcitabine-based nanocarrier. Mater Today (Kidlington).

[45] Fu A, Danial NN (2018). Grasping for aspartate in tumour metabolism. Nat Cell Biol.

[46] Garcia-Bermudez J (2018). Aspartate is a limiting metabolite for cancer cell proliferation under hypoxia and in tumours. Nat Cell Biol.

[47] Sullivan LB (2018). Aspartate is an endogenous metabolic limitation for tumour growth. Nat Cell Biol.

[48] Deng L (2020). p53-mediated control of aspartate-asparagine homeostasis dictates LKB1 activity and modulates cell survival. Nat Commun.

[49] Mei X (2021). RIPK1 regulates starvation resistance by modulating aspartate catabolism. Nat Commun.

[50] Qi L (2021). Aspartate availability limits hematopoietic stem cell function during hematopoietic regeneration. Cell Stem Cell.

[51] Hu M (2021). ATM inhibition enhances cancer immunotherapy by promoting mtDNA leakage and cGAS/STING activation. J Clin Invest.

[52] Ghosh M (2023). p53 engages the cGAS/STING cytosolic DNA sensing pathway for tumor suppression. Mol Cell.

[53] Yang Y (2021). ZBP1-MLKL necroptotic signaling potentiates radiation-induced antitumor immunity via intratumoral STING pathway activation. Sci Adv.

[54] Feng X (2020). ATR inhibition potentiates ionizing radiation-induced interferon response via cytosolic nucleic acid-sensing pathways. EMBO J.

[55] Lonobile C (2025). The mitochondrial permeability transition pore in platelets: mechanisms, physiological roles, and therapeutic perspectives. Antioxidants (Basel).

# Supplementary material for: Aspartate deficiency amplifies cGAS-STING signaling in antitumor immunity
**Source:** J Clin Invest. 2026 Jun 1;136(11):e199716. doi: 10.1172/JCI199716

## 1    **Supplementary information**

## 2    **Supplementary Methods**

3    *Chemicals and metabolites.* DMXAA (Selleck S1537), HT-DNA (Sigma), 2'3'-cGAMP (Invivogen  
4    1441190), Digitonin (Sigma D5628), 2-DG (Selleck S4701), Oxamate (Selleck S6871), AOA (Selleck  
5    S4989), FHIN (GLPBIO GC32878), DEBM (Sigma 112038), DMM (Sigma 136441), Oligomycin  
6    (Selleck S1478), Rotenone (Selleck S2348), Piericidin A (Cayman 15379), BPTES (Selleck S7753),  
7    Rapamycin (Selleck S1039), Metformin (Selleck S1950), Dimethyl D-(+)-Malate (TCI, M1347),  
8    Dimethyl  $\alpha$ -ketoglutarate (Sigma, 349631), Succinate (TCI, S0104), MMF (TCI, S2413), Arginine  
9    (Sigma A5006), Citrulline (Sigma C7629), ASA (Argino-succinate) (Sigma A5707), Thymidine (Sigma  
10    T1895), ddC (Absin abs811894), VBIT-4 (selleck S3544), Oxaliplatin (selleck S1224), Gemcitabine  
11    (selleck S1149), Necrostatin-1 (Selleck S8037), GSK'872 (Selleck S8465).

12

13    *Cell culture, HT-DNA transfection and DMXAA stimulation.* L929 cells, BJ-5ta and RAW264.7 cells  
14    were purchased from the ATCC. B16-F10 cells and MC38 cells were contributed by laboratory of M.  
15    Luo. HT-1080 and LLC cells were obtained from the Cell Bank of the Chinese Academy of Sciences.  
16    These cell lines were grown in DMEM (Meilunbio) containing 10% FBS (Gibco), penicillin (100 U/ml)  
17    and streptomycin (100  $\mu$ g/ml). All cells were maintained at 37 °C and 5% CO<sub>2</sub> and were tested for  
18    mycoplasma. Cells were seeded in 6-well plate and HT-DNA was transfected into cells using  
19    Lipofectamine 2000 (Thermo Fisher) at a concentration of 0.5 $\mu$ g/ml. Cells were treated with DMXAA  
20    at a concentration of 50 $\mu$ M.

21

22    *RNAi.* Cells were seeded at equal densities and grown to confluency over a period of 24 h. Opti-  
23    MEM and lipofectamine RNAiMax (Thermo) were used for reverse transfection of short interfering  
24    RNA (siRNA) for 48h. The siGOT2 (5'-GCCTTCACTATGGTCTGCAAA-3') and siGPT2 (5'-  
25    CGGCATTCTACGATCCTGAA-3') were used in this study.

26

27 *Quantitative real-time PCR (qRT-PCR).* Cells were cultured as mentioned above and total RNA was  
28 collected in lysis buffer (EZBioscience) and extracted using EZ-press RNA Purification Kit (B0004D)  
29 according to the manufacturer's instructions. RNA was subjected to cDNA synthesis using 4× EZscript  
30 Reverse Transcription Mix II (with gDNA Remover) (EZB-RT2GQ). The cDNA was diluted 10 times  
31 and then performed the real-time qPCR reaction containing SYBR ChamQ Universal SYBR qPCR  
32 Master Mix (Vazyme) and gene-specific primers listed in Supplemental Table S1. The reactions were  
33 performed in a QuantStudio™ 6 Flex Real-Time PCR System (Applied Biosystems).

34 *Generation of knockdown cell pools.* The shRNA sequences targeting *Cad*, *Vdac1/3*, *Ripk1*, *Ripk3*  
35 and *Mkl1* were ligated into the plko.1 vector. The shRNA construct was co-transfected with packaging  
36 (psPAX2) and envelope (pMD2.G) vectors into HEK293T cells. Lentivirus from supernatant was  
37 harvested at 24h and then mixed with 8µg/ml polybrene to infect L929 cells. The stable cells were  
38 selected in 10ug/ml puromycin for 2 days.

39

40 *CRISPR-cas9 mediated gene knockout.* sgRNA sequences targeting mouse cGAS, STING, IRF3,  
41 ZBP1, BAX and BAK listed in TableS2 were ligated into plasmid lentiCRISPRv2 (Addgene, deposited  
42 by Feng Zhang of MIT) digested by Bsmbl (NEB). The construct was packaged into a lentivirus. L929  
43 cells were then infected with lentivirus and selected in 10ug/ml puromycin for 2 days.

44

45 *Western Blot.* Cells were cultured in six-well plates under the indicated treatment conditions. After  
46 treatment, the culture medium was discarded, and cells were washed with cold PBS. Cells were then  
47 lysed with SDS sample loading buffer and boiled at 95 °C for 8 min. Protein samples were separated  
48 by SDS-PAGE and transferred onto NC membranes. The membranes were blocked with skim milk  
49 at room temperature for 1 h and subsequently incubated with primary (1:1000) and secondary (1:500)  
50 antibodies. The immunoreacted products were visualized using ECL reagent and autoradiography by  
51 GE Typhoon FLA 9500. Primary antibody lists : STING (D2P2F) (Cell Signaling Cat# 13647) TBK1  
52 (Cell Signaling Cat# 3504) IRF3 (Cell Signaling Cat# 4302) p-TBK1(Ser172) (D52C2) (Cell Signaling  
53 Cat# 5483) p-IRF3(Ser396) (D6O1M) (Cell Signaling Cat# 29047) Actin (Proteintech Cat# 66009-1)  
54 TOM20 (Novus Cat# NBP1-81556) Gapdh (6C5) (Santa Cruz Cat# sc-32233) Histone H3 (Cell

55 Signaling Cat# 9715S) Bax (Cell Signaling Cat# 2772) Bak (D4E4) (Cell Signaling Cat# 12105) Stat1  
56 (Cell Signaling Cat# 14994) p-Stat1 (58D6) (Cell Signaling Cat# 9167) Zbp1 (Adipogen Cat# AG-20B-  
57 0010) RIP (D94C12) (Cell Signaling Cat# 3493) RIP3 (D4G2A) (Cell Signaling Cat# 95702) MLKL  
58 (E7V4W) (Cell Signaling Cat# 37705).

59

60 *Co-immunoprecipitation.* The cytosolic fraction was obtained by lysing the cells with NP-40 lysis buffer  
61 (Beyotime). Protein A agarose beads (Millipore 16125) and IRF3, RIPK1/RIPK3 antibodies were used  
62 for co-IP from cytosolic fractions. 20µL of sample was mixed with 2× SDS sample loading buffer and  
63 boiled at 95°C for 8 minutes. The samples were loaded on SDS-PAGE gels for electrophoresis.

64

65 *Cellular immunofluorescence.* BJ-5ta cells were fixed in 4% Paraformaldehyde (Servicbio) for 10min  
66 at room temperature followed by 3 x 5 minute washes in PBS. Then cells were permeabilized with  
67 0.1% (v/v) Triton X-100 in PBS for 10 minutes at room temperature followed by 3 x 5 minute washes  
68 in PBS and blocked in 3% BSA for an hour. Cells were then incubated with corresponding primary  
69 antibodies overnight at 4°C. Cells were washed 3 x 5 minute washes in PBS and incubated with  
70 secondary antibody for an hour at room temperature followed by 3 x 5 minute washes. To visualize  
71 the nuclei, cells were co-stained with DAPI (Sigma D9542). Immunofluorescence pictures were taken  
72 by Leica SP8 laser scanning confocal microscope and analyzed by Image J. Primary antibody list:  
73 DNA (Millipore #CBL186), TOM20 (Novus Cat# NBP1-81556) IRF3 (D614C) (Cell Signaling Cat#  
74 11904).

75 *NADH/NAD ratio detection.* NAD<sup>+</sup> levels were determined by using NAD<sup>+</sup>/NADH assay kit with WST-  
76 8 (Beyotime) according to the manufacturer's instructions. In brief, about 1×10<sup>6</sup> cells were added 200  
77 µl of NAD<sup>+</sup>/NADH extraction solution with a gently pipette, then centrifuged at 12,000g at 4°C for 10  
78 minutes. Supernatant was transferred to a 96-well plate as the sample to measure total NAD<sup>+</sup> and  
79 NADH. 50-100µl of the sample was heated for 30 minutes in a 60°C water bath and 20µl supernatant  
80 was transferred to a 96-well plate as the sample to measure NADH. After adding the alcohol  
81 dehydrogenase working solution, samples were incubated at 37°C in the dark for 10 minutes. Then  
82 added chromogenic solution to each well and incubated at 37°C in the dark for 30 minutes.

83 Absorbance at 450 nm was measured and analyzed on a plate reader (BioTek).

84 *SIM-Ultimate two-color imaging.* Cells were pretreated with AOA for 6 hours, or with 5 $\mu$ M ABT-737  
85 and 1 $\mu$ M S63845 (Selleck) for 20 minutes. Subsequently, the cells were incubated in DMEM  
86 containing SYBR Gold (10,000 $\times$ ) and PK Orange (1,000 $\times$ ) for 15 minutes. After staining, cells were  
87 washed three times with PBS and imaged at 37 °C in a humidified incubator with 5% CO<sub>2</sub> using an  
88 Olympus SIM-Ultimate microscope.

89

90 *Apoptotic cell death analysis.* Apoptotic cell death was assessed by flow cytometry with FITC-Annexin  
91 V (Vazyme, Cat# A211-02) and live/dead (Fixable Viability Stain 780, BD Biosciences, catalog no.  
92 565388). The dilution of the staining reagents was performed according to the manufacturer's  
93 instructions.

94

95 *cGAMP Detection.* MC38 tumor cells were treated with gemcitabine or oxaliplatin in 6-well plate, and  
96 cultured for 24 hours. Then cells were collected and lysed using MPER™ Mammalian Protein  
97 Extraction Reagent (Thermo Scientific, Cat# 78503) at 4°C for 20 min. Then cGAMP in cell lysates  
98 was determined using 2'3'-cGAMP ELISA Kit (Cayman Chemical, Cat# 501700) according to  
99 standard protocols.

100

101 *IFN-beta and CXCL10 measurement by ELISA.* Cytokine levels in mouse serum were measured with  
102 Mouse IFN-beta Quantikine ELISA Kit (Bio-techne) and Mouse IP-10 ELISA Kit (CXCL10) (Abcam)  
103 according to the manufacturer's instructions.

104

105 *Immunohistochemistry.* The tissue specimens were fixed overnight in 10% formalin and then were  
106 dehydrated in increasing concentrations of ethanol, followed by clearing of alcohol by xylene. The  
107 specimens were subsequently embedded in paraffin wax and sectioned continuously at a thickness  
108 of 4 $\mu$ m. Hematoxylin and eosin (H&E) staining was performed according to standard protocols. For

immunohistochemistry, the sections were deparaffinized with xylene for 15 min three times and rehydrated in 100%, 85% and 75% ethanol for 5 min. Then, tissue sections were incubated in citrate buffer for antigen retrieval. The sections were then placed into 3% hydrogen peroxide and incubated at room temperature for 25 min to block endogenous peroxidase activity. After three times washing, tissue sections were blocked with 3% BSA for 30min at room temperature and stained with primary antibodies including anti-CD3 (GB111337), anti-CD8 (GB12068) and anti-granzyme B (GB12092) and incubated at 4°C overnight. The sections were then incubated with HRP-conjugated secondary antibodies at room temperature for 1 h. After three washes with PBS, DAB solution (G1211, Servicebio) was added and the slides were counterstained with hematoxylin.

*[U-13C]-aspartate tracing analysis.* Samples were analyzed by Q Exactive quadrupole orbitrap high resolution mass spectrometry coupled with a Dionex Ultimate 3000 RSLC (HPG) ultra-performance liquid chromatography (UPLC-Q-Orbitrap-HRMS) system (Thermo Fisher Scientific), with a HESI ionization source. The injection volume was 2 µL. Samples were separated with an ACQUITY UPLC BEH Amide column (100 mm × 2.1 mm, 1.7-µm particle size; Waters). The mobile phase consisted of 25 mM ammonium formate and 20 mM ammonium hydroxide in water (A), and acetonitrile (B), the gradient elution was set as follows: 0–1.0 min, 95% B; 1.0–11.0 min, 95%–45% B; 11.0–12.0 min, 45% B; 12.1–17 min, 95% B. The flow rate was 0.3mL/min and column temperature 45°C.

All MS experiments were performed in positive and negative ion modes using a heated ESI source. The source and ion transfer parameters applied were as followed: spray voltage 3.5 kV (positive) 2.8kV (negative). For the ionization mode, the sheath gas, aux gas, capillary temperature and heater temperature were maintained at 40, 10 (arbitrary units), 320 °C and 350 °C, respectively. The S-Lens RF level was set at 50. The Orbitrap mass analyzer was operated at a resolving power of 70,000 in full-scan mode (scan range: 200-1200 m/z; automatic gain control (AGC) target: 1e6) and of 17,500 in the Top 3 data-dependent MS2 mode (stepped normalized collision energy: 10, 20 and 30; injection time: 50 ms; isolation window: 1.2 m/z; AGC target: 1e5) with a dynamic exclusion setting of 5.0 seconds.

137 *Cytosolic mtDNA/mtRNA extraction and detection.* As described in Supplementary Figure 7A,  $5 \times 10^6$   
138 L929 cells were equally divided into two aliquots. One aliquot was boiled with 50 mM NaOH at 95°C  
139 for 30 min followed by adding 1 M Tris-HCl (pH 8.0) to neutralize the pH and then centrifuged at 12000  
140 g for 10 min. Another aliquot was resuspended in 300µL buffer containing 50 mM HEPES (pH 7.4),  
141 150 mM NaCl and 20µg/mL digitonin. The resuspensions were incubated at 4°C for 10 min to allow  
142 plasma membrane permeabilization and then centrifuged at 980 g for 3 min three times. The cytosolic  
143 supernatants were centrifuged at 12000 g for 10 min to avoid remaining cellular debris, yielding  
144 cytosolic preparations free of nuclear, mitochondrial and endoplasmic reticulum contamination. DNA  
145 was then purified from these pure cytosolic fractions using TIANamp Genomic DNA Kit (TIANGEN).  
146 Quantitative real-time PCR was performed for both whole-cell extracts and cytosolic fractions using  
147 nuclear DNA primers (*Tert*) and mtDNA primers (*Dloop1-3*, *Cytb*, *ND1* and *ND4*), and the Ct values  
148 obtained for mtDNA abundance for whole-cell extracts served as normalization controls for the mtDNA  
149 values determined from the cytosolic fractions. To determine the presence of mtRNA in the cytosol,  
150 qPCR was performed using primers specific for mitochondrial D-loop on cDNA, which had been  
151 reverse-transcribed from RNA isolated from the cytosolic fraction (mtRNA).

152

153 *END-seq library preparation.* END-seq was performed according to a previously described protocol(1).  
154 Briefly, L929 cells were treated as mentioned above. About 10 million cells were embedded in agarose  
155 plugs and subjected to protein and RNA digestion. The DNA within the plugs was blunted, A-tailed  
156 and ligated with a biotin-labelled hairpin adaptor. Subsequently, the agarose plugs were melted, and  
157 DNA was extracted and sheared by sonication. After C1 bead purification, the DNA fragments were  
158 ligated to a second adaptor and amplified for sequencing with Illumina sequencing primers.

159 *Bioinformatics analysis.* The genome-wide transcriptome data quantified as fragments per kilobase  
160 per million were downloaded from TCGA. We used the data from 12 cancer types, all of which had  
161 profiled enough numbers of samples for both cancer and normal tissues. Data include Bladder  
162 Urothelial Carcinoma (BLCA), Breast Cancer (BRCA), Colon Adenocarcinoma (COAD), Esophageal  
163 Carcinoma (ESCA), Head and Neck Squamous Cell Carcinoma (HNSC), kidney clear cell carcinoma  
164 (KIRC), lung adenocarcinoma (LUAD), Lung Squamous Cell Carcinoma (LUSC), Mesothelioma

(MESO), Ovarian Cancer (OV), rectum adenocarcinoma (READ) and Uterine Corpus Endometrial Carcinoma (UCEC). We identified and evaluated the levels of immune infiltrates of CD8<sup>+</sup> T cell by the Tumor immune estimation resource (TIMER) algorithm, which is a resource for systematic estimation of the abundances of six immune cell types (B cell, CD4<sup>+</sup> T cell, CD8<sup>+</sup> T cell, neutrophil, macrophage and dendritic cell) by using transcriptome profile(2). We characterized the overall activity of the aspartate/pyrimidine synthesis pathway by calculating the average expression of genes involved in this pathway in each tumor sample including GOT2, GPT2, CAD, DHODH, and UMPS. The Pearson correlation analysis was performed to determine the associations between aspartate/pyrimidine synthesis activity and CD8<sup>+</sup> T cell fraction.

## References

1. Canela A, Sridharan S, Sciascia N, Tubbs A, Meltzer P, Sleckman BP, et al. DNA Breaks and End Resection Measured Genome-wide by End Sequencing. *Mol Cell*. 2016;63(5):898-911.
2. Li T, Fu J, Zeng Z, Cohen D, Li J, Chen Q, et al. TIMER2.0 for analysis of tumor-infiltrating immune cells. *Nucleic Acids Res*. 2020;48(W1):W509-W114.

## Supplemental Figure Legends

### Supplemental Figure 1. The aminotransferase inhibitor AOA induces and enhances ISGs in cells.

(A) MC38 cells were treated with inhibitors from (Figure 1A) followed by 0.5µg/ml HT-DNA transfection for 6h, cells were harvested for qPCR analysis of *Ifnb*. (B-D) RAW264.7 (mouse macrophage cell line), HT-1080 (human fibrosarcoma cell line), B16-F10 (mouse melanoma cell line) were treated with 0.5mM AOA and/or HT-DNA (0.5µg/ml) for 6 h, cells were harvested for qPCR analysis of ISGs expression. (E-G) Secreted IFN-β protein levels in culture supernatants were measured by ELISA. (H-J) Western blot detected P-IRF3, P-TBK1 levels in different cell line treated as indicated. (K) Western blot analysis in L929 cell monoclonal transduced with the indicated gene-specific guide RNA (gRNA) or scrambled (Scr) gRNA control to determine the knockout efficiency. (L) cGAS-KO/STING-KO/IRF3-KO L929 cell lines were treated with 0.5 mM AOA and/or HT-DNA (0.5µg/ml) for 6 h, cells were harvested for qPCR analysis of ISGs expression. (M-O) *Rigi* or *Ifih1* knockdown MC38 cells were treated with AOA and/or HT-DNA for 6 h, followed by qPCR analysis of *Rigi* (M) or *Ifih1* (N) knockdown efficiency and ISGs expression (O). Data are represented as means ± SEM. Representative data are shown from two or three independent experiments. Statistical analysis was performed by unpaired *t* test (B-G, O) and 1-way ANOVA (M, N) or 2-way ANOVA (L) followed by Tukey's test. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001.

### Supplemental Figure 2. Co-depletion of GOT2 and GPT2 slightly induced ISG expression and exhibited amplification of DNA-stimulated ISG expression.

(A and B) The relative *IFNB* and *CXCL10* mRNA expression in the control BJ-5ta cells versus *GOT1*

211 siRNA-silencing BJ-5ta cells (A) or GOT2 siRNA-silencing BJ-5ta cells (B). (C) The relative *GPT2*  
 212 mRNA expression in the control BJ-5ta cells versus GOT2 siRNA-silencing BJ-5ta cells. (D) The  
 213 relative *IFNB* and *CXCL10* mRNA expression in the control BJ-5ta cells versus *GPT2* siRNA-silencing  
 214 BJ-5ta cells. (E) The relative ISG expression in the control MC38 cells versus *Gpt2* knockdown MC38  
 215 cells after indicated treatment. (F) The relative ISG expression in the control MC38 cells versus *Got2*  
 216 and *Gpt2* double knockdown MC38 cells after indicated treatment. (G) Western blot detected P-IRF3,  
 217 P-STAT1, GOT2 and GPT2 levels in MC38 cells treated as in (F). (H and I) Relative *IFNB* mRNA  
 218 levels (H) and effector protein expression (I) in control BJ-5ta cells and BJ-5ta cells with *GPT2/GOT2*  
 219 double knockdown following the indicated treatments. Data are represented as means  $\pm$  SEM.  
 220 Representative data are shown from two or three independent experiments. Statistical analysis was  
 221 performed by unpaired *t* test (A-F) or 2-way ANOVA followed by Tukey's test (H).

222

223 **Supplemental Figure 3. Aspartate deficiency augments cGAS-STING-mediated type I**  
 224 **interferon response.**

225 (A) Relative aspartate and asparagine levels in L929 cells pre-treated with 0.5 mM AOA for 1 h  
 226 followed by HT-DNA (0.5 $\mu$ g/ml) transfection for 6 h or not compared with Mock group (n=3). (B)  
 227 Relative aspartate levels in L929 cells after indicated treatment compared with Mock (shScr) group.  
 228 (C-G) BJ-5ta, HT-1080, RAW264.7, B16-F10 and MC38 cells were treated with 0.5 mM AOA for 1 h  
 229 followed by DMXAA (50 $\mu$ M) stimulation or HT-DNA (0.5 $\mu$ g/ml) transfection or not for 6 h in the absence  
 230 or presence of 20 mM aspartate, and then cells were harvested for qPCR analysis of IFN response  
 231 gene expression. (H) KEGG pathways enrichment of the up-regulated genes. (I-M) Western blot  
 232 detected P-IRF3, P-TBK1 levels in different cell lines treated as in C-G. Data are represented as

means  $\pm$  SEM. Representative data are shown from two or three independent experiments. Statistical analysis was performed by unpaired *t* test (**A**) or 1-way ANOVA followed by Tukey's test (**B-G**). \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001.

236

**Supplemental Figure 4. The effect of AOA on enhancing ISGs cannot be reversed by most of examined metabolites.**

(**A**) Relative abundances of metabolites in TCA and urea cycle were measured in L929 cells treated as indicated by LC-MS. (**B-E**) BJ-5ta were treated with or without 1mM AOA for 1 h followed by HT-DNA (0.5 $\mu$ g/ml) stimulation for 6 h in the absence or presence of indicated metabolites, and then cells were harvested for qPCR analysis of type I IFN expression. (**F-J**) L929 cells were treated with or without 0.5 mM AOA for 1 h followed by HT-DNA (0.5 $\mu$ g/ml) stimulation for 6 h in the absence or presence of indicated metabolites, and then cells were harvested for qPCR analysis of *Cxcl10* expression. (**K**) A schematic representation showing AOA induced ROS production and imbalanced NAD<sup>+</sup>/NADH ratio. (**L**) Intracellular NAD<sup>+</sup>/NADH ratio were measured by NAD<sup>+</sup>/NADH detection kit. L929 cells were treated as indicated. (**M**) L929 were treated with 0.5 mM AOA for 1 h followed by HT-DNA (0.5 $\mu$ g/ml) transfection for 6 h in the absence or presence of NAC (N-acetylcysteine), and then cells were harvested for qPCR analysis of ISGs expression. Data are represented as means  $\pm$  SEM. Representative data are shown from two or three independent experiments. Statistical analysis was performed by unpaired *t* test (**A**) or 1-way ANOVA followed by Tukey's or Bonferroni's test (**B-M**). \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001.

253

**Supplemental Figure 5. The effect of AOA on enhancing ISG expression is hindered by**

**pyrimidine nucleosides.**

(**A** and **B**) L929 (**A**) or MC38 (**B**) cells were treated with 0.5 mM AOA for 1 h followed by HT-DNA (0.5 µg/ml) stimulation for 6 h in the absence or presence of pyrimidine nucleosides (+100µM, ++200µM cytidine, thymidine and uridine), and then cells were harvested for qPCR analysis of ISGs expression. (**C**) Verifying *Cad* knockdown efficiency by qPCR in L929 cells. Data are represented as means ± SEM. Representative data are shown from two or three independent experiments. Statistical analysis was performed by 1-way ANOVA followed by Tukey's test (**A-C**). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ .

**Supplemental Figure 6. The effect of AOA on enhancing ISG expression is not associated with DNA damage or cell apoptosis.**

(**A** and **B**) Western blot detected γH2AX and P-IRF3 levels in L929 (**A**) and BJ-5ta cells (**B**) treated as indicated. (**C**) MC38 cells were treated with AOA for 6 h, followed by collection of whole-cell lysates (WCL) or isolation of mitochondrial (Mito) and nuclear (Nuc) fractions. Western blot validation of subcellular fractionation. (**D-F**) Mass spectrometry analysis of relative aspartate levels in WCL (**D**), mitochondrial (**E**), and nuclear fractions (**F**) (n=3). (**G**) Western blot analysis of BAX and BAK in L929 cells to determine the knockout efficiency. (**H**) *Bax* and *Bak* knockout L929 cells were treated with 0.5 mM AOA and/or HT-DNA (0.5µg/ml) for 6 h, cells were harvested for qPCR analysis ISGs expression. (**I** and **J**) Representative flow cytometric images (**I**) and quantitative analysis (**J**) of the percentage of FVS780<sup>+</sup>Annexin V<sup>+</sup> cells in L929 cells treated with different dose of AOA. Representative data are shown from two independent experiments. Statistical analysis was performed by unpaired *t* test (**D-F**) or 1-way ANOVA followed by Tukey's test (**H** and **J**). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ .

277 0.0001.

278

279 **Supplemental Figure 7. AOA triggers mtDNA release to amplify cGAS-STING activation.**

280 **(A)** Schematic of the subcellular fractionation protocol. **(B)** Western blot detected  $\alpha$ -Tubulin (cytosol),  
281 TOM20 (OMM), PDH (Matrix), COX IV (IMM) and Histone H3 (nuclei) to validate pure cytosolic  
282 fraction in MC38 cells treated as indicated. **(C)** MC38 cells were treated with AOA in the absence or  
283 presence of 20mM aspartate followed by HT-DNA transfection and then cells were harvested for  
284 qPCR analysis of mtDNA levels in cytosolic fractions. **(D and E)** MC38 cells **(D)** or L929 cells **(E)** were  
285 treated with AOA in the absence or presence of 20 mM aspartate and then cells were harvested for  
286 qPCR analysis of mtDNA levels in cytosol. **(F and G)** The relative cytosolic mtDNA levels in *Got2* and  
287 *Gpt2* shRNA-silencing and control MC38 cells **(F)** or siRNA-silencing and control L929 cells **(G)**. **(H)**  
288 Relative mtDNA copy number of wild-type MC38 cells exposed to ddC for 7 days. **(I)** ISGs expression  
289 were analyzed by qPCR after indicated treatment. Representative data are shown from two or three  
290 independent experiments. **(J)** MC38 cells were treated AOA for 6 h, followed by qPCR analysis of  
291 mtRNA levels in cytosolic fractions. Statistical analysis was performed by unpaired *t* test **(F-H, J)** and  
292 1-way ANOVA **(C-E)** or 2-way ANOVA **(I)** followed by Tukey's test. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001;  
293 \*\*\*\**P* < 0.0001.

294

295 **Supplemental Figure 8. Aspartate deficiency enhances cGAS-STING signaling through VDAC-**  
296 **mediated mtDNA release.**

297 **(A)** Representative Immunofluorescence images of mitochondrial (TOM20, red) or dsDNA (green) in  
298 BJ-5ta cells treated with AOA in the absence or presence of VBIT-4 for 6 h. Scale bars, 10 $\mu$ m. Right:

quantification of cytosolic dsDNA in BJ-5ta cells with indicated treatment (n=48 fields per group from 3 biological replicates). **(B)** L929 cells were treated with 10μM VBIT-4 (inhibitor of voltage-dependent anion channel (VDAC) oligomerization) for 48 h and then treated with AOA and/or HT-DNA for 6 h. Cells were harvested for qPCR analysis of ISGs expression. **(C)** Scr and *Vdac1/3* knockdown L929 cells were treated as indicated, followed qPCR analysis of ISGs expression. **(D and E)** L929 cells **(D)** and MC38 cells **(E)** were treated as indicated, P-IRF3 and P-STAT1 levels were detected by western blot. **(F and G)** MC38 cells **(F)** and B16-F10 cells **(G)** were treated with 10μM VBIT-4 for 48 h and then treated with AOA and/or HT-DNA for 6 h. ISGs expression were analyzed by qPCR. Representative data are shown from two or three independent experiments. Statistical analysis was performed by 1-way ANOVA **(A, B, F, G)** or 2-way ANOVA **(C)** followed by Tukey's test. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001.

310

**Supplemental Figure 9. The strengthening effect of mtDNA on the cGAS-STING pathway is independent of MLKL-mediated necroptotic signaling.**

**(A and B)** qPCR analysis **(A)** and western blots **(B)** of Scr and *Zbp1*<sup>-/-</sup> L929 cells with indicated treatment. **(C)** L929 cells were treated with Necrostatin-1 (Nec-1, 10 mM) or GSK'872 (2.5 mM) for 48h, followed by HT-DNA stimulation for 6 hrs with or without AOA for qPCR analysis. **(D)** Endogenous colP in L929 cells with indicated treatment. **(E and F)** qPCR analysis **(E)** and western blots **(F)** of Scr and *Mlkl*-knockdown L929 cells with indicated treatment. Data are represented as means ± SEM. Representative data are shown from two or three independent experiments. Statistical analysis was performed by 2-way ANOVA followed by Tukey's test **(A, C and E)**. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001.

321

322 **Supplemental Figure 10. AOA augments the effect of cGAMP on inducing type I IFN responses.**

323 **(A–C)** Body weight of animals in Figure 6. **(D)** Gating strategies of FACS. **(E and F)** AOA enhances  
324 cGAMP-mediated antitumor response. Quantification analysis of the percentage of CD8<sup>+</sup> T cells in  
325 living cells and surface CD69 expression **(E)**, IFN $\gamma$  and TNF $\alpha$  production **(F)** on CD8<sup>+</sup> T cells isolated  
326 from tumors of B16-F10 tumor bearing mice. FACS analysis was performed on day 14 after  
327 inoculation with  $2 \times 10^5$  tumor cells (n=7-9). Data are represented as means  $\pm$  SEM. Representative  
328 data are shown from two or three independent experiments. Statistical analysis was performed by  
329 unpaired t test **(E and F)**. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; \*\*\*\*P < 0.0001.

330

331 **Supplemental Figure 11. AOA does not directly alter CD8<sup>+</sup> T cell metabolism or function**

332 **(A–C)** C57BL/6 mice were intraperitoneally injected with PBS or AOA (5 mg/kg) for 18 h, followed by  
333 FACS sorting of splenic CD8<sup>+</sup> T cells for metabolomic analysis. Schematic of the experimental design  
334 **(A)**, heatmap of metabolite changes in CD8<sup>+</sup> T cells (n=3) **(B)** and relative aspartate levels in CD8<sup>+</sup> T  
335 cells **(C)**. **(D–I)** CD8<sup>+</sup> T cells were sorted from spleens of C57BL/6 mice and treated in vitro with AOA  
336 (1 mM) for 1 h followed by cGAMP (5 $\mu$ M) stimulation for 6 h, then subjected to metabolomic or FACS  
337 analysis. Schematic of the experimental design **(D)**, heatmap of metabolite changes in CD8<sup>+</sup> T  
338 cells(n=3) **(E)** and relative aspartate levels in CD8<sup>+</sup> T cells **(F)**. FACS analysis of CD69 **(G)**, IFN $\gamma$  **(H)**,  
339 and TNF $\alpha$  **(I)** expression in CD8<sup>+</sup> T cells. Data are represented as means  $\pm$  SEM. Representative data  
340 are shown from two or three independent experiments. Statistical analysis was performed by unpaired  
341 t test **(C and F, G–I)**. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; \*\*\*\*P < 0.0001.

342

343 **Supplemental Figure 12. AOA enhances CD8<sup>+</sup> T cell responses through type I interferon**  
344 **signaling**

345 **(A–D)** CD8<sup>+</sup> T cells were sorted from spleens of C57BL/6 mice and cultured in MC38-derived  
346 conditioned medium for 24 h, followed by FACS analysis. Schematic of the experimental design **(A)**.  
347 ELISA quantification of IFN $\beta$  in MC38-derived conditioned medium **(B)**. FACS analysis of CD69  
348 expression **(C)** and IFN $\gamma$  production **(D)** in CD8<sup>+</sup> T cells. **(E and F)** Tumor volume **(E)** and Kaplan–  
349 Meier survival curves **(F)** of C57BL/6 mice inoculated with  $8 \times 10^5$  MC38 cells (n = 6). Mice received  
350 anti-CD8 antibody (10 mg/kg, i.p.) or isotype control on days 0, 3, 6, 9, and 12 and were treated with  
351 cGAMP (3 $\mu$ g/mouse) combined with AOA (5 mg/kg, i.p.) or PBS on days 7, 10, and 13. **(G and H)**  
352 Tumor volume **(G)** and Kaplan–Meier survival curves **(H)** of *Ifnar1*-KO C57BL/6 mice inoculated with  
353  $8 \times 10^5$  MC38 cells (n = 6). Mice were treated with cGAMP (3 $\mu$ g/mouse) combined with AOA (5 mg/kg,  
354 i.p.) or PBS on days 7, 10, and 13. **(I and J)** Tumor volume **(I)** and Kaplan–Meier survival curves **(J)**  
355 of C57BL/6 mice inoculated with  $8 \times 10^5$  MC38 cells (n = 6). Mice received 20mg/kg of anti-IFNAR1  
356 antibody or isotype control intraperitoneally on days 0, 3, 6, 9, and 12 and were treated with cGAMP  
357 (3 $\mu$ g/mouse) combined with AOA (5 mg/kg, i.p.) or PBS on days 7, 10, and 13. Data are represented  
358 as means  $\pm$  SEM. Representative data are shown from two or three independent experiments.  
359 Statistical analysis was performed by 1-way ANOVA **(B–D)** and 2-way ANOVA followed by Tukey's test  
360 **(E, G, I)** or log-rank test **(F, H and J)**. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; \*\*\*\*P < 0.0001.

361

**Supplemental Figure 13. AOA synergizes with chemotherapy-mediated antitumor immunity in the AOM/DSS CRC model**

(A) Schematic of the AOM/DSS-induced CRC mouse model, treated with oxaliplatin or/and AOA. Oxaliplatin was administered every 4 days combined with daily injections of AOA for four injections. (B) Body weight dynamics of AOM/DSS-induced murine colorectal cancer model. (C and D) Representative colon images (C) and tumor number (D). Scale bars, 1 cm. (E and F) CD8<sup>+</sup> T cells producing IFN $\gamma$  (E) and TNF $\alpha$  (F) in the lamina propria were analyzed on day 85 after AOM injection (n = 6 per group). Data are represented as means  $\pm$  SEM. Representative data are shown from two or three independent experiments. Statistical analysis was performed by 1-way ANOVA followed by Bonferroni's test (D-F). \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; \*\*\*\*P < 0.0001.

**Supplemental Figure 14. AOA synergizes with radiotherapy to enhance ISG induction and suppress tumor growth**

(A) MC38 cells were irradiated with 6 Gy and treated with AOA for 24 or 48 h, followed by qPCR analysis of *Irfn* and ISGs. (B and C) Tumor volume (B) and Kaplan–Meier survival curves (C) of C57BL/6 mice inoculated with  $8 \times 10^5$  MC38 cells (n = 6). Mice received 6 Gy irradiation on days 11, 14, and 17 and daily AOA (5 mg/kg, i.p.) or PBS from days 11 to 19. (D) Body weight of mice in (B). Data are represented as means  $\pm$  SEM. Representative data are shown from two or three independent experiments. Statistical analysis was performed by unpaired *t* test (B and D) or 1-way ANOVA followed by Tukey's test (A) and log-rank test (C). \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; \*\*\*\*P < 0.0001.

383 **Supplemental Figure 15. Lower aspartate correlates with enhanced anti-tumor immunity in**  
384 **cancer patients**

385 **(A)** Correlation analysis for aspartate-related pyrimidine synthesis pathway activity score level versus  
386 cGAS, STING1, IRF3 and ISG15 in human KIRC, KIRP and LIHC from TCGA Pan Cancer Atlas. R  
387 and P represent Pearson's correlation coefficients and 2-tailed P values. Abbreviation: KIRC (n = 524),  
388 Kidney renal clear cell carcinoma; KIRP (n = 284), Kidney renal papillary cell carcinoma; LIHC (n =  
389 363), Liver hepatocellular carcinoma. **(B)** The correlation analysis of aspartate-related pyrimidine  
390 synthesis pathway activity score with CD8<sup>+</sup> T cell infiltration for TCGA cancer type. Each red line  
391 represents a regression line with Spearman's correlation coefficient (R). Abbreviation: BLCA (n = 404),  
392 Bladder Urothelial Carcinoma; BRCA (n = 1058), Breast invasive carcinoma; COAD (n = 435), Colon  
393 adenocarcinoma; ESCA (n = 152), Esophageal carcinoma; HNSC (n = 494), Head and Neck  
394 squamous cell carcinoma; KIRC (n = 524), Kidney renal clear cell carcinoma; LUAD (n = 497), Lung  
395 adenocarcinoma; LUSC (n = 489), Lung squamous cell carcinoma; MESO (n = 80), Mesothelioma;  
396 OV (n = 353), Ovarian serous cystadenocarcinoma; READ (n = 156), Rectum adenocarcinoma;  
397 UCEC (n = 536), Uterine Corpus Endometrial Carcinoma; **(C)** LC-MS analysis of aspartate in human  
398 colorectal tumor tissue (CRC, n = 20 patients). **(D)** Representative IHC and H&E staining of tumor  
399 tissue in human colorectal carcinomas, showing lymphocyte cell infiltration and pathology. Scale bars,  
400 200µm. **(E)** The correlations of aspartate levels with CD3, CD8 or granzyme B expression in colorectal  
401 tumor tissue (CRC, n = 20 patients). **(F)** Diagram showing that intracellular aspartate deficiency blocks  
402 the CAD-mediated *de novo* pyrimidine synthesis pathway, resulting in the release of mitochondrial  
403 DNA (mtDNA), which amplifies cGAS-STING pathway response to agonists via the ZBP1-RIPK1/3  
404 axis.

**Table S1: List of primers used in qPCR**

| Gene                  | Forward Sequence                | Reverse Sequence              |
|-----------------------|---------------------------------|-------------------------------|
| Mouse-Actb            | ATGCTCCCCGGGCTGTAT              | CATAGGAGTCCTTCTGACCCAT<br>TC  |
| Mouse-Ifnb            | TCCGAGCAGAGATCTTCAGGAA          | TGCAACCACCACTCATTCTGAG        |
| Mouse-Cxcl10          | GCCGTCATTTTCTGCCTCA             | CGTCCTTGCGAGAGGGATC           |
| Mouse-Ccl5            | ACGTCAAGGAGTATTTCTACAC          | GATGTATTCTTGAACCCACT          |
| Mouse-Isg15           | CATCCTGGTGAGGAACGAAAGG          | CTCAGCCAGAACTGGTCTTCGT        |
| Mouse-Ifi44           | CTGATTACAAAAGAAGACATGACA<br>GAC | AGGCAAAACCAAAGACTCCA          |
| Mouse-Usp18           | GAGAGGACCATGAAGAGGA             | TAAACCAACCAGACCATGAG          |
| Mouse-Ifit1           | TACAGGCTGGAGTGTGCTGAGA          | CTCCACTTTTCAGAGCCTTCGCA       |
| Mouse-Ifit3           | GCTCAGGCTTACGTTGACAAGG          | CTTTAGGCGTGTCCATCCTTCC        |
| Mouse-mtDNA<br>Dloop1 | AATCTACCATCCTCCGTGAAACC         | TCAGTTTAGCTACCCCCAAGTTT<br>AA |
| Mouse-mtDNA<br>Dloop2 | CCCTTCCCATTGTTTGGTCT            | TGGTTTCACGGAGGATGG            |
| Mouse-mtDNA<br>Dloop3 | TCCTCCGTGAAACCAACAA             | AGCGAGAAGAGGGGCATT            |
| Mouse-mtDNA<br>Cytb   | GCTTTCCACTTCATCTTACCATTTA       | TGTTGGGTTGTTTGATCCTG          |
| Mouse-mtDNA<br>ND1    | CTAGCAGAAACAAACCGGGC            | CCGGCTGCGTATTCTACGTT          |
| Mouse-mtDNA<br>ND4    | AACGGATCCACAGCCGTA              | AGTCCTCGGGCCATGATT            |
| Mouse-nucDNA<br>Tert  | CTAGCTCATGTGTCAAGACCCTCT<br>T   | GCCAGCACGTTTCTCTCGTT          |
| Mouse-Cad             | CTGCCCGGATTGATTGATGTC           | GGTATTAGGCATAGCACAAACC<br>A   |
| Mouse-Vdac1           | CCCACATACGCCGATCTTGG            | GTGGTTTCCGTGTTGGCAGA          |
| Mouse-Vdac3           | CAAAGGGTATGGGTTTGGCAT           | TTGGTCTCTAGGTTGCCTGAT         |
| Mouse-Got2            | GGACCTCCAGATCCCATCCT            | GGTTTCCGTTATCATCCCGGTA        |
| Mouse-Gpt2            | AACCATTCACTGAGGTAATCCGA         | GGGCTGTTTAGTAGGTTTGGGT<br>A   |
| Human-ACTB            | TCCCTGGAGAAGAGCTACG             | GTAGTTTCGTGGATGCCACA          |
| Human-IFNB            | AGGACAGGATGAACTTTGAC            | TGATAGACATTAGCCAGGAG          |
| Human-CXCL10          | TGGCATTCAAGGAGTACCTC            | TTGTAGCAATGATCTCAACACG        |
| Human-CCL5            | GCTGTCATCCTCATTGCTACTG          | TGGTGTAGAAATACTCCTTGATG<br>TG |
| Human-ISG54           | CTGAACCGAGCCCTGCCGAAC           | GCTGCCTCGTTTTGCCCTTTGA<br>G   |

411 **Table S2: sgRNA and shRNA oligos used in this paper**

| Gene           | Sequence              | Comments |
|----------------|-----------------------|----------|
| <i>Cad-1</i>   | CCGAGTCTTGTCTGAACCTAA | shRNA    |
| <i>Cad-2</i>   | GCCTCCACGAAAGGTTCTAAT | shRNA    |
| <i>Vdac1</i>   | GAGTTGATAAATACCACGTTA | shRNA    |
| <i>Ripk1</i>   | CCTGAATGACATCAATGCAAA | shRNA    |
| <i>Ripk3</i>   | GCTATGGTTAATCTTCGTAAT | shRNA    |
| <i>Mlkl-1</i>  | GCAGGATTTGAGTTAAGCAAA | shRNA    |
| <i>Mlkl-2</i>  | CGGACAGCAAAGAGCACTAAA | shRNA    |
| <i>Rigi-1</i>  | CCACAGTTGATCCAAATGATA | shRNA    |
| <i>Rigi-2</i>  | ACTGGAACAGGTCGTTTATAA | shRNA    |
| <i>Ifih1-1</i> | CCACAGAATCAGACACAAGTT | shRNA    |
| <i>Ifih1-2</i> | CTACAAATCAACGACACGAT  | shRNA    |
| <i>Vdac3</i>   | CGAGAGGATTGAAACGTCAAT | shRNA    |
| <i>Cgas</i>    | ATATTCTTGTAGCTCAATCC  | sgRNA    |
| <i>Sting</i>   | GAAGGCCAAACATCCAACCTG | sgRNA    |
| <i>Irf3</i>    | CCAGTGGTGCCTACACCCCG  | sgRNA    |
| <i>Bax</i>     | GTTTCATCCAGGATCGAGCA  | sgRNA    |
| <i>Bak</i>     | GGAACCTCTGTGTCGTAGCGC | sgRNA    |
| <i>Zbp1-1</i>  | GAAGATCTACCACTCACGTC  | sgRNA    |
| <i>Zbp1-2</i>  | AGTCCTTTACCGCCTGAAGA  | sgRNA    |

412

413

Supplemental Figure 1

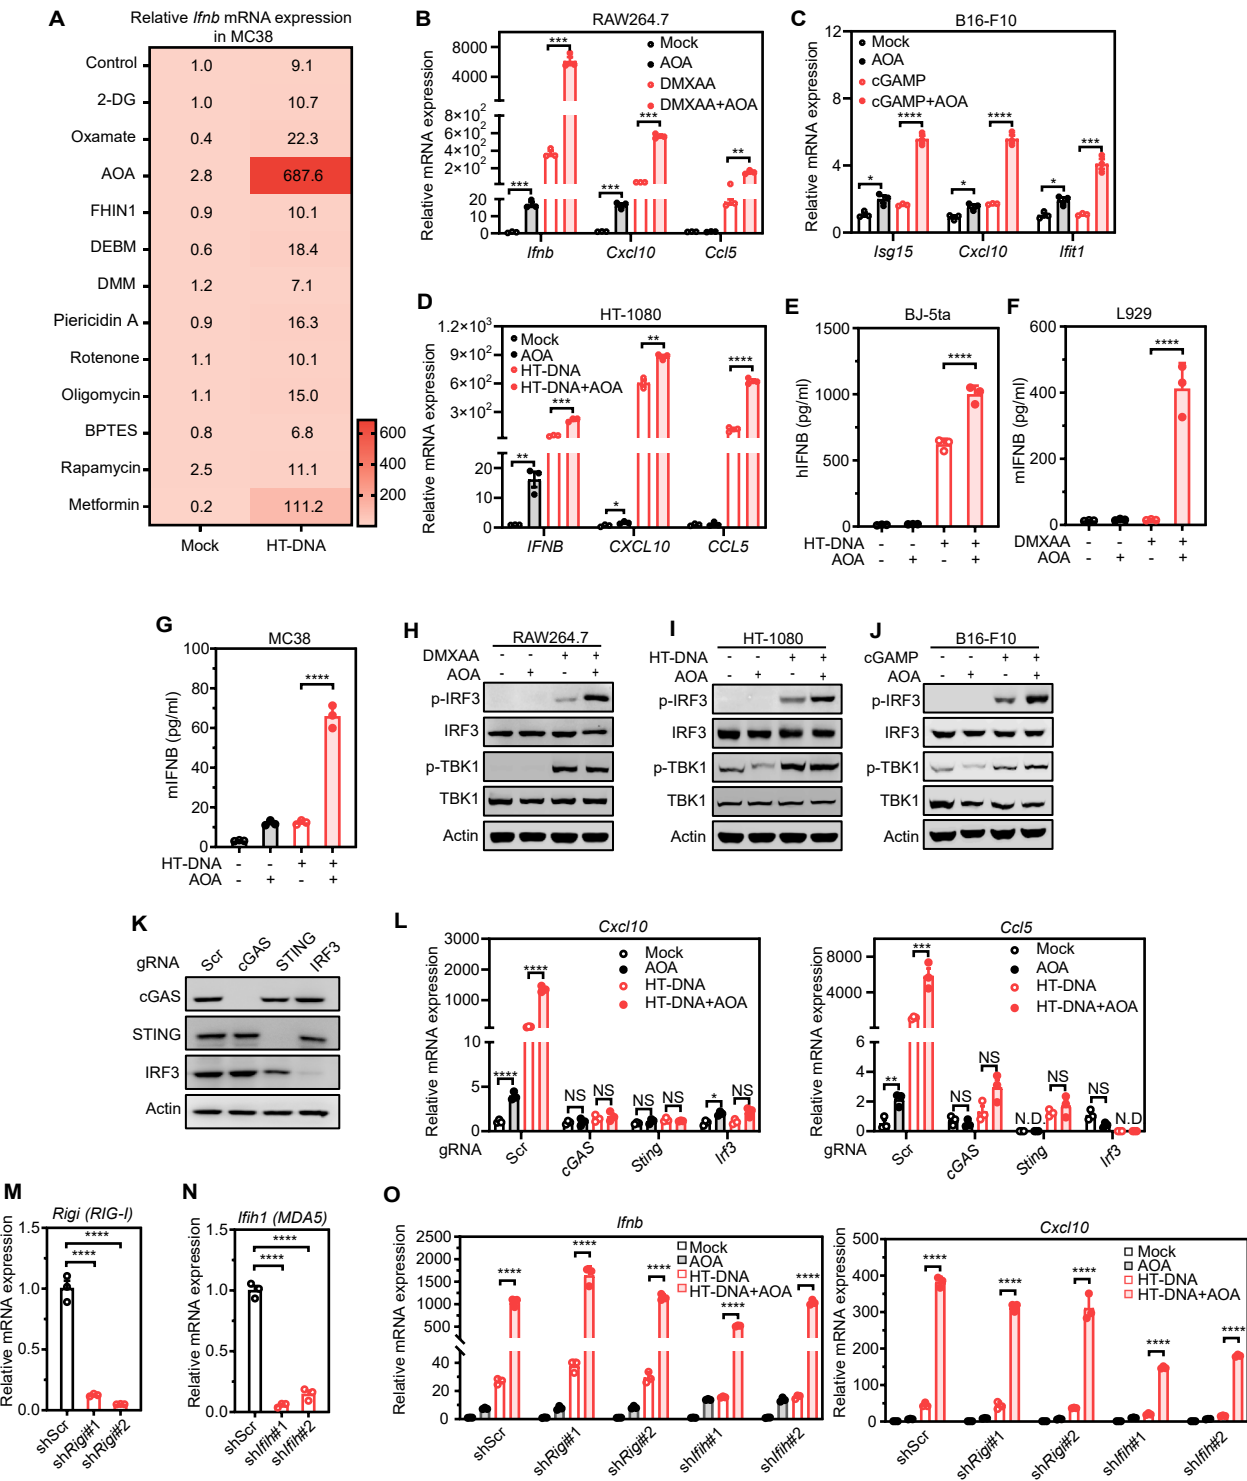

Supplemental Figure 2

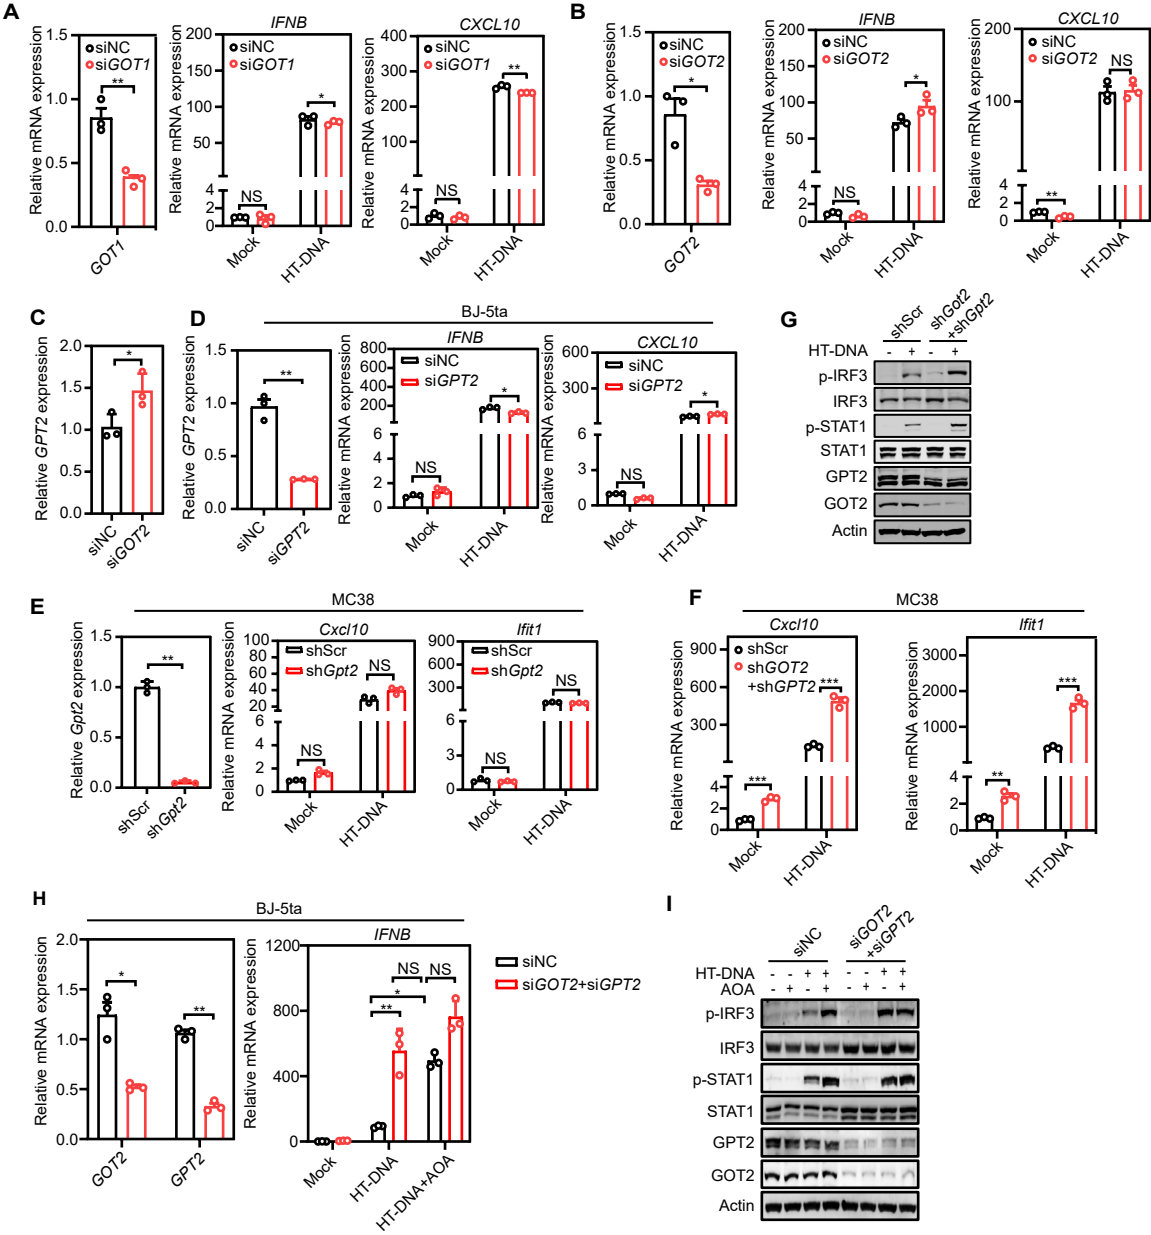

Supplemental Figure 3

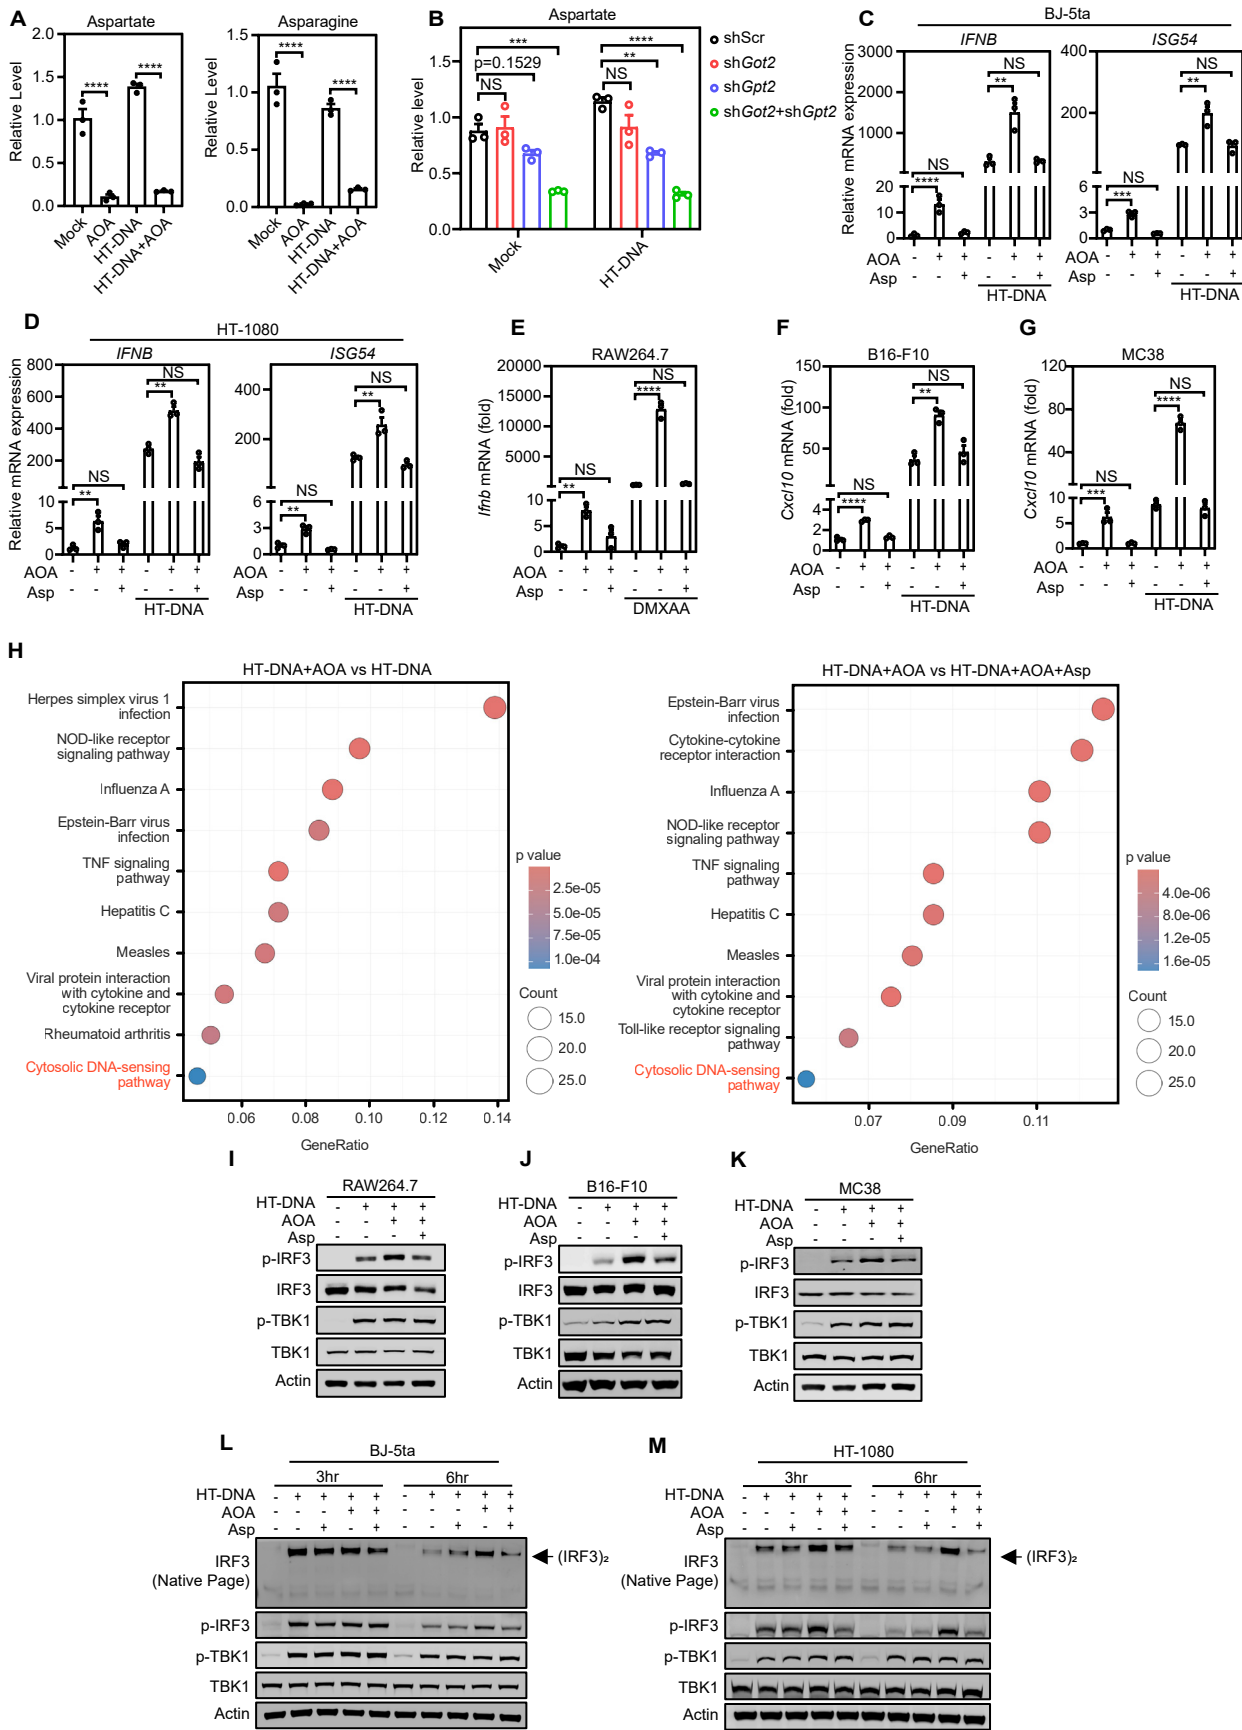

Supplemental Figure 4

A

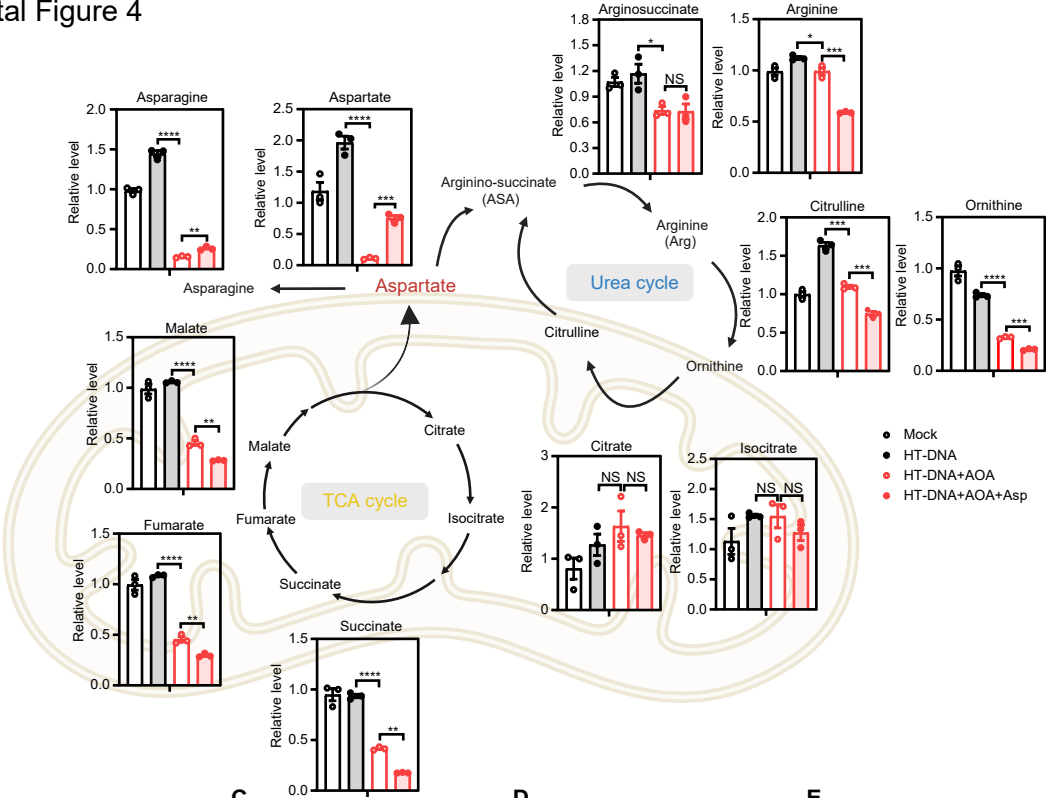

B

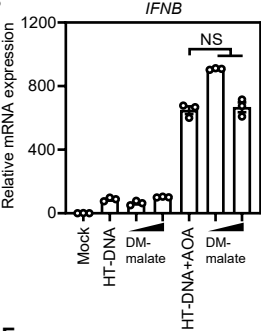

C

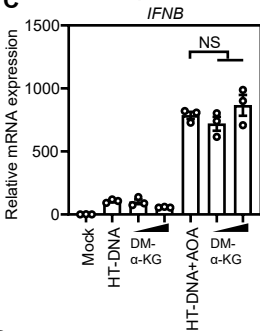

D

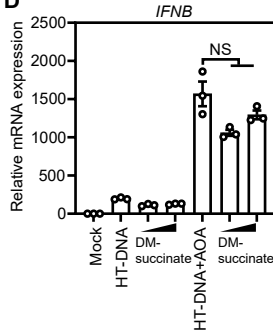

E

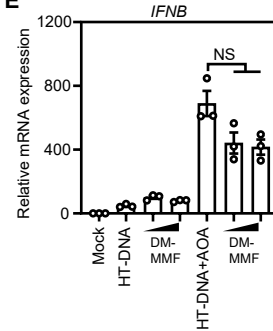

F

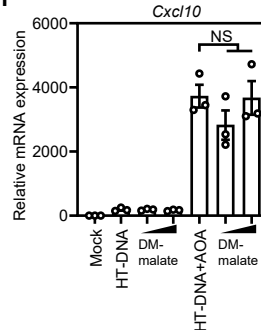

G

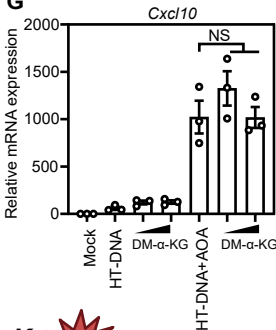

H

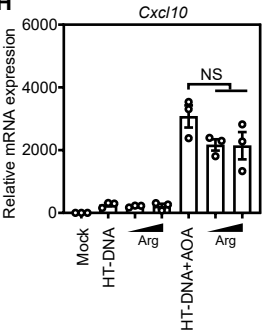

I

J

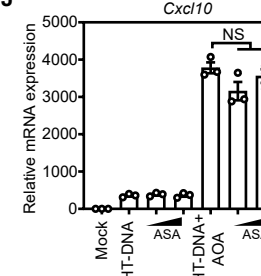

K

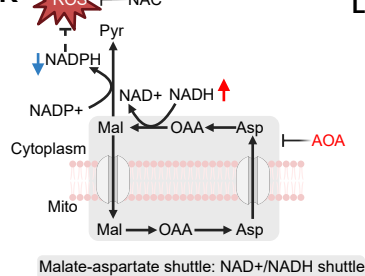

L

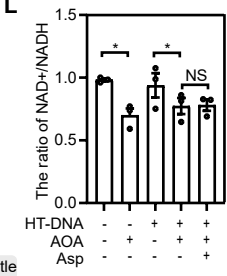

M

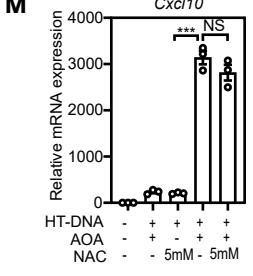

Supplemental Figure 5

A

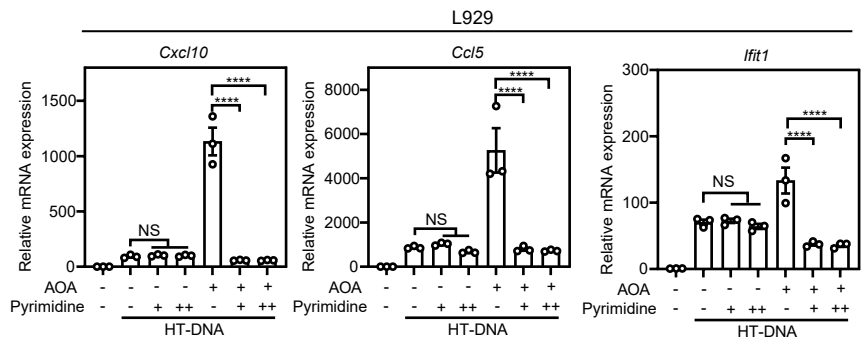

B

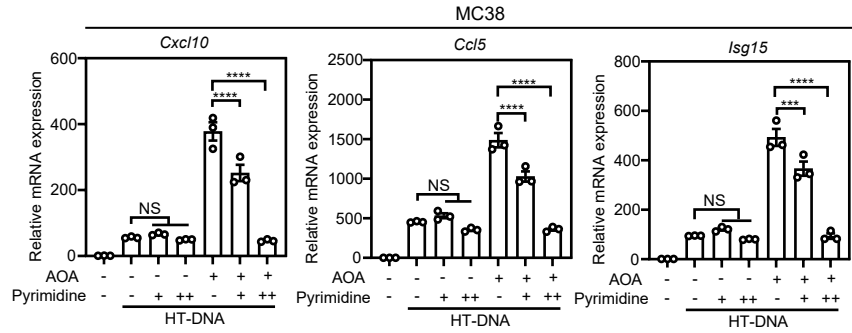

C

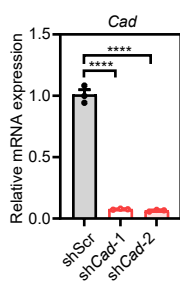

Supplemental Figure 6

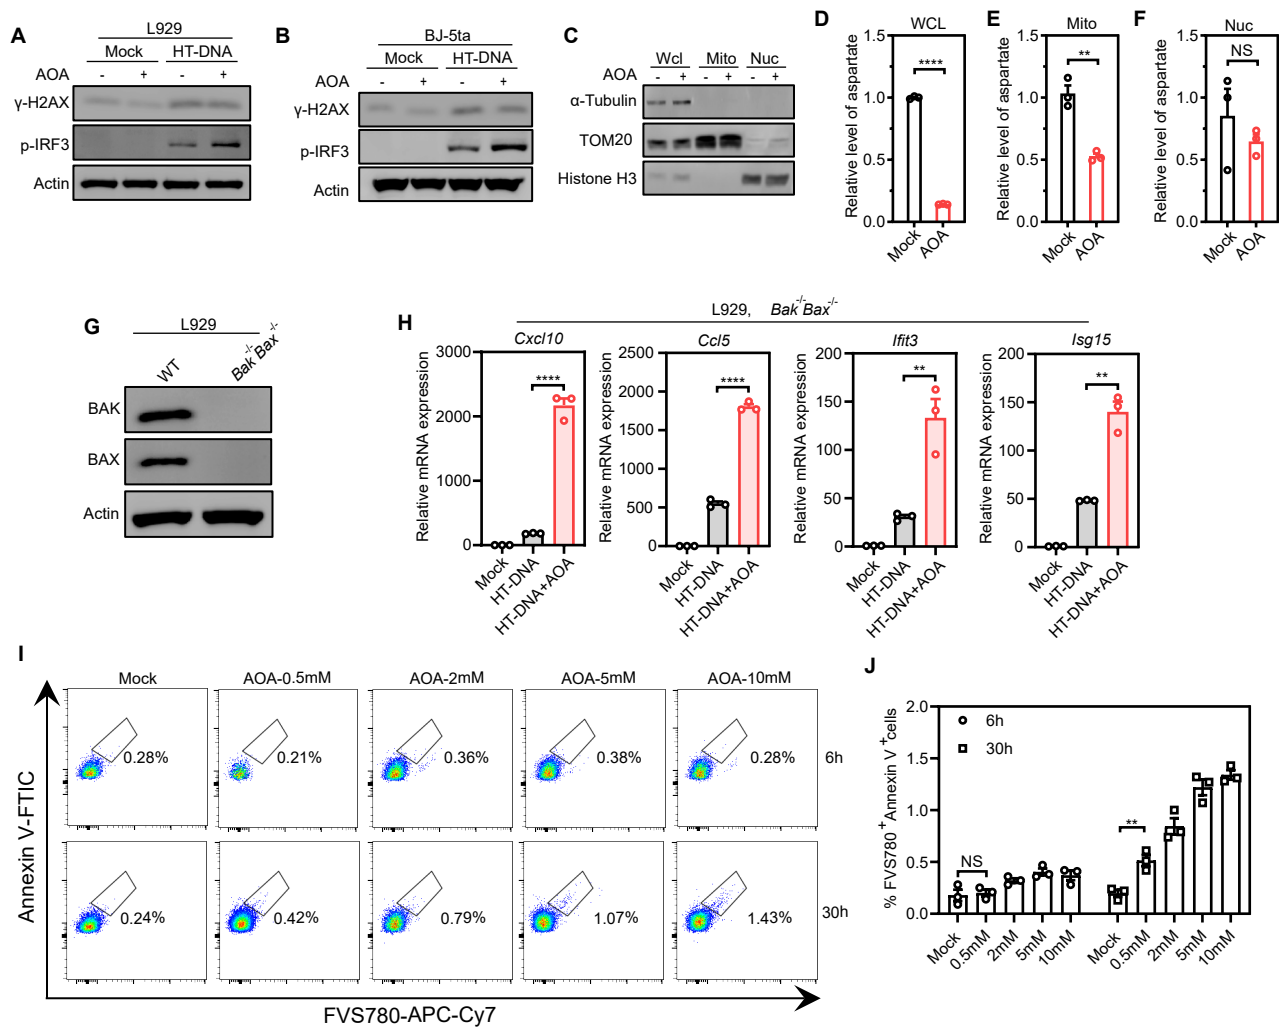

Supplemental Figure 7

A

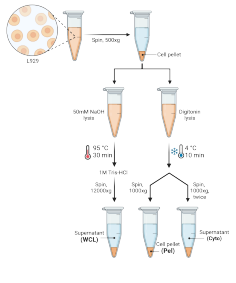

B

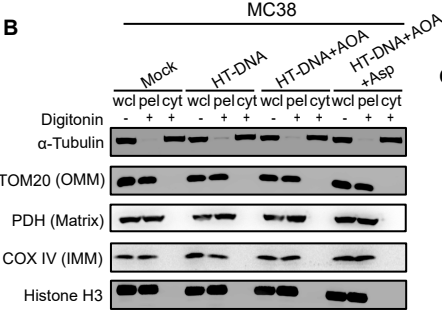

C

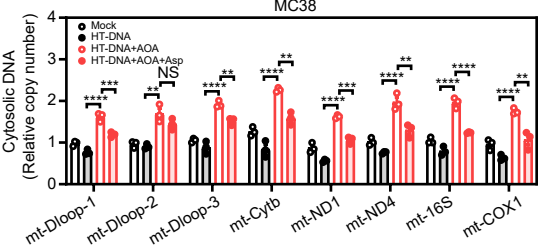

D

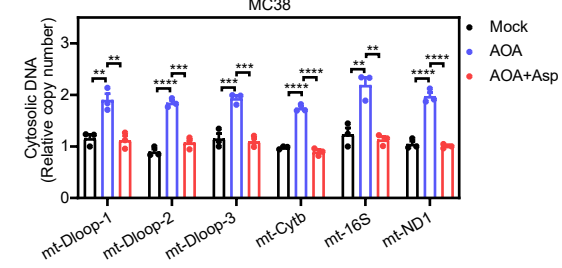

E

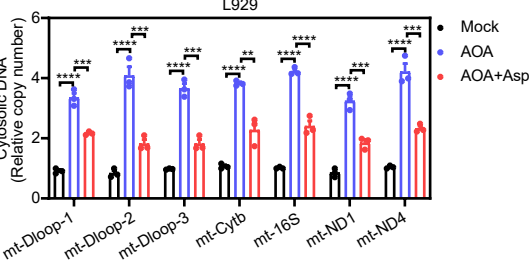

F

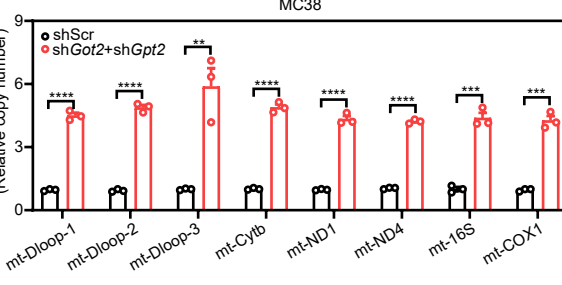

G

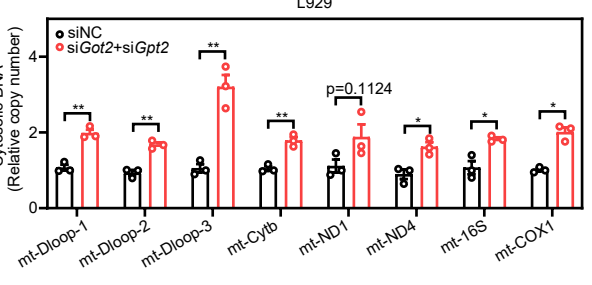

H

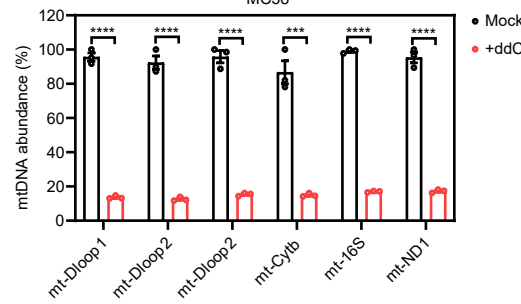

I

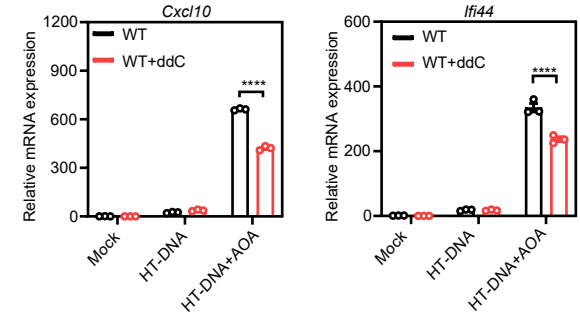

J

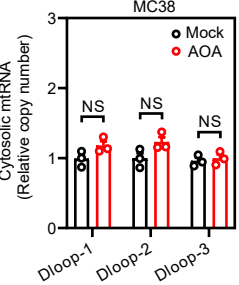

Supplemental Figure 8

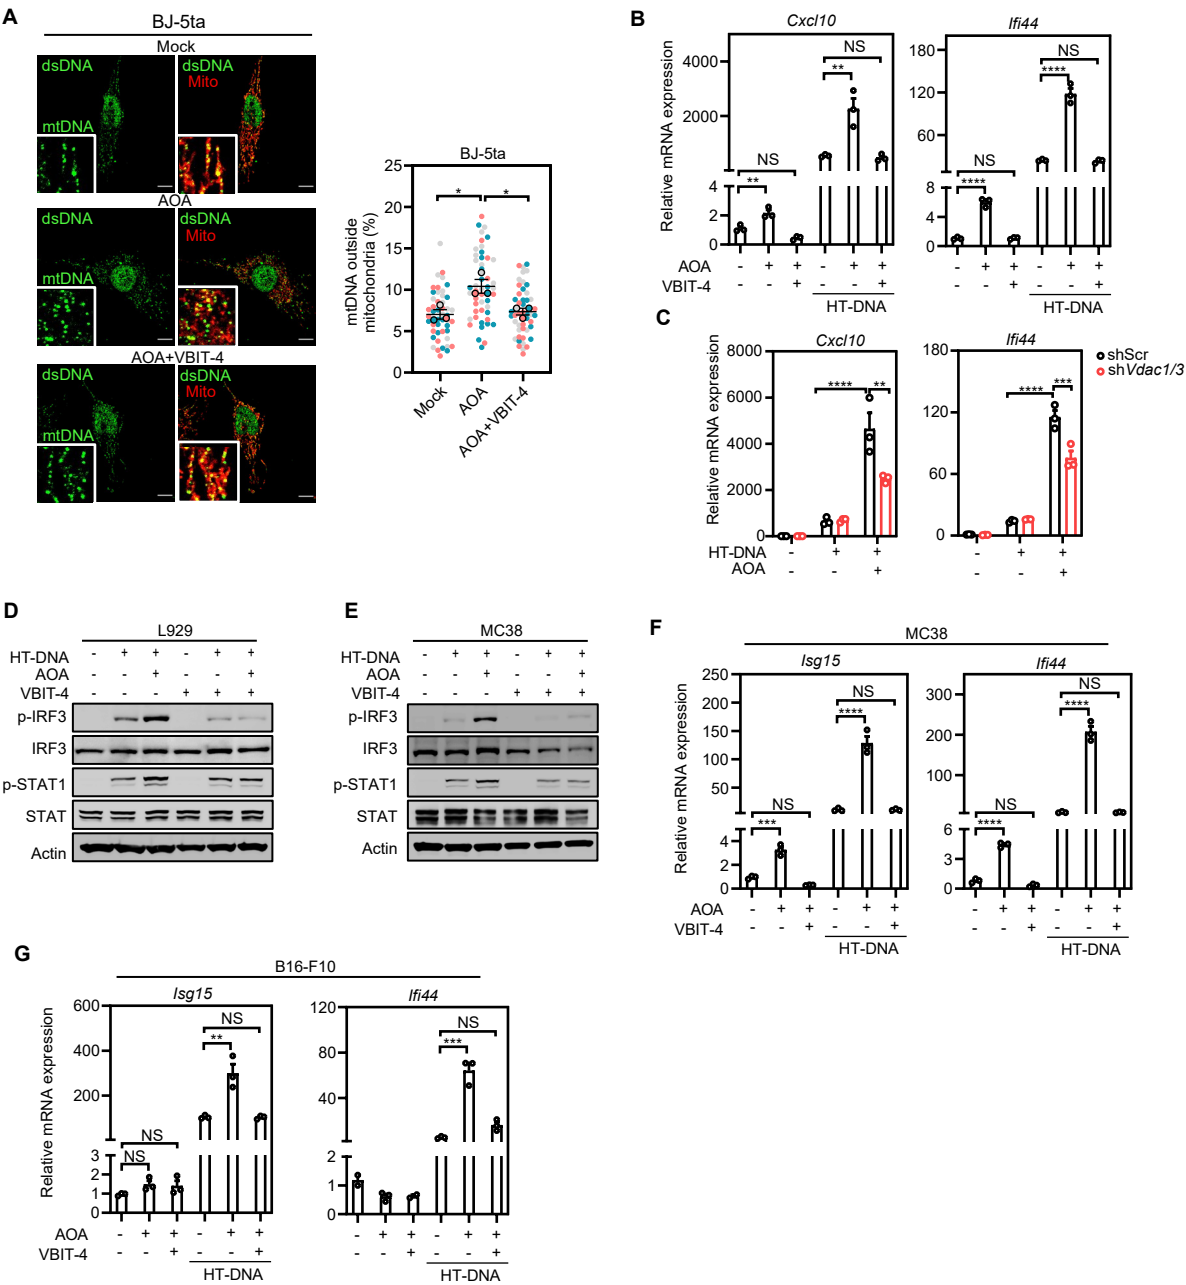

Supplemental Figure 9

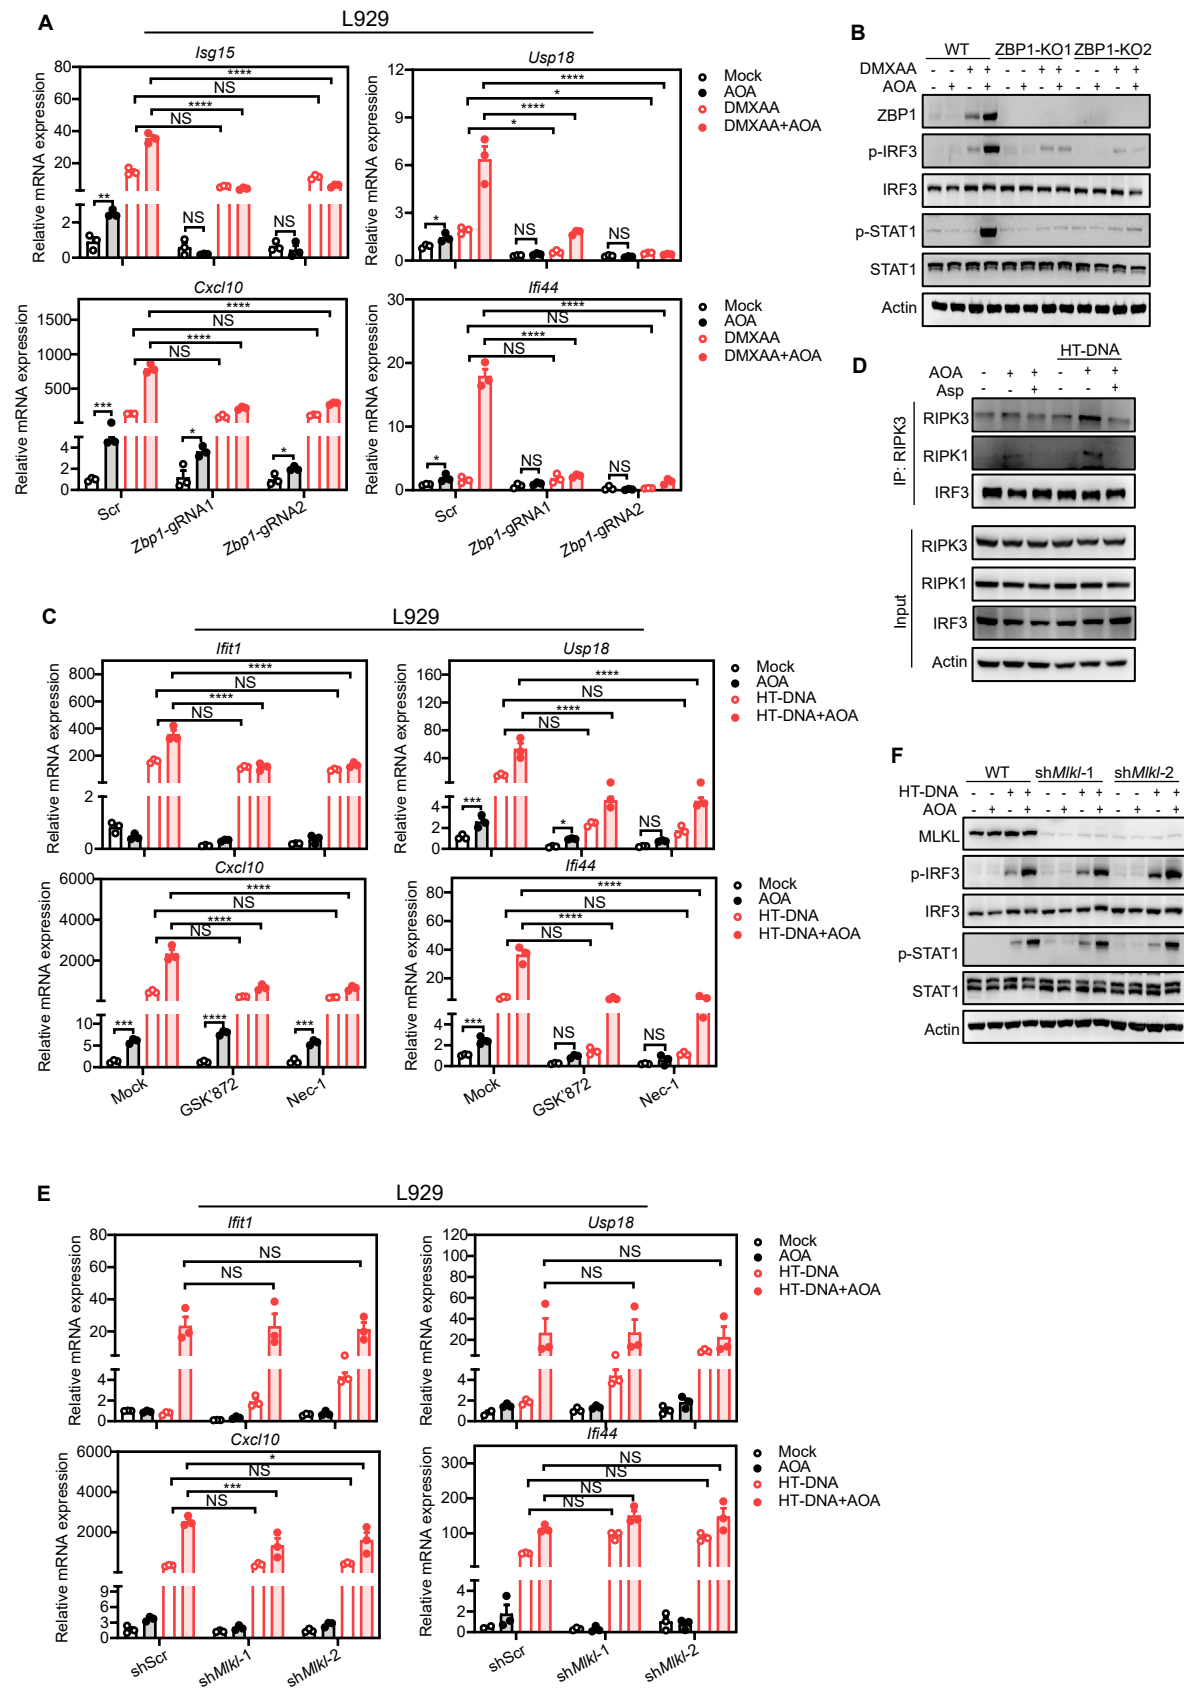

Supplemental Figure 10

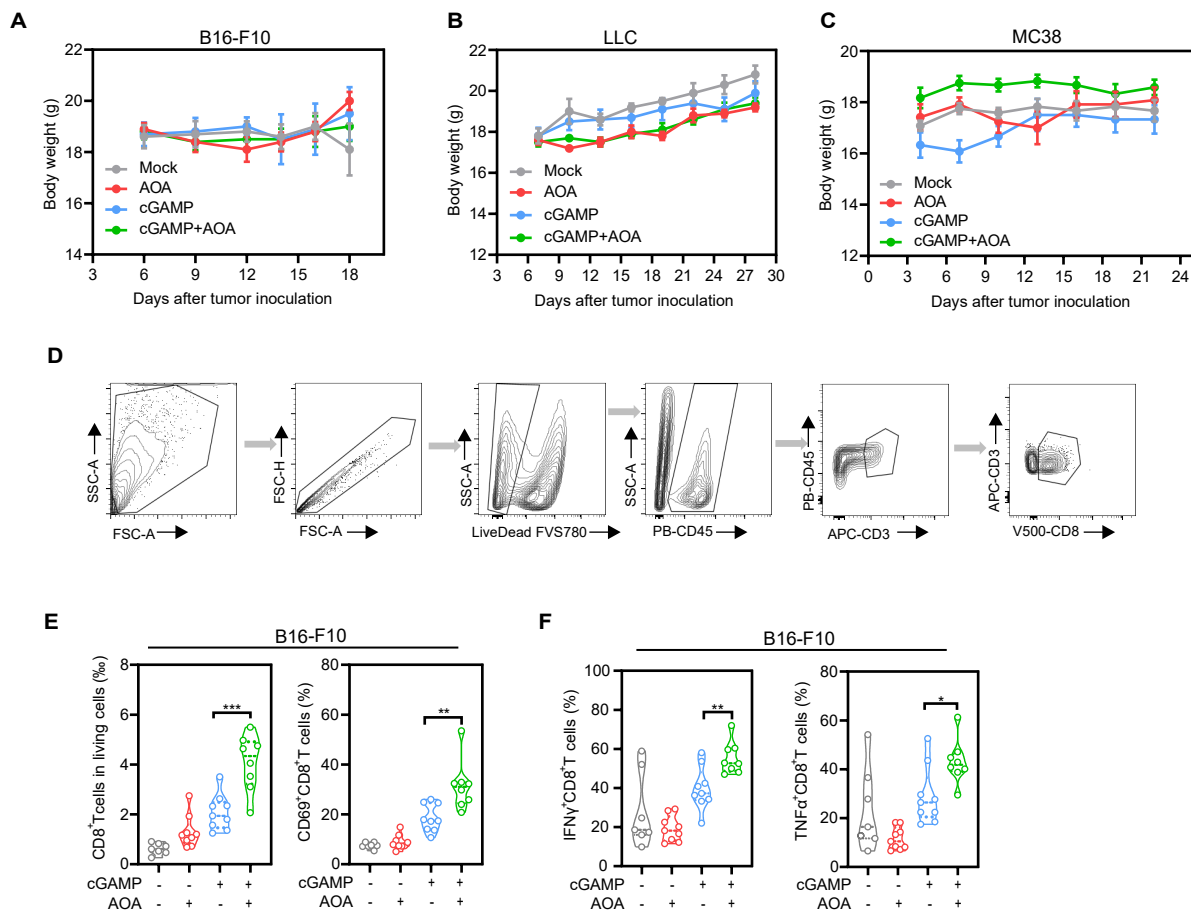

# Supplemental Figure 11

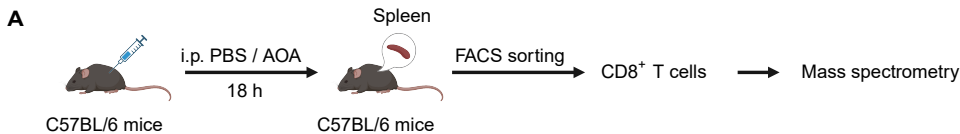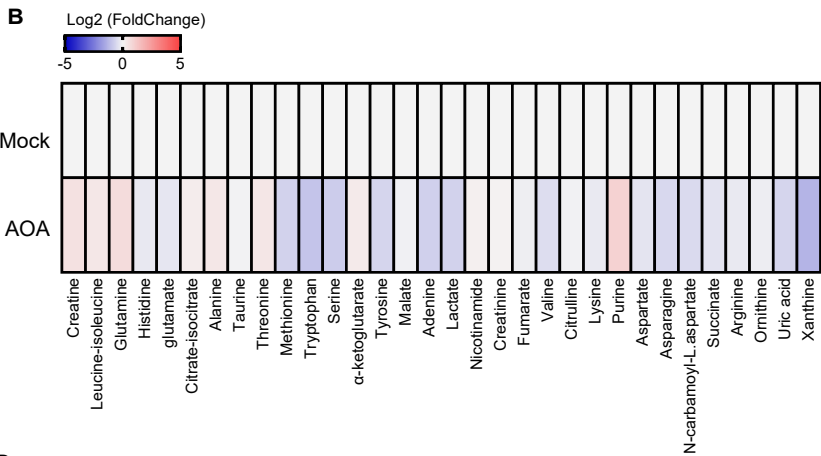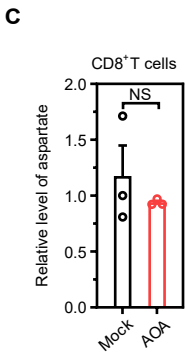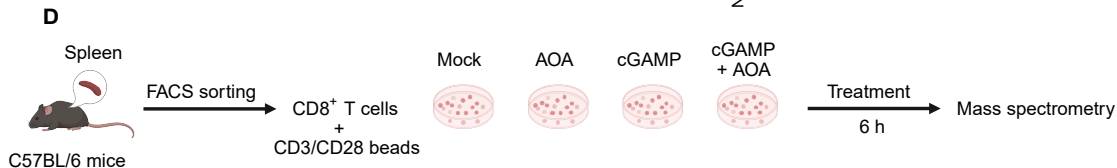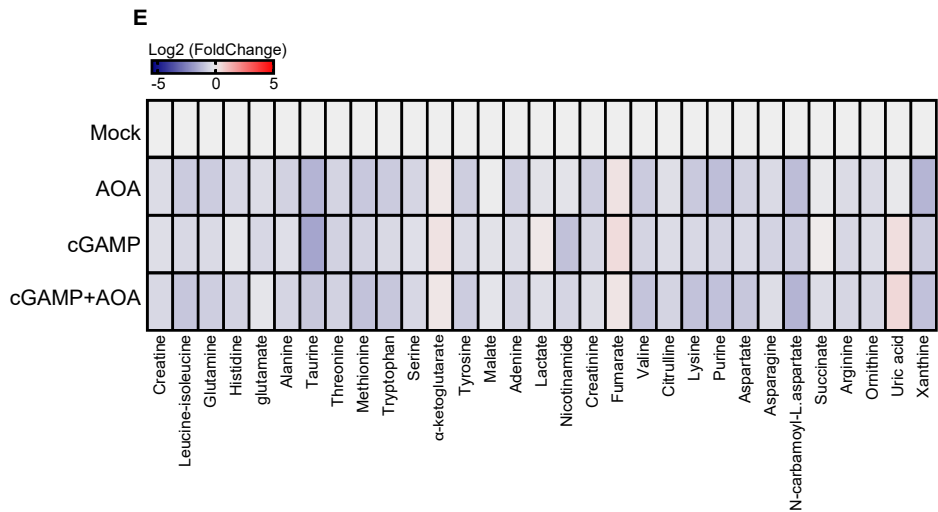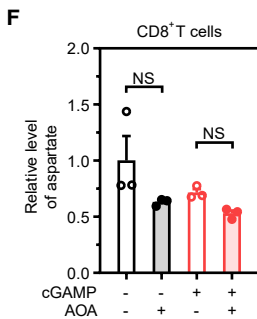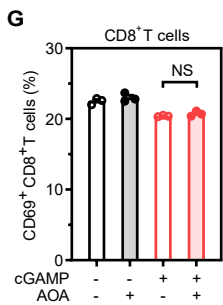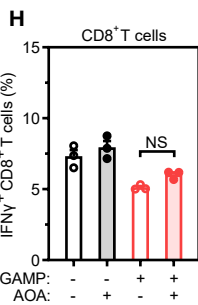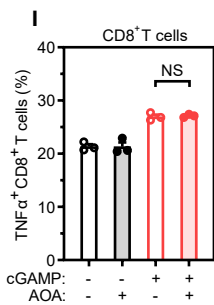

Supplemental Figure 12

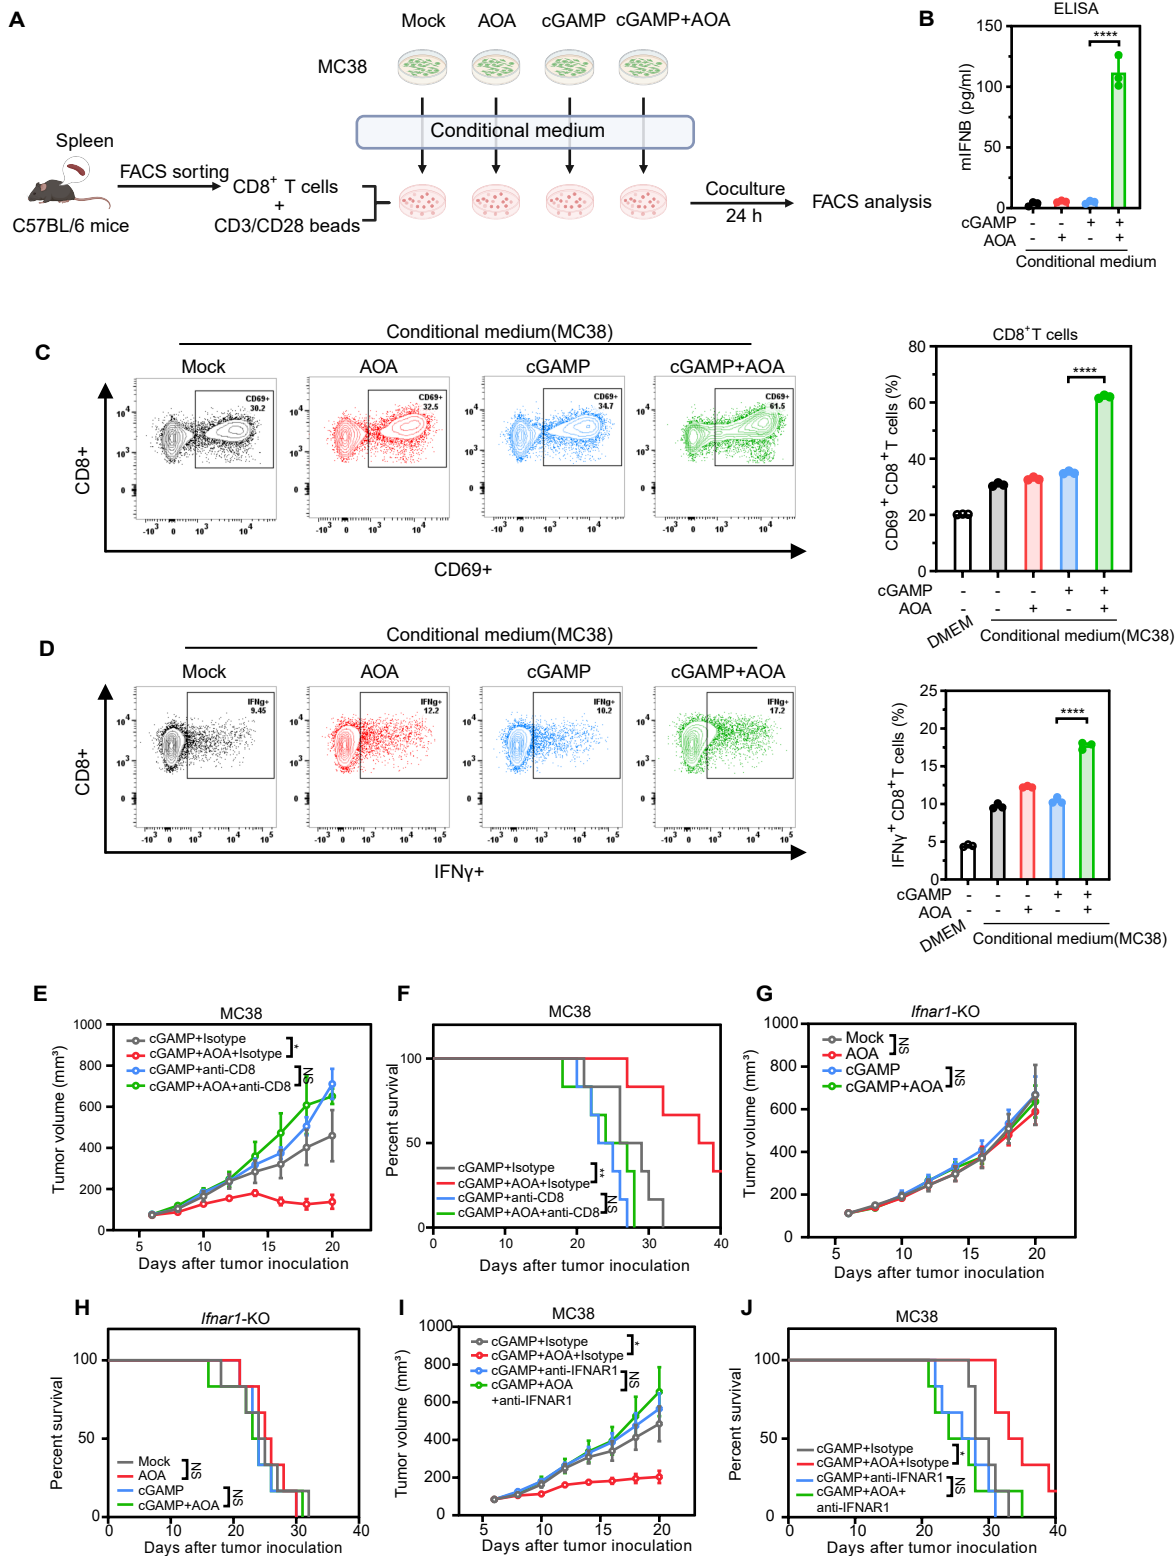

Supplemental Figure 13

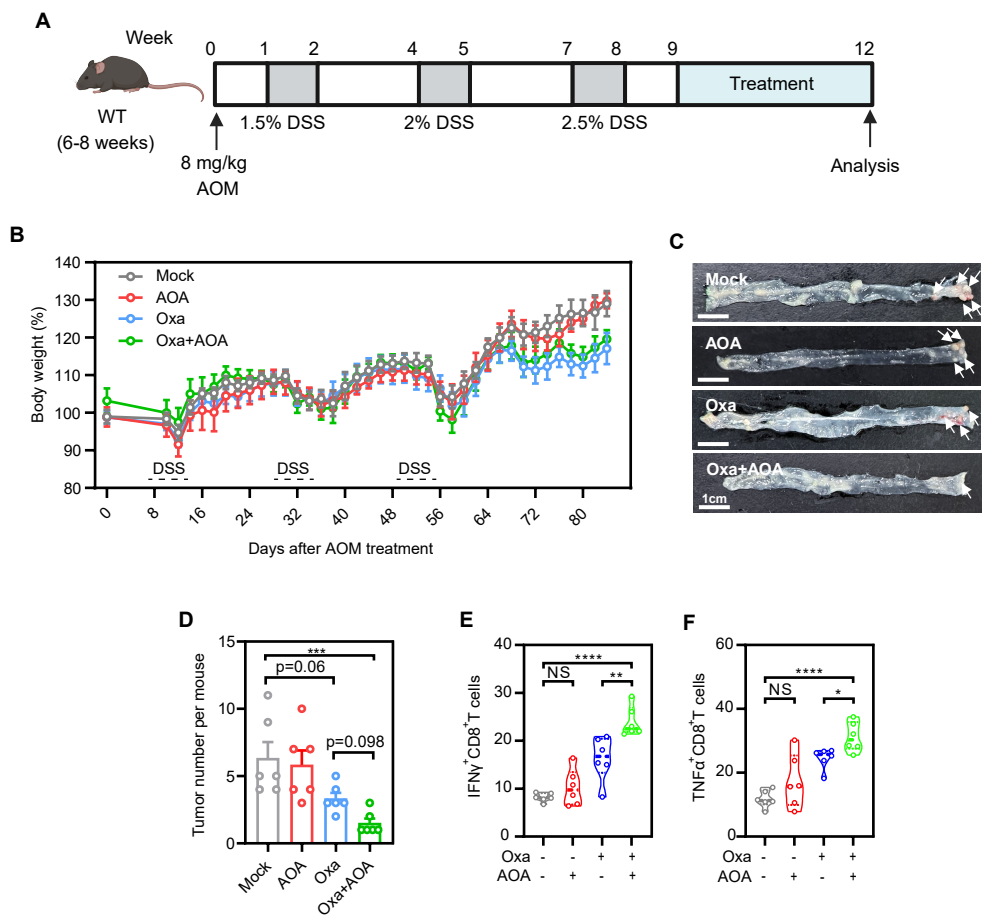

Supplemental Figure 14

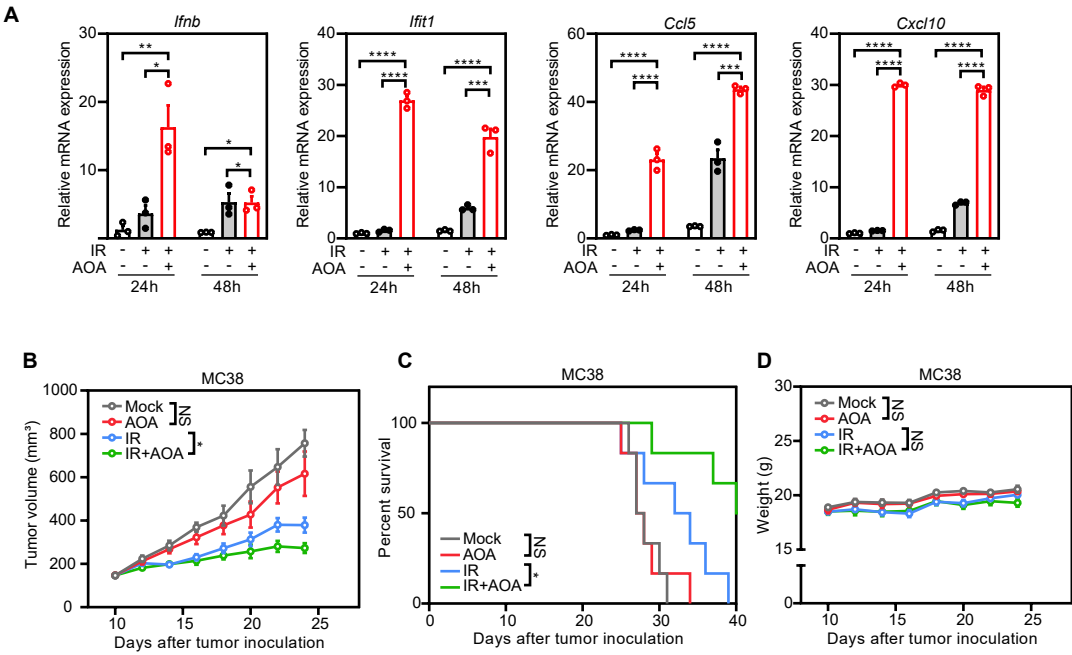

**Supplement:** Supplemental data

# Supplementary material for: Aspartate deficiency amplifies cGAS-STING signaling in antitumor immunity
**Source:** J Clin Invest. 2026 Jun 1;136(11):e199716. doi: 10.1172/JCI199716

Fig. 1F

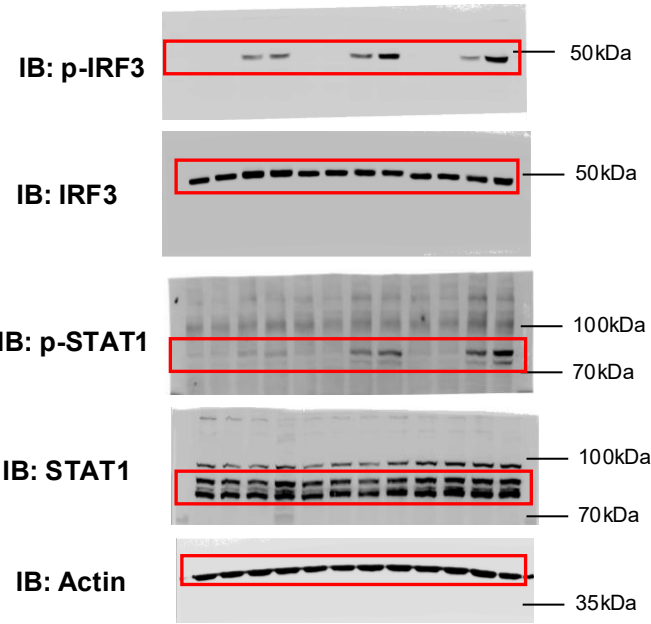

Fig. 1G

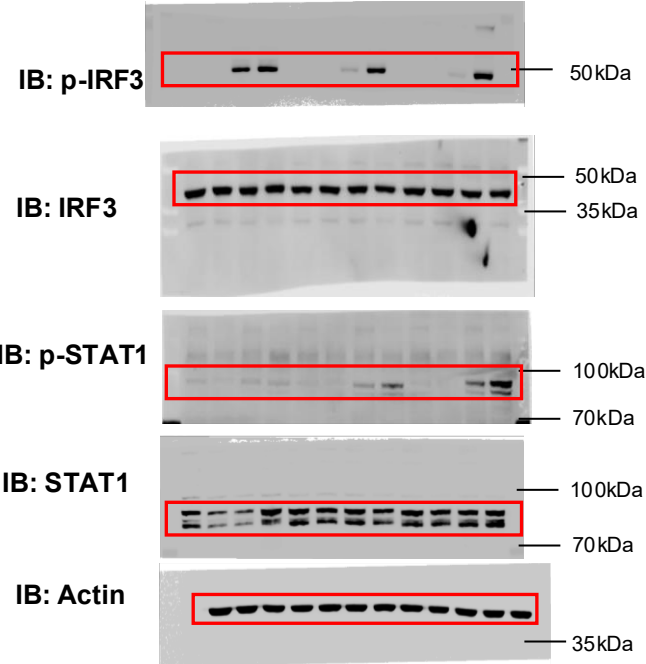

Fig. 1H

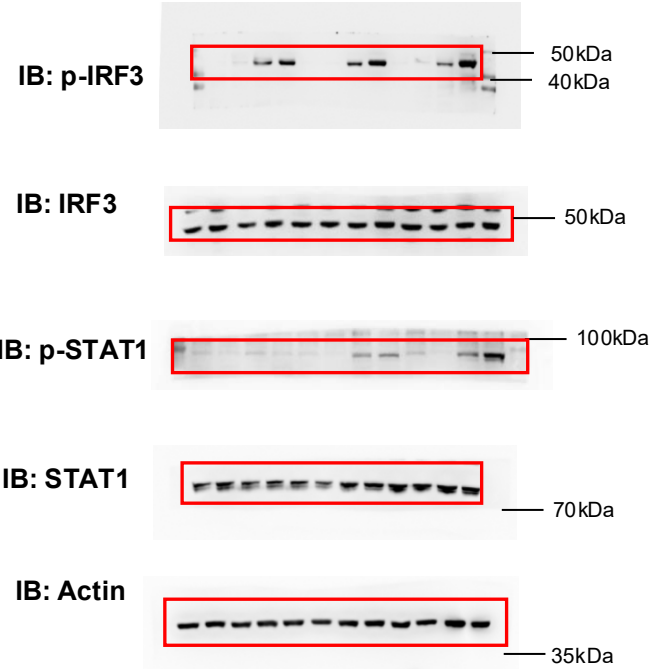

Fig. 1K

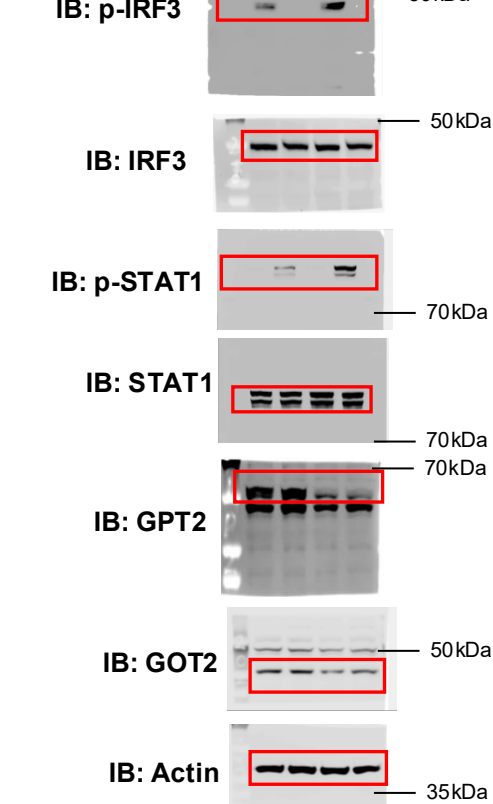

**Fig. 2E**

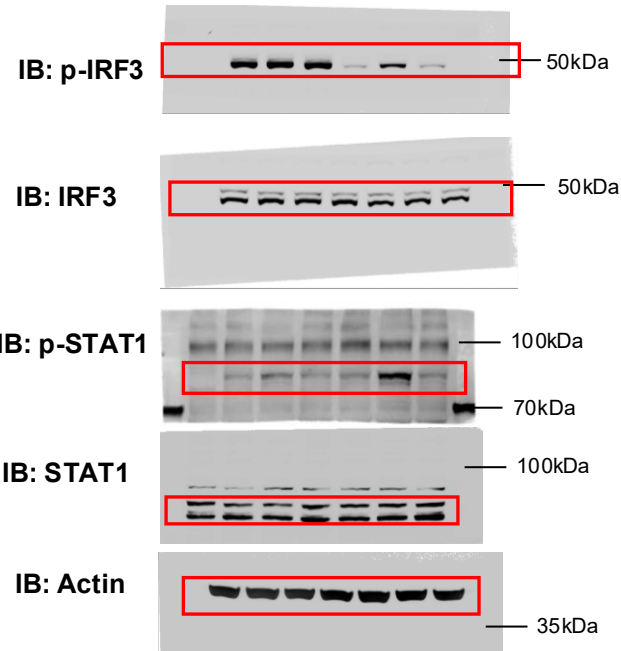

**Fig. 4H**

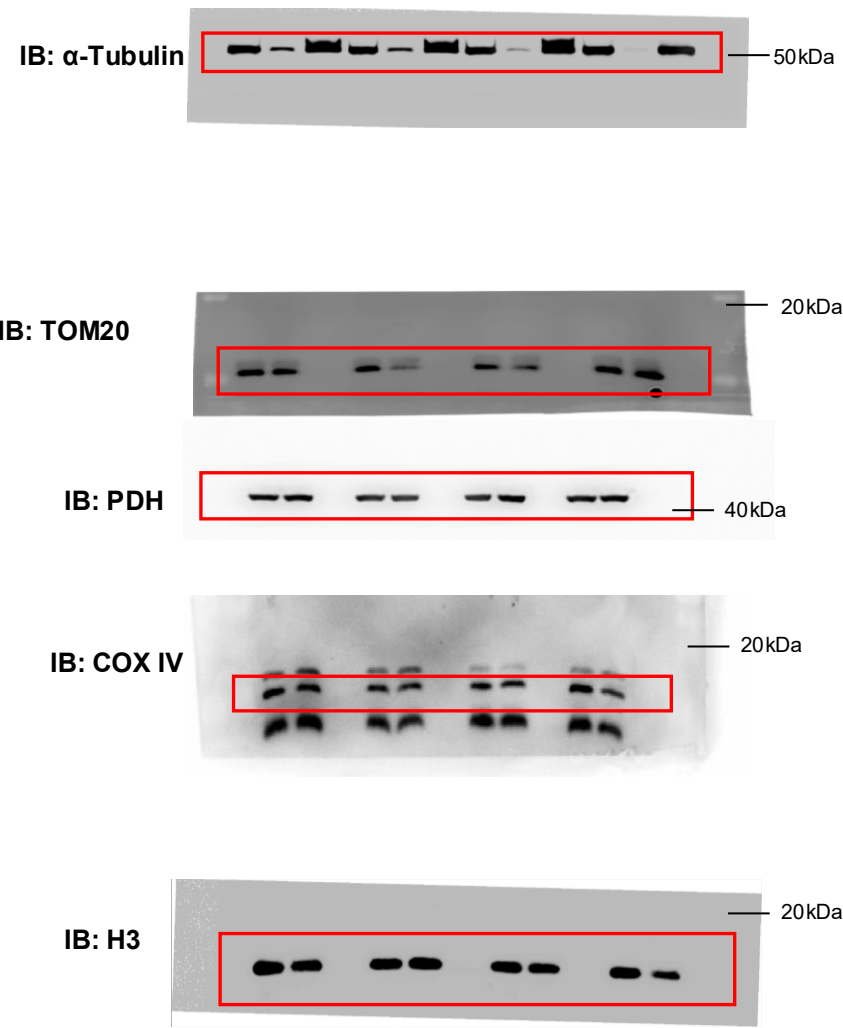

**Fig. 5A**

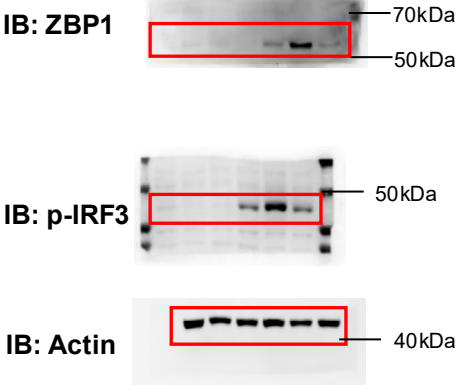

**Fig. 5C**

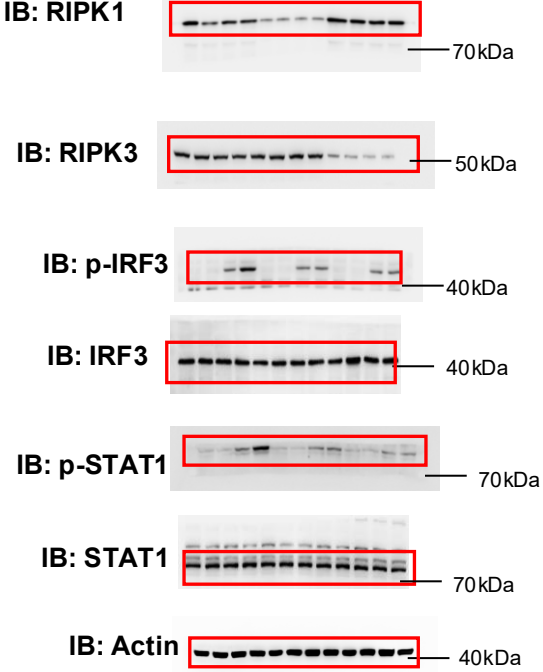

**Fig. 5D (Top)**

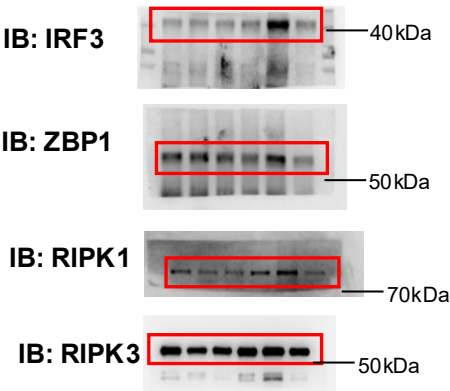

**Fig. 5D (Middle)**

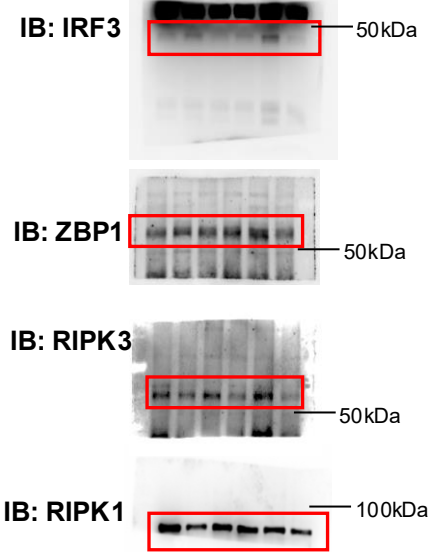

**Fig. 5D (Bottom)**

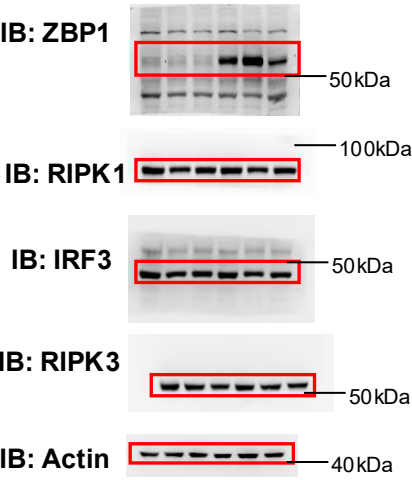

**Fig. 5E**

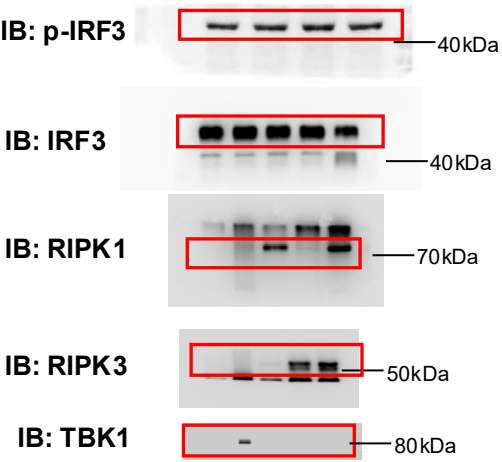

**Fig. 5F (IP)**

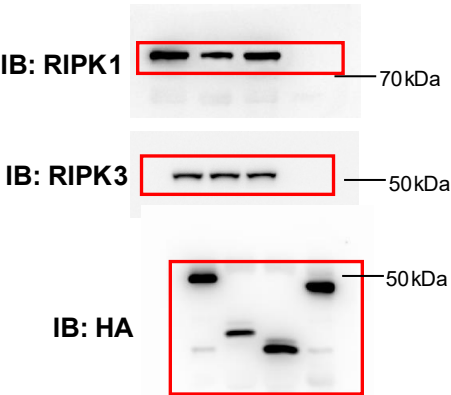

**Fig. 5F (Input)**

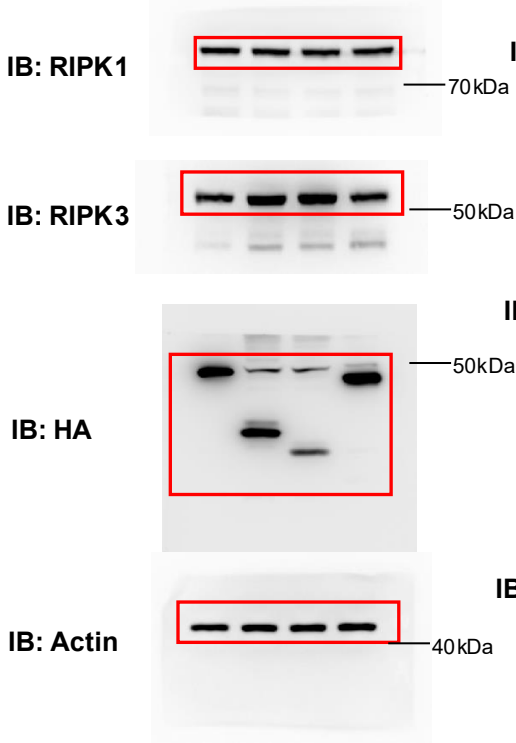

**Fig. 5G (IP)**

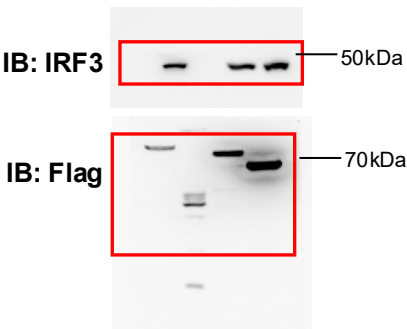

**Fig. 5G (Input)**

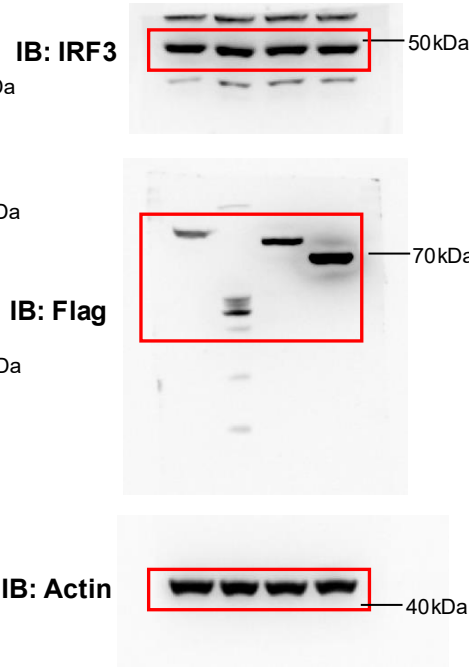

**Fig. 5H (IP)**

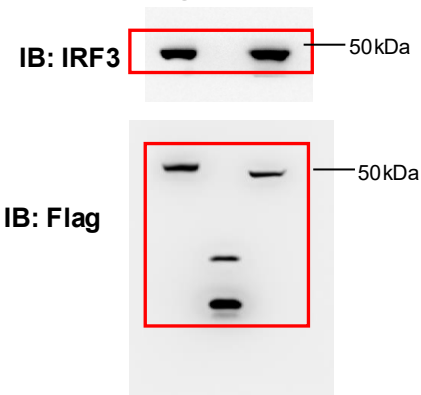

**Fig. 5H (Input)**

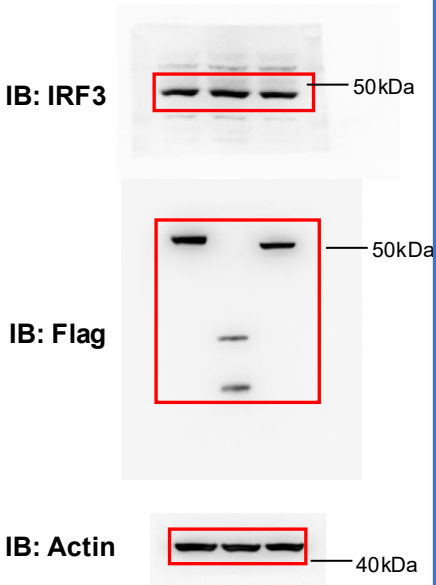

**Fig. 7A**

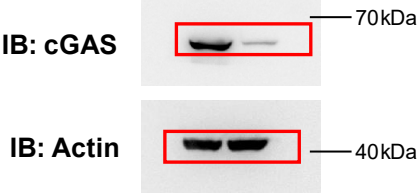

**Fig. 7F**

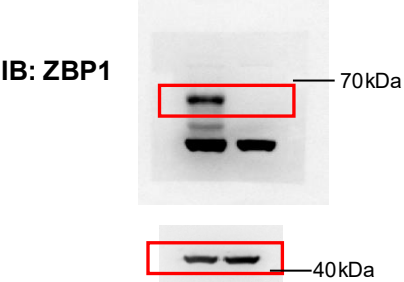

**Fig. 7K**

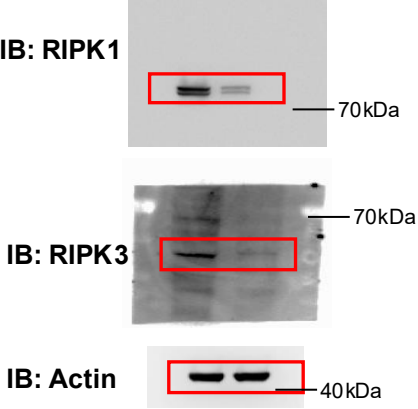

**Fig. 7P**

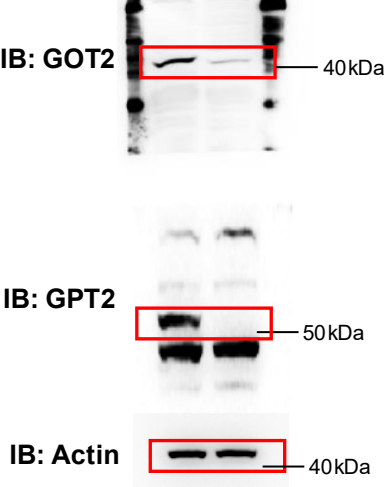

**Fig. 8C**

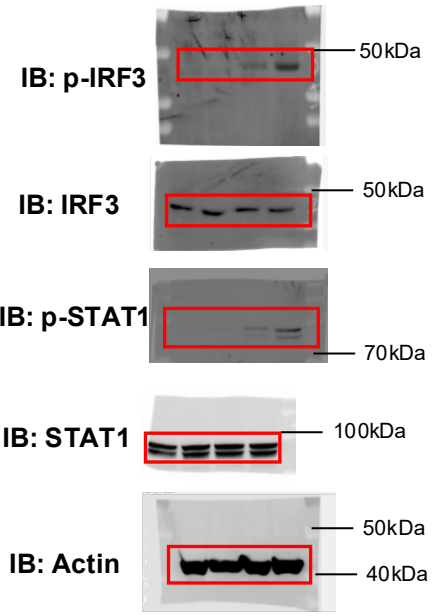

**Fig. 8D**

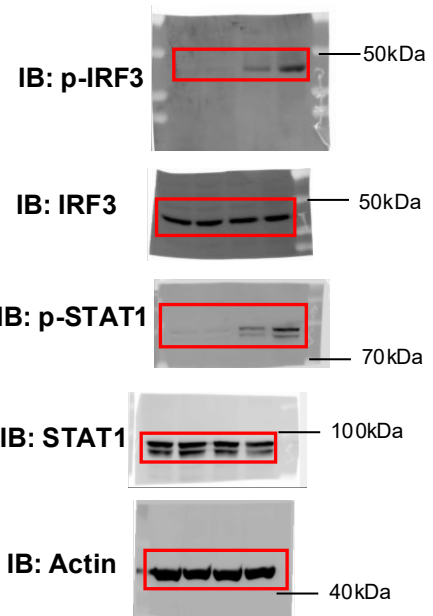

Sup Fig. 1H

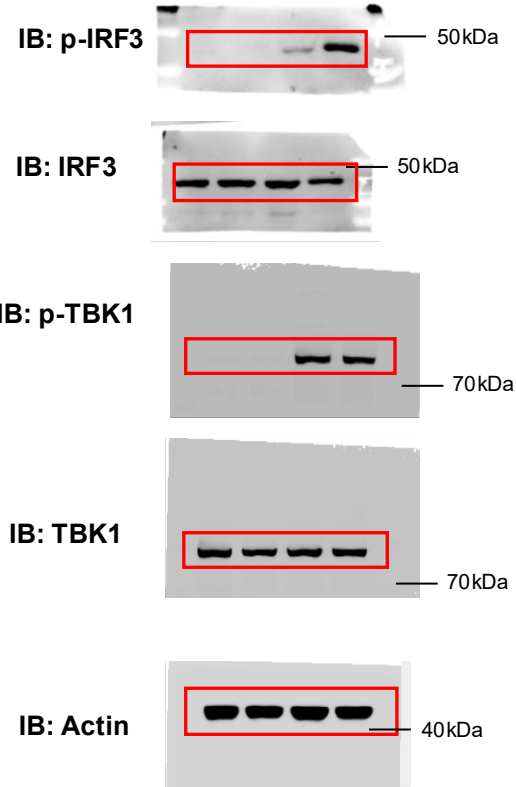

Sup Fig. 1I

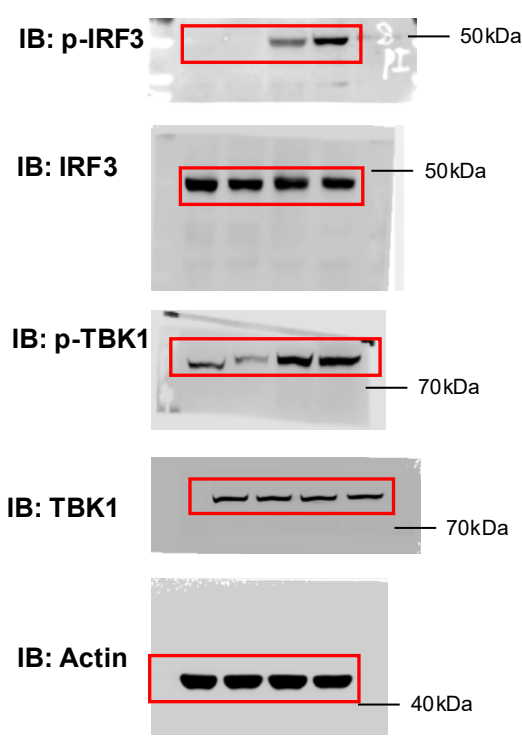

Sup Fig. 1J

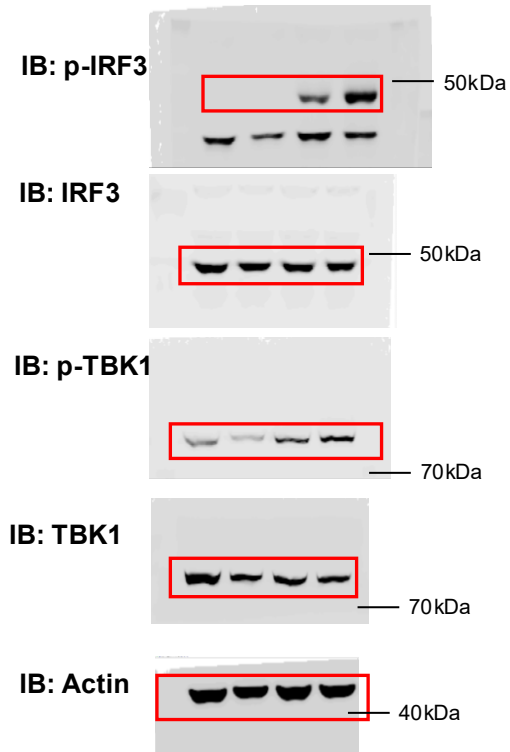

Sup Fig. 1K

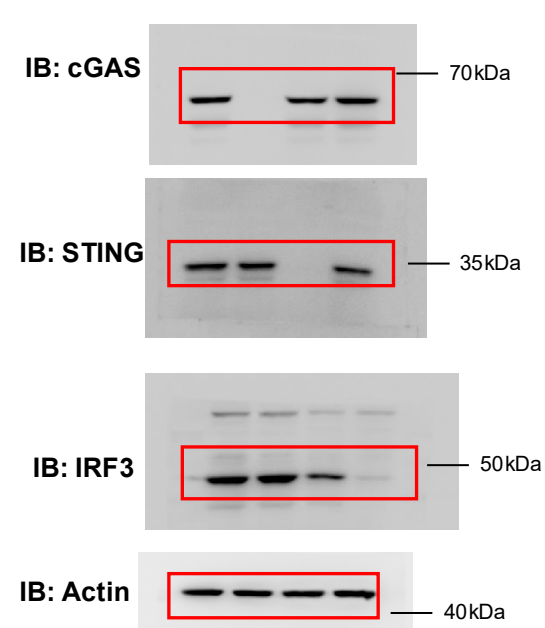

Sup Fig. 2G

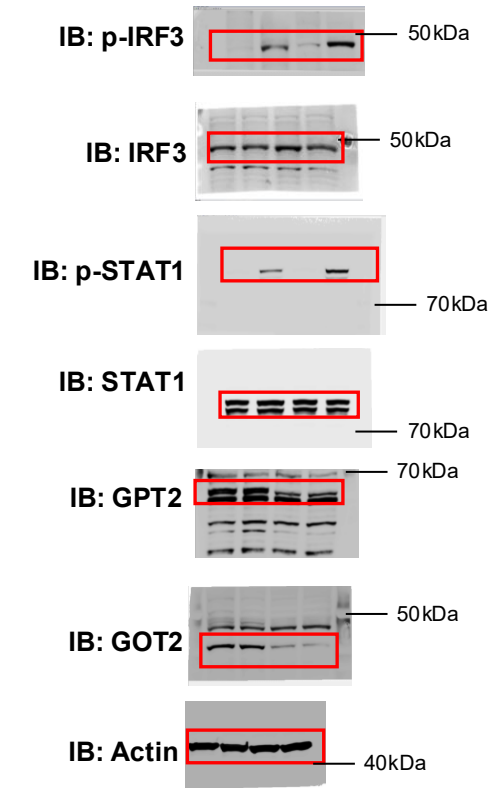

Sup Fig. 2I

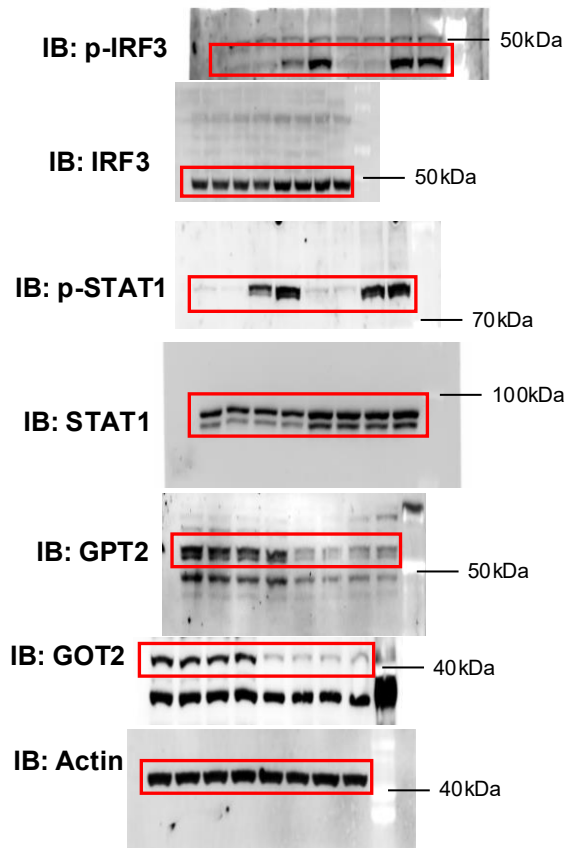

**Sup Fig. 3I**

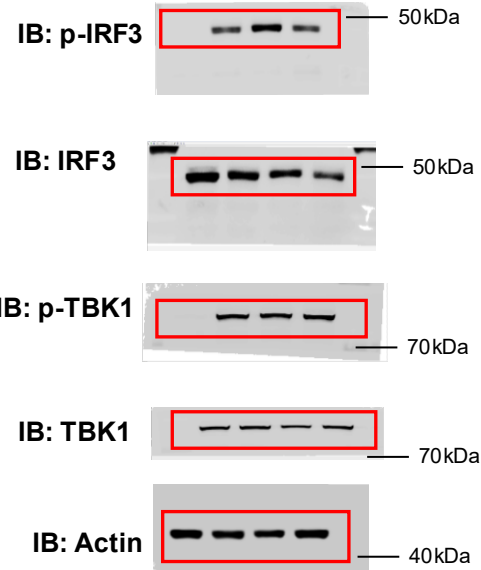

**Sup Fig. 3J**

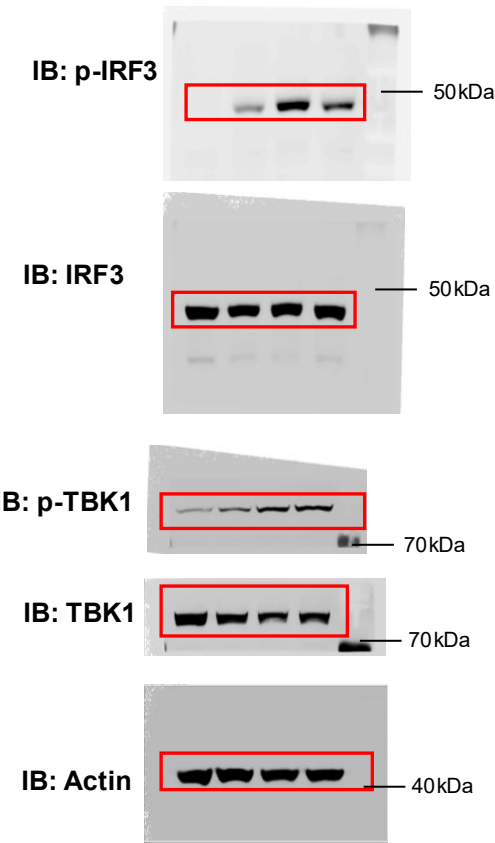

**Sup Fig. 3K**

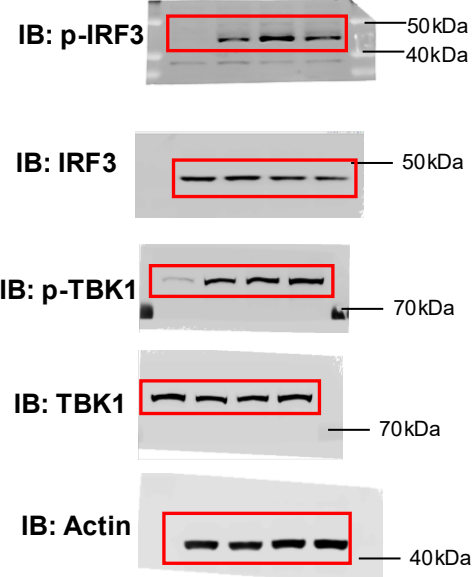

**Sup Fig. 3L**

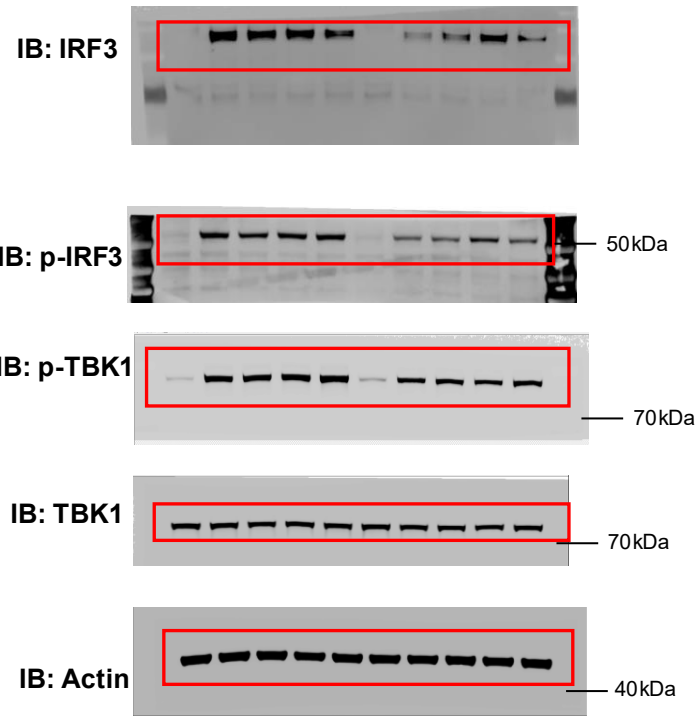

**Sup Fig. 3M**

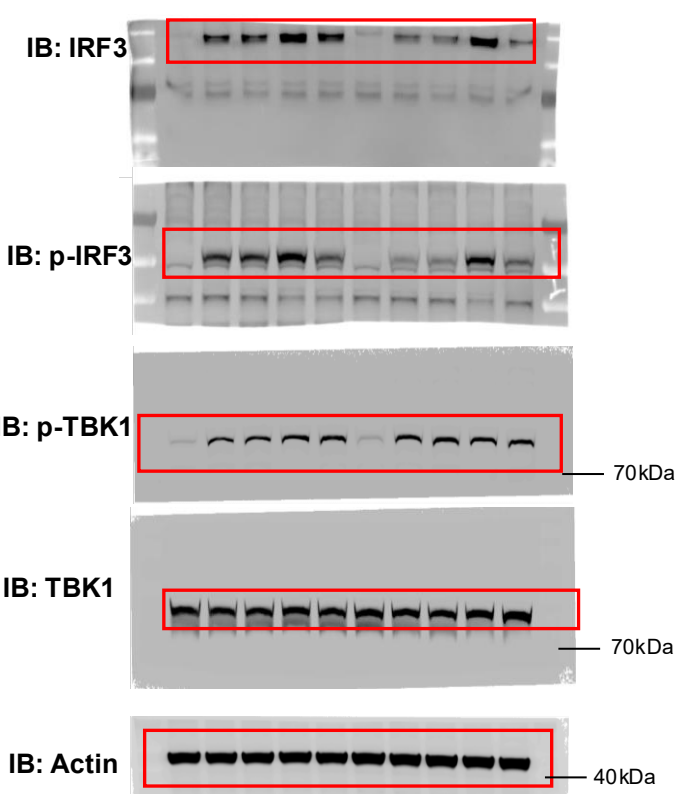

Sup Fig. 6A

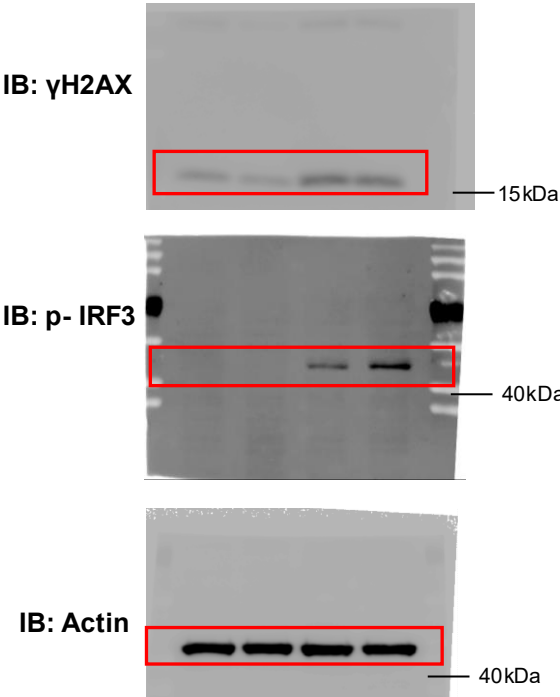

Sup Fig. 6B

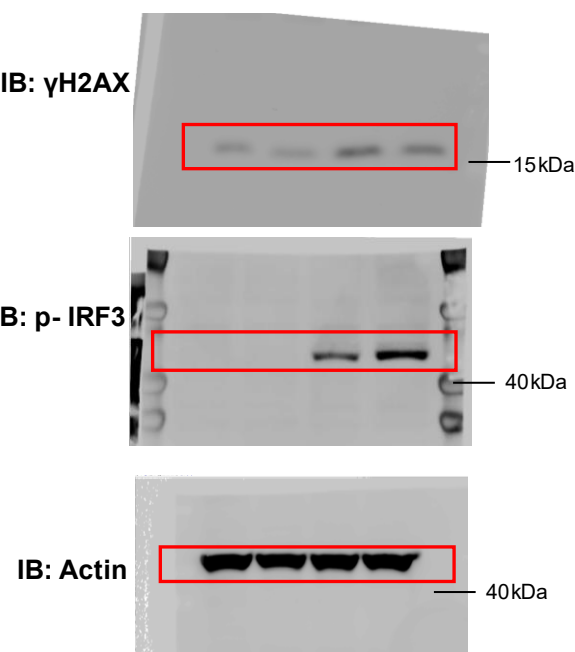

Sup Fig. 6C

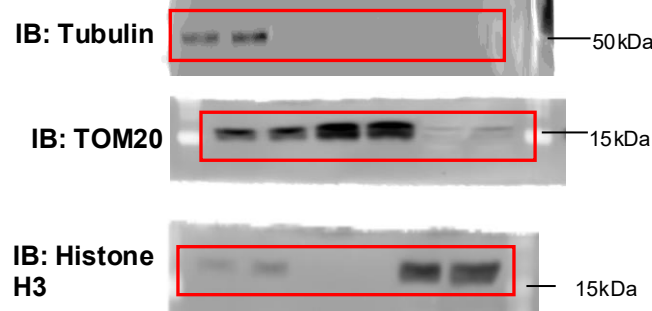

Sup Fig. 6G

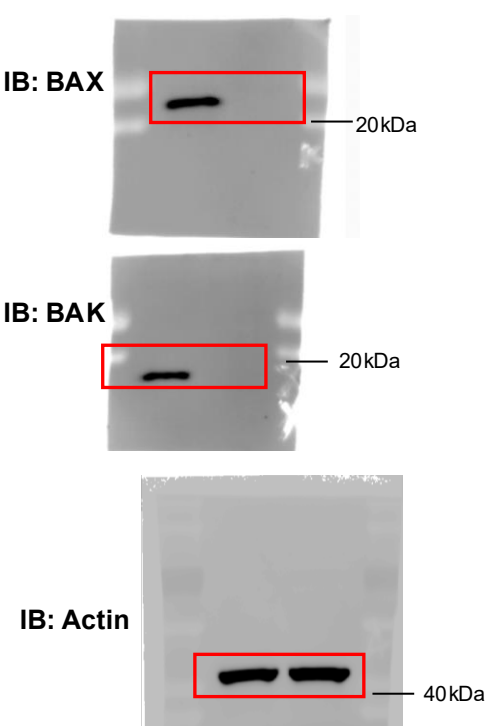

Sup Fig. 7B

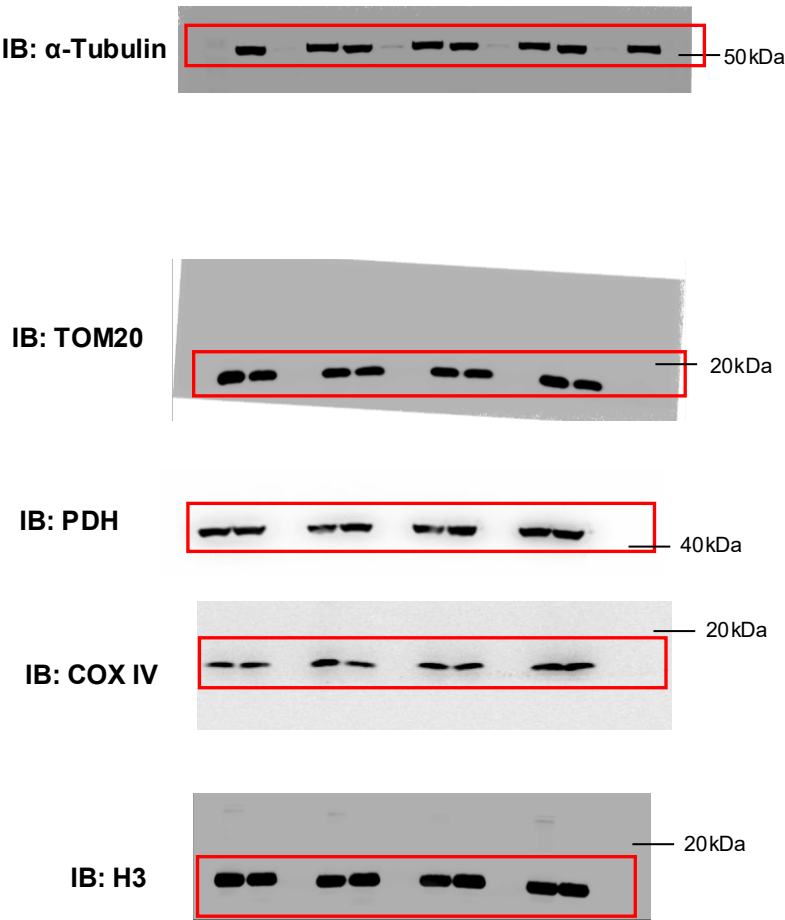

Sup Fig. 8D

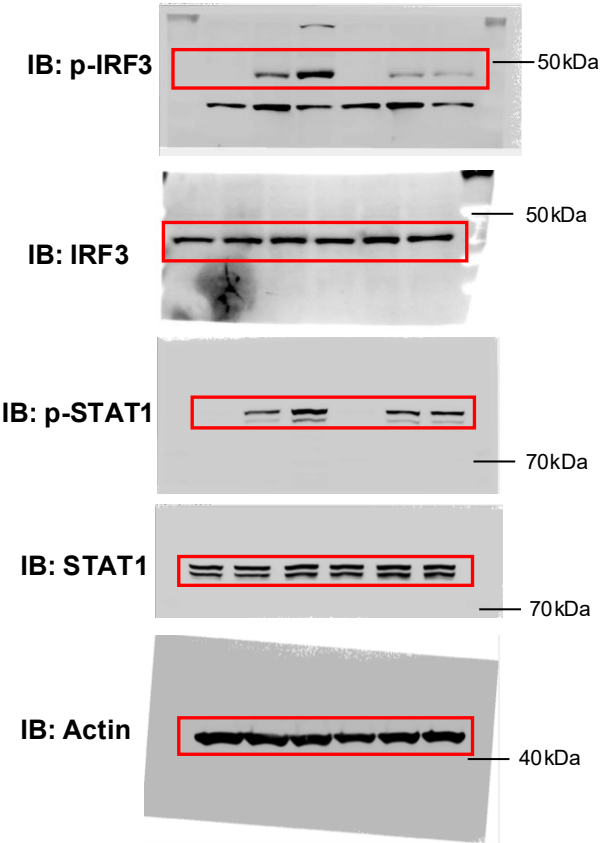

Sup Fig. 8E

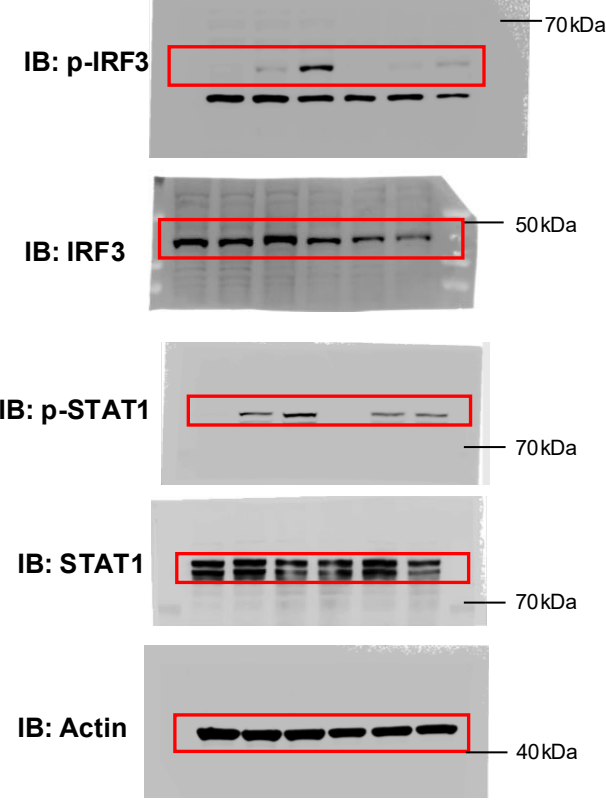

Sup Fig. 9B

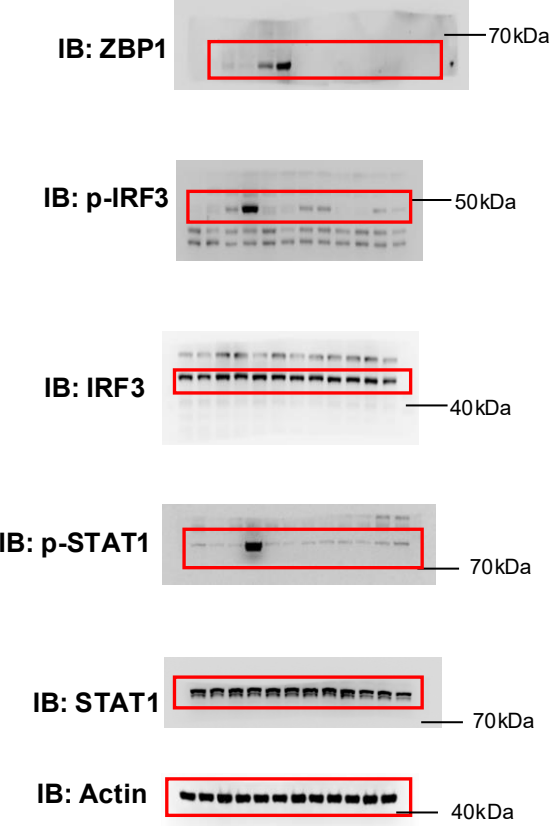

Fig. 9D (IP)

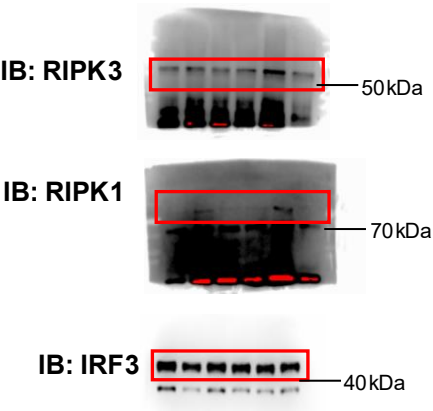

Fig. 9D (Input)

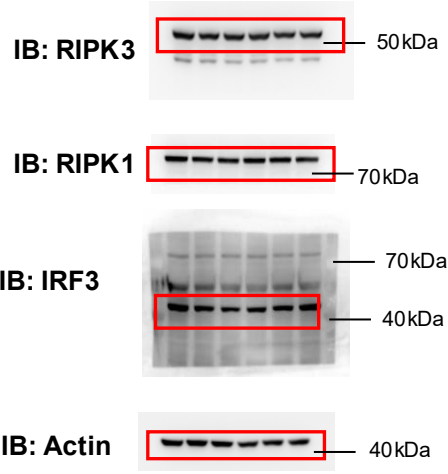

Sup Fig. 9F

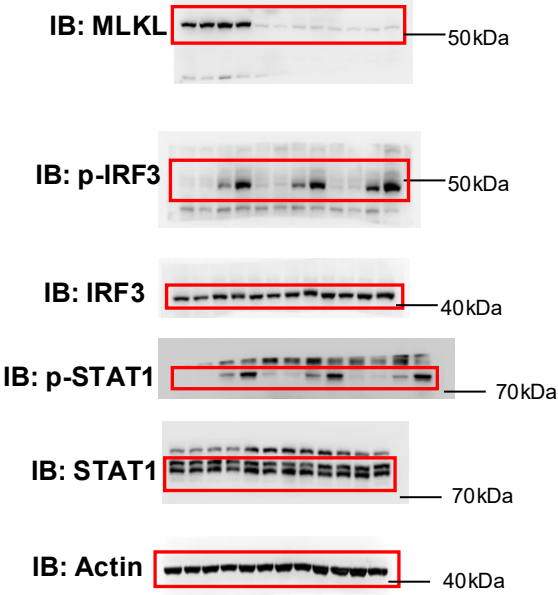

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

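RNA from L929 cells was sequenced in 6 groups of 3 independent cultures, Mock, AOA, AOA with aspartate, HT-DNA, HT-DNA with AOA, and HT-DNA with AOA and aspartate. AOA was used at 0.5 mM with a pretreatment of 1 h, HT-DNA at 0.5 μg/ml for 6 h, and aspartate at 20 mM. The groups were taken from the sample labels, and all 18 columns of single libraries were assigned to a group. The paper states that RNA was extracted with TRIzol and sequenced by Majorbio and that R was used. Its text names no aligner, counting program, genome build or test for the RNA-seq counts, so no coordinates are given.

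The deposited table holds 57180 genes, of which 30237 had a count in any library, 525 had no symbol and 230 symbols belonged to more than 1 gene. The authors deposited estimated counts of reads per gene (expected counts), which their counting program assigned to genes without normalization, and 11.6% of the values were not whole numbers. The design written beforehand assumed whole counts. The values were therefore rounded to whole numbers first. The table also holds the authors' group means, which were checked against the mean of the 3 libraries (largest deviation 3.3e-05) and not used further. Totals ran from 17901605 to 24057343 counts per library, with a median of 20385838. The 20 genes with most counts took 8.23% to 9.64% of a library, TMM factors were 0.918 to 1.06, and 19271 to 20497 genes had a count in a library. Variation between replicates exceeded counting error, so standard errors came from the fitted model, and a value of 0 counts allows up to 3 counts. Where every library of the lower group had at most 3 counts, the fold change is given as a lower bound.

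Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr (minimum count 10, minimum total 15, group size 3), which left 14263 genes, and libraries were scaled with TMM. All 18 libraries were fitted in 1 robust quasi-likelihood model. The 7 comparisons were AOA, AOA with aspartate, and HT-DNA, each with Mock; AOA with aspartate with AOA; HT-DNA with AOA with HT-DNA; HT-DNA with AOA with HT-DNA with AOA and aspartate; and HT-DNA with AOA and aspartate with HT-DNA. The interaction was the AOA effect with HT-DNA minus the AOA effect without it. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called differentially expressed. CPM are the counts relative to TMM-scaled library size that edgeR's cpm function gives, shown with the SD of 3 replicates.

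The lists were the 36 ISGs of Fig. 2C, the 9 mtDNA repair and 7 nDNA repair genes of Fig. 4B, 20 genes of the pathways the paper names, and 5 lists set beforehand, namely amino acid response (26 genes), DNA replication (30), mitochondrially encoded mRNA (13), NF-κB targets (20) and p53 targets (15). The genes of Gene Ontology's response and cellular response to interferon-beta and of KEGG's steroid biosynthesis were read from the deposited table, and the second was chosen after its values were seen. Lists were tested with camera from limma 3.58.1 (preset correlation 0.01), and again with fry and with an estimated correlation. Of the 72 camera tests of the 9 lists over the 7 comparisons and the interaction, 30 had an adjusted p-value under 0.05. All 30 also did with fry, and 19 did with an estimated correlation. Gene set enrichment used fgsea 1.28.0 with 10000 permutations of the genes, ranked by log2 fold change. KEGG pathways of 10 to 500 tested genes were tested with a one-sided hypergeometric test on genes with a log2 fold change of at least 1. The release of the Gene Ontology and KEGG terms in the table is not known.

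Genes were named by a rule, which took every gene of Fig. 2C, Fig. 4B and the lists, and for each comparison the 5 largest rises and 5 largest falls among differentially expressed genes with a mean of at least 1 CPM in the higher group and no overlap between replicates. Some genes that the rule took are not reported here. GC content, transcript length and shared 31-base sequences were taken from GENCODE vM21, which holds 51884 of the table's gene identifiers and not the other 5296. This release may not be the one the authors used. It served only for the correction for GC content and length, which removed each library's loess trend (span 0.3, genes with a mean of at least 1 CPM), and for counting the sequences a gene shares with others.

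The alternatives were DESeq2 1.42.0 with its Wald test, RLE normalization, at least 10 counts in every library, no filter on low counts, an absolute log2 fold change of at least 1, only the libraries of the groups compared, the replicate number as a block, each library left out in turn, other settings for the enrichment tests, library totals in place of TMM, and the correction for GC content and length. The steps were tested on simulated data with 200 changed genes of log2 fold change 1 or 2. For edgeR, 93% of the changed genes were called and 7% of the calls were unchanged genes, and with unchanged groups 0 genes were called. The interaction recovered 86% with 6.01% false calls, DESeq2 93% with 10.1%, and 2 of 3 replicates 91% with 5.21%. A simulated trend with GC content and length gave 72.7% false calls, and 2.12% after the correction.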

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

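Of the tests in this part, those that remove the trend with GC content and length and that of counts near 0 were chosen only after the results were seen. The paper's text and the labels give no library batch, so no batch was separated from the groups.

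The AOA effect differed between cells with and without HT-DNA, by a test of the difference itself, in 2209 genes (1031 with a higher and 1178 with a lower effect under HT-DNA). It differed for 23 of the 36 ISGs of Fig. 2C, all of them higher under HT-DNA. Of 100 drawn splits of the 12 libraries into 4 groups of 3, the real one included, 2 gave as many genes, and the highest other gave 4145. For the ISGs, 1 of 100 gave as many, the real one, and the highest other gave 16. The number of genes was 5420 without HT-DNA with AOA replicate 3 and 1145 without AOA replicate 2, so its size rests on single libraries, while the ISG number stayed between 20 and 25. A trend with GC content and length as the whole cause is argued against by 2497 genes after that trend was removed, with 26 ISGs. A difference in depth is argued against by 2049 genes and 22 ISGs after every library was thinned to the smallest total. The 20 genes with most counts are argued against by 2202 genes called without them. Counts near 0 without HT-DNA as the whole cause for the ISGs are argued against by the 21 ISGs with at least 10 counts in every library, of which 17 were called, all higher, with a median difference of 1.44. Reads shared between related genes are argued against by the 23 ISGs that share at most 10% of their 31-base sequences, of which 13 were called (56.5%, against 63.9% of the list), with a median of 1.57. With these technical explanations argued against, a candidate explanation is that AOA sensitizes the response to HT-DNA, which the design names. The interaction was set before the data were examined, as a test of the sensitization that the paper states. The paper drew this claim partly from these samples, beside its qPCR and blots, so these libraries are no independent test of it. The interaction also says nothing about which step of the response AOA changes.

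The paper discusses AOA without HT-DNA for the genes of its figures. Outside those lists, 6478 genes differed between AOA and Mock (3174 higher and 3304 lower). Over all tested genes, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and the other splits gave 0. A design of 3 libraries against 3 cannot give a share under 0.1. The number over all genes was 7286 after the trend with GC content and length was removed, 6366 after thinning and 6501 without the 20 genes with most counts, which argues against each as the whole cause. With aspartate added to AOA, 923 genes differed from Mock and 72 had an absolute log2 fold change of at least 1, so most of the change was not detected once aspartate was present (359 to 724 genes with 1 library left out, the lowest without AOA with aspartate replicate 1, and 2462 when only the libraries of both groups were fitted). Whether added aspartate replaces what AOA removes or counters AOA in another way stays open, since no group received aspartate alone.

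With AOA and aspartate, 9 of the 36 ISGs of Fig. 2C differed from HT-DNA alone (3 higher and 6 lower, median log2 fold change -0.074), and 6621 genes outside the paper's lists still differed between HT-DNA with AOA and aspartate and HT-DNA (3294 higher and 3327 lower). Over all tested genes, 1 of the 10 splits gave as many, the real one, and the other splits gave 0. These differences followed GC content across genes (Spearman correlation -0.516, and genes are not independent replicates). Removing the trend lowered the number from 6649 to 5310, so the trend is argued against as the whole cause but not as a cause of part of it. After thinning it was 6454, and without the 20 genes with most counts 6636, which argues against depth and against a few abundant genes. Most changes were small, with an absolute log2 fold change of at least 1 in 486 genes. Effects of AOA that aspartate does not reverse, effects of 20 mM aspartate itself, and a difference in library preparation stay open, since no group received HT-DNA with aspartate alone.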

How the results depend on the processing

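Of the tests in this part, the correction for GC content and length and the scaling by library totals were chosen only after the results were seen. All other alternatives, the comparisons and the gene lists were set before the data were examined. A further alternative set then, limma-trend on normalized values, was not run, because the table holds no normalized values. Where no reason is given, the cause was not tested.

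Under the alternatives other than leaving out a library, 195 values of the comparisons kept their direction, their side of the threshold and a count within 1.5 times, 33 counts moved further and 4 enrichments were no longer past the threshold. With 1 library left out, 145 kept and 23 moved. For the single genes named, 182 values kept their direction and call, 1 reversed, 7 became past the threshold and 1 no longer was. With 1 library left out, 2 reversed, 2 became past it, 2 no longer were and 150 kept both.

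A minimum absolute log2 fold change of 1, which can only lower a count, left 1067 genes for AOA relative to Mock, 1025 for AOA with aspartate relative to AOA, 72 for AOA with aspartate relative to Mock and 623 for HT-DNA relative to Mock. It left 1461 for HT-DNA with AOA relative to HT-DNA, 1101 relative to HT-DNA with AOA and aspartate, 486 for HT-DNA with AOA and aspartate relative to HT-DNA, and 286 for the interaction. With only the libraries of the groups compared, AOA with aspartate differed from Mock in 2462 genes, 4 ISGs, 2 mtDNA repair genes and 1 nDNA repair gene. HT-DNA with AOA then differed from HT-DNA in 4167 genes and from HT-DNA with AOA and aspartate in 4278, HT-DNA with AOA and aspartate differed from HT-DNA in 16 ISGs, and the interaction held 1019 genes. At least 10 counts in every library, under which fewer ISGs were tested, left 16 ISGs for HT-DNA relative to Mock and 21 for HT-DNA with AOA relative to each of its comparison groups. The cytosolic DNA-sensing pathway, of which 3 genes then stayed in each list, was enriched 1.80-fold relative to HT-DNA and 2.39-fold relative to HT-DNA with AOA and aspartate. It was no longer past the threshold. Nor was it, relative to HT-DNA, with no fold-change minimum (1.69-fold) or with all tested genes as the background (2.95-fold).

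The nDNA repair genes called, 2 for AOA relative to Mock and 2 when aspartate was added, were 1 and 1 both with no filter and with library totals. The first was 3 with DESeq2 and with only the libraries compared, and the second was 3 after the correction for GC content and length. They were 1 to 2 in both cases when 1 library was left out, with 1 for the first without AOA replicate 1 or any 1 Mock replicate, and 1 for the second without AOA replicate 1 or AOA with aspartate replicate 2. Between AOA with aspartate and Mock, 923 genes became 1530 after the correction for GC content and length, and 359 to 724 with 1 library left out (359 without AOA with aspartate replicate 1; 416, 441 and 570 without Mock replicates 1, 2 and 3). The ISGs in that comparison, 0 in the fit reported and 10 unadjusted, were 2 with DESeq2, 4 with no filter, 4 with library totals, 2 after the correction, and 0 to 1 with 1 library left out (1 without Mock replicate 2). The mtDNA repair genes, 1 in the fit reported, were 2 with DESeq2, 0 with RLE normalization (2 unadjusted), 2 after the correction, and 0 to 1 with 1 library left out (0, and 2 unadjusted, without Mock replicate 2 or 3 or AOA with aspartate replicate 1 or 3). The ISGs that differed between HT-DNA with AOA and aspartate and HT-DNA were 5 to 9 with 1 library left out (5 without HT-DNA replicate 3). The interaction held 1145 to 5420 genes, with 1145 without AOA replicate 2, 5420 without HT-DNA with AOA replicate 3, 1282 and 1422 without Mock replicates 1 and 2, 1256 and 1255 without HT-DNA replicates 1 and 3, and 1399 without HT-DNA with AOA replicate 2.

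Polg reversed for AOA relative to Mock after the correction for GC content and length (log2 fold change 0.071). The Zbp1 interaction ran from -0.55 without Mock replicate 3 to 0.70 without Mock replicate 2, and was -0.038 without AOA replicate 3, and Zbp1 had at most 3 counts in each Mock library. Its fitted values therefore depend on the prior count. For AOA relative to Mock, Zbp1 was no longer past the threshold without Mock replicate 2 or AOA replicate 2.

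Library totals in place of TMM moved the median log2 fold change of all tested genes by -0.131 for AOA and -0.11 for HT-DNA relative to Mock. The genes called higher and lower then became 2124 and 4502 for AOA, and 2408 and 4437 for HT-DNA. They became 4087 and 2484 for AOA with aspartate relative to AOA, 231 and 873 for AOA with aspartate relative to Mock, 2548 and 4194 for HT-DNA with AOA relative to HT-DNA with AOA and aspartate, and 1388 and 763 for the interaction. Without an added reference RNA, a general change in RNA content cannot be seen, so directions are relative to the typical gene. In these 6 comparisons, RLE normalization, DESeq2's size factors and the correction for GC content and length moved the share of higher genes by less than 10 points.

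The replicate numbers did not pair the libraries, since the correlations across genes of the pairs' differences ran from -0.104 to 0.134, with 1 of 21 over 0.1. With the replicate number as a block, AOA with aspartate differed from Mock in 1 ISG and 0 mtDNA repair genes (2 unadjusted), and Exog was past the threshold when aspartate was added to AOA (-0.28).

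For every other comparison of 3 libraries with 3 that gave a count above 0 or an enrichment, 1 of the 10 splits of the 6 libraries gave a result as large, the real one, which is the lowest share the design allows. In most, the other splits gave 0 genes. The exceptions were HT-DNA with AOA relative to HT-DNA, where another split gave 1383 genes, and the enrichment scores. There, other splits reached 0.760 and 0.8246 against 0.801 and 0.8247, and their medians were 0.7185 and 0.7928. For the counts of 0 between AOA with aspartate and Mock (ISGs, and nDNA repair genes with 0 unadjusted), 10 of the 10 splits gave as many. The overlap of 1745 genes was reached by 1 of 100 drawn splits of the 9 HT-DNA–stimulated libraries, the real one, and the highest other gave 936. The depth limits genes with few counts. Ifnb1 had at most 6 counts in a library and was not tested.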

Differences from the paper's values

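The log2 fold changes of Fig. 4B were read by eye, after subtraction of its Mock value, and compared with those computed here for its 16 genes in 2 groups. They differed for 8 genes in each group, with a median difference over all 16 genes of 0.153 for AOA and 0.0805 for AOA with aspartate, both relative to Mock. Where library totals in place of TMM or the correction for GC content and length are named here, they were chosen after seeing the data, and the other settings were set before the data were examined. A setting that closes a gap is not thereby the paper's method.

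For AOA relative to Mock, Ybx1 was 0.42 against the paper's about 0.28 in Fig. 4B, read by eye, and came within the paper's value with library totals (0.29) and the correction for GC content and length (0.26), both chosen after seeing the values, and under none of the settings set before. Mutyh was 0.54 against about 0.26 in Fig. 4B, and came within it without Mock replicate 2 (0.44) or AOA replicate 3 (0.45), and, chosen after seeing the values, with library totals (0.41) and the correction (0.46). Tfam was 0.44 against about 0.26 in Fig. 4B, closed only by library totals (0.31), chosen after seeing the values. Polg was -0.087 against about -0.31 in Fig. 4B, and Aptx was 0.10 against about -0.1 in Fig. 4B, and none of the 14 settings closed either gap. Parp1 was 0.13 against about -0.03 in Fig. 4B, closed only by library totals (-0.00198), chosen after seeing the values. Xrcc3 was -0.20 against about -0.39 in Fig. 4B, also closed only by library totals (-0.33), chosen after seeing the values. Brca1 was -0.65 against about -0.84 in Fig. 4B, and came within it without Mock replicate 3 (-0.71) or AOA replicate 1 (-0.71), and with library totals (-0.79), chosen after seeing the values.

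For AOA with aspartate relative to Mock, Lig3 was 0.047 against about -0.04 in Fig. 4B, closed only without Mock replicate 3 (-0.014). Ybx1 was 0.16 against about 0.09 in Fig. 4B, closed only by library totals (0.12), chosen after seeing the values. Mutyh was 0.053 against about -0.07 in Fig. 4B, closed without Mock replicate 2 (-0.050) or AOA with aspartate replicate 2 (-0.040). Polg was -0.047 against about -0.16 in Fig. 4B, closed without Mock replicate 3 (-0.081) or AOA with aspartate replicate 3 (-0.080), and by library totals (-0.094), chosen after seeing the values. Mgmt was -0.18 against about 0.16 in Fig. 4B, and Aptx was -0.11 against about -0.27 in Fig. 4B, and none of the 14 settings closed either gap. Parp1 was 0.027 against about -0.06 in Fig. 4B, closed only by library totals (-0.020), chosen after seeing the values. Xrcc3 was -0.29 against about -0.41 in Fig. 4B, closed without AOA with aspartate replicate 2 (-0.32) and by library totals (-0.34), chosen after seeing the values.

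The paper states that the nDNA repair genes did not change significantly with AOA, but Brca1 (log2 fold change -0.65, adjusted p = 0.00179 from edgeR's quasi-likelihood test) was past the threshold here. The paper presents the cytosolic DNA-sensing pathway among the top enriched pathways, and here it was 12th of 320 relative to HT-DNA and 14th relative to HT-DNA with AOA and aspartate. Over the alternatives relative to HT-DNA it ran from 8th, with all tested genes as the background (adjusted p = 0.0657 from the hypergeometric exact test), and 9th, with no filter on low counts (adjusted p = 0.000605), to 22nd with no fold-change minimum (adjusted p = 0.0892) and 80th with at least 10 counts in every library (adjusted p = 0.88). Relative to HT-DNA with AOA and aspartate it ran from 10th without HT-DNA with AOA replicate 2 (adjusted p = 0.00144) to 73rd with at least 10 counts in every library (adjusted p = 0.555). The filter of at least 10 counts left 3 pathway genes among the higher genes in each comparison.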

Other observations

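Of the tests in this part, those on sterol synthesis genes, on the smaller response to HT-DNA, on the spread of replicates and on Exosc6, and the removal of the trend with GC content and length, were chosen only after the results were seen. Camera p-values use a preset correlation of 0.01.

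Of the 26 amino acid response genes, which ATF4 raises when amino acids are short, 24 differed between AOA and Mock (22 higher and 2 lower, 24 also when adjusted over the list alone). Their median log2 fold change was 0.605 (limma's camera, adjusted p = 6.84e-20 over 72 tests, and 0.00177 with an estimated correlation), and 0.47 with library totals in place of TMM. Adding aspartate lowered 20 and raised 2 (22 when adjusted over the list alone), with a median of -0.65, or -0.60 at the lower bounds. In HT-DNA–stimulated cells AOA raised 21 and lowered 1 (22 when adjusted over the list alone), with a median of 0.71. HT-DNA with AOA was higher than HT-DNA with AOA and aspartate for 21 and lower for 2, with a median of 0.47. The adjusted camera p was 1.22e-10, and 0.0166 with an estimated correlation, so aspartate removed part of the rise under HT-DNA. With aspartate present, the list was still higher than with HT-DNA alone (15 higher and 4 lower, 19 when adjusted over the list alone), with a median of 0.24, or 0.30 with library totals (limma's camera, adjusted p = 3.44e-07, and 0.0432 with an estimated correlation). The rise of 0.605 without HT-DNA is consistent with AOA causing a shortage of aspartate and asparagine that activates ATF4, a test that could have come out the other way. However, HT-DNA alone raised 5 of these genes and lowered 11 relative to Mock, with a median of -0.12. The rise that stayed with aspartate under HT-DNA may thus partly be a smaller effect of HT-DNA itself. It does not decide whether such a shortage is the whole cause there. Other causes of ATF4 activity were not tested, and amino acids were not measured in these libraries. One of the 26 genes, Gpt2, is also among the paper's pathway genes.

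Of the 30 DNA replication genes that E2F regulates, 20 differed between AOA and Mock (1 higher and 19 lower, 20 also when adjusted over the list alone). The median log2 fold change was -0.293 (limma's camera, adjusted p = 0.000149, and 0.0298 with an estimated correlation) and -0.42 with library totals. With aspartate added to AOA, 14 were higher and 1 lower (15 when adjusted over the list alone), with a median of 0.20, where the adjusted camera p was 0.00178 but 0.0607 with an estimated correlation. In HT-DNA–stimulated cells AOA raised 3 and lowered 16 (3 and 18 when adjusted over the list alone), with a median of -0.32. HT-DNA with AOA was lower than HT-DNA with AOA and aspartate for 12 and higher for 0, with a median of -0.15. The adjusted camera p was 0.00579, but 0.0984 with an estimated correlation. With aspartate present, 17 were still lower and 5 higher than with HT-DNA alone (17 and 6 when adjusted over the list alone), with a median of -0.22, or -0.17 with library totals (limma's camera, adjusted p = 0.00398, but 0.0811 with an estimated correlation). The fall without HT-DNA, with its median of -0.293, goes with slower DNA replication when pyrimidines are short. However, HT-DNA alone raised 12 of these genes and lowered 4 relative to Mock, with a median of 0.12. The genes still lower with aspartate present under HT-DNA may thus partly reflect a smaller effect of HT-DNA itself. They do not decide whether a shortage of pyrimidines is the whole cause there. Slower growth for another reason would give the same fall and was not tested.

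Of the 13 mitochondrially encoded mRNAs, 6 differed between AOA and Mock (4 higher and 2 lower, 6 also when adjusted over the list alone), with a median log2 fold change of 0.272 and no movement as a set (limma's camera, adjusted p = 0.918). With library totals the median was 0.14. mt-Nd5, mt-Nd6, mt-Co1 and mt-Cytb were higher (0.30, 0.27, 0.40 and 0.42), and mt-Nd1 and mt-Nd2 were lower (-0.75 and -0.61). Since these mRNAs went both ways and did not move as a set, the median of 0.272 does not decide whether broken and released mtDNA lowers mitochondrial transcripts, and this stays open. The share of counts on mitochondrially encoded genes was 2.79% to 3.04% in Mock and 2.79% to 3.05% with AOA. It was higher with aspartate, at 3.35% to 3.57% with AOA and aspartate and 3.215% to 3.266% with HT-DNA, AOA and aspartate. Relative to Mock, AOA with aspartate raised 4 of the mRNAs and lowered 0, with a median of 0.21, or 0.019 after the correction for GC content and length. The adjusted camera p for this rise was 0.00125, but 0.204 with an estimated correlation.

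Of the 18 NF-κB targets tested, 14 differed between AOA and Mock without HT-DNA (13 higher and 1 lower, 14 also when adjusted over the list alone), with a median log2 fold change of 0.84 and of 0.71 with library totals (limma's camera, adjusted p = 8.18e-11). In HT-DNA–stimulated cells AOA raised 14 and lowered 1 (15 when adjusted over the list alone), with a median of 0.764 (limma's camera, adjusted p = 1.14e-15) and of 0.72 with library totals. The AOA effect was larger with HT-DNA for 4 and smaller for 0 (larger for 4 and smaller for 1 when adjusted over the list alone, 8 unadjusted), with a median difference of 0.167, against 1.67 for the ISGs of Fig. 2C. Its adjusted camera p was 0.0148, and 0.189 with an estimated correlation. Adding aspartate to AOA without HT-DNA lowered 14 targets and raised 1, with a median of -1.07 (limma's camera, adjusted p = 1.64e-16). Relative to Mock, AOA with aspartate lowered 3 and raised 0. HT-DNA with AOA was higher than HT-DNA with AOA and aspartate for 14 targets and lower for 0, with a median of 1.17 (limma's camera, adjusted p = 2.4e-24). Relative to HT-DNA alone, HT-DNA with AOA and aspartate lowered 9 and raised 2, with a median of -0.28 (limma's camera, adjusted p = 0.0862). Adding aspartate therefore removed the rise with and without HT-DNA, and some targets fell below their level without AOA. Since no group received aspartate alone, a reversal of AOA cannot be told apart from an effect of aspartate itself. The rise of 0.764 with HT-DNA is consistent with AOA raising the NF-κB part of the response downstream of STING as it raises the ISGs. However, the list rose without HT-DNA as well, so the rise need not depend on HT-DNA. Whether the medians of both lists differ was not tested, nor was why NF-κB targets rose without HT-DNA.

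Of the 14 p53 targets tested, 7 differed between AOA and Mock (3 higher and 4 lower, or 4 and 5 when adjusted over the list alone), with a median log2 fold change of -0.162 (limma's camera, adjusted p = 0.879) and of -0.29 with library totals. Fas, Eda2r and Plk2 were higher, and Cdkn1a (-0.38), Ccng1 (-0.45), Phlda3 (-0.71) and Trp53inp1 (-1.08) were lower. Adding aspartate to AOA lowered 7 and raised 3 (7 and 5 when adjusted over the list alone), with a median of -0.17 (limma's camera, adjusted p = 0.218, and fry 4.66e-05). Relative to Mock, AOA with aspartate lowered 6 and raised 0 (6 and 1 when adjusted over the list alone), with a median of -0.17 (limma's camera, adjusted p = 0.00085, and 0.0103 with an estimated correlation). HT-DNA with AOA relative to HT-DNA with AOA and aspartate raised 6 and lowered 2 (7 and 2 when adjusted over the list alone), with a median of 0.15 (limma's camera, adjusted p = 0.0169, and 0.05 with an estimated correlation). The AOA effect was larger with HT-DNA for 5 targets and smaller for 0 (6 and 0 when adjusted over the list alone, 8 unadjusted), with a median difference of 0.48 (limma's camera, adjusted p = 0.0036, and 0.0211 with an estimated correlation). With library totals these 4 medians were -0.087, -0.22, 0.062 and 0.58. The median of -0.162 for AOA relative to Mock, over targets that went both ways, does not decide whether nucleotide shortage or DNA damage activates p53, and the comparisons with aspartate leave this open.

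Of the 19 pathway genes of the paper that were tested, 16 differed between AOA and Mock (9 higher and 7 lower, 16 also when adjusted over the list alone), with a median log2 fold change of 0.13 that was -0.0015 with library totals and -0.0054 after the correction for GC content and length. In HT-DNA–stimulated cells AOA raised 6 and lowered 7 (13 when adjusted over the list alone).

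Relative to Mock, AOA with aspartate had lower ISGs of Fig. 2C as a set, with a median log2 fold change of -0.27, or -0.25 at the lower bounds (limma's camera, adjusted p = 0.00997, and fry 0.0383), although 0 of them were past the threshold one by one (10 unadjusted). With an estimated correlation between genes, the adjusted p was 0.353.

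Zbp1 (ENSMUSG00000027514) was at least 1.9-fold higher with AOA than in Mock, where its libraries had at most 3 counts, and rose with AOA in HT-DNA–stimulated cells by a log2 fold change of 1.90 (standard error 0.209, adjusted p = 5.01e-07 from edgeR's quasi-likelihood test). The rise without HT-DNA was not past the threshold without Mock replicate 2 or AOA replicate 2. The difference between both effects was 0.15 (adjusted p = 0.966 from edgeR's test), and ran from -0.55 without Mock replicate 3 to 0.70 without Mock replicate 2.

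KEGG's steroid biosynthesis pathway, chosen after its values were seen, fell with AOA relative to Mock. Of its 16 genes, 13 differed (2 higher and 11 lower), with a median log2 fold change of -0.65 (-0.79 with library totals). With aspartate added, 10 genes differed from Mock, all lower, with a median of -0.522 (-0.57 with library totals). From AOA to AOA with aspartate the genes went both ways, with 5 higher and 5 lower, log2 fold changes from -1.24 to 0.99 and a median of 0.033 (0.12 with library totals). A shortage of aspartate as the whole cause is argued against by the median of -0.522 with aspartate present, and a trend with GC content and length by -0.614 after its removal. HT-DNA without AOA also lowered 12 of the 16 genes and raised 1 relative to Mock, with a median of -0.31 (-0.42 with library totals). A fall of this pathway is therefore not particular to AOA. Another effect of AOA may underlie the fall with AOA, and this was not tested.

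Genes with at most 3 counts in each library of Mock, of HT-DNA or of either group with AOA and aspartate were left out here, since their fitted fold changes depend on the prior count. For 12 ISGs of Fig. 2C that HT-DNA raised by a log2 fold change of at least 1, the median response to HT-DNA was 3.76 with AOA and aspartate and 3.64 without them, with a slope of 1.03 across genes, and 0 of the 12 differed in an interaction test (2 unadjusted; 1 of 14 after the trend with GC content and length was removed). For 148 other genes that HT-DNA raised, the medians were 0.50 with and 1.25 without AOA and aspartate, with a slope of 0.645, and 26 differed. For 403 other genes that HT-DNA lowered, the medians were -0.33 with and -1.24 without, with a slope of 0.235, and 104 differed. The genes were chosen by their response without AOA, which alone lowers a slope, and more so for small responses than for those of the ISGs. Less HT-DNA reaching the cells as the whole cause is argued against by the slope of 1.03 for the ISGs, although the smaller rise of the other raised genes goes with it and no other dose shows how far the ISGs follow the amount of HT-DNA. A trend with GC content and length as the whole cause is argued against by the slope of 0.203 for the lowered genes after its removal. Aspartate, AOA or both may limit the part of the response outside the ISGs, and no group with HT-DNA and aspartate alone separates them.

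The 3 libraries of HT-DNA with AOA varied more than those of the other groups. Their median SD on the log2 scale was 0.213 over 11936 genes, against at most 0.108 elsewhere. After the trend with GC content and length was removed it was 0.134, against at most 0.0915, so that trend is argued against as the whole cause and may be part of it. An uneven strength of AOA between cultures cannot be told apart from other causes. The difference between replicates 3 and 1 had a correlation of 0.185 across genes with the AOA effect without HT-DNA, and genes are not independent replicates.

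Exosc6 (ENSMUSG00000109941), singled out after its values were seen, had 176, 155 and 216 counts in the HT-DNA libraries, 34 in HT-DNA with AOA replicate 3 and 0 in every other library. It was the 1 gene with at least 10 counts in every HT-DNA library and at most 3 in every library of Mock, AOA, AOA with aspartate, and HT-DNA with AOA and aspartate. Reads of the transfected HT-DNA are argued against by 0 counts in HT-DNA with AOA and aspartate, which received the same DNA. Transcripts of the overlapping gene Aars hold 100% of its 31-base sequences, which is consistent with reads of Aars (8295 to 15850 counts per library) being split differently between the genes by the counting program.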
